# Neuronal microexons modulate arousal via the cAMP-PKA-CREB pathway in zebrafish

**DOI:** 10.1126/sciadv.ady8291

**Published:** 2026-06-19

**Authors:** Tahnee Mackensen, Luis Pedro Iñiguez, Thomas Soares Mullen, Cristina Rodriguez-Marin, François Kroll, Giulia Zuccarini, Jordi Fernandez-Albert, Laia Sancho-Vila, Jon Permanyer, Isaac H. Bianco, Michael Orger, Jason Rihel, Manuel Irimia

## Abstract

Proper regulation of arousal maintains the balance of rest and activity and enables appropriate responses to stimuli; its disruption is a hallmark of many neurodevelopmental disorders. Although transcriptional mechanisms of arousal control are well defined, the contribution of posttranscriptional processes such as alternative splicing remains unclear. Here, we identify a critical role for the microexon splicing regulator *srrm3* in maintaining arousal homeostasis in zebrafish. *srrm3* mutants exhibit persistent hyperarousal characterized by sleep loss, sensory hypersensitivity, and elevated behavioral and neuronal activity. We identify the cyclic adenosine monophosphate (cAMP)–cAMP-dependent protein kinase (PKA)–cAMP response element–binding protein (CREB) signaling axis as a central driver of mutant hyperarousal. Specifically, pharmacological inhibition of cAMP signaling rescues mutant hyperactivity and associated transcriptional changes whereas wild-type cAMP activation phenocopies the mutant. Down-regulation of immediate early genes and reduced CREB phosphorylation further suggest adaptation to sustained neuronal activation. These findings establish *srrm3*-dependent microexon splicing as a key molecular layer of arousal regulation linking RNA-processing defects to neuromodulatory imbalance.

## INTRODUCTION

Animals continuously adapt their behavior to internal states and external demands, balancing rest and activity, stress, and recovery (*1*). This ability is orchestrated by the regulation of arousal, a process that governs the organism’s readiness to interact with the environment by modulating the activation of the central nervous system (*2*). Arousal includes a tonic component that sets the baseline level of responsiveness lower during sleep and higher during wakefulness and a phasic component that reflects externally triggered transient increases in alertness, for example, in response to sudden sound or light stimuli (*3*, *4*). Proper regulation of arousal ensures that neural and behavioral responses remain within an optimal range: Too little arousal leads to drowsiness or reduced responsiveness, whereas excessive arousal can result in heightened activity (or insomnia) and sensory hypersensitivity, states commonly associated with stress and neurodevelopmental disorders (*2*, *5*).

Arousal states are largely evolutionarily conserved across the animal kingdom, from jellyfish (*6*), fruit fly (*7*, *8*), and zebrafish (*9*–*11*) to humans (*12*), reflecting their fundamental importance to survival. In vertebrates, they are maintained by neuromodulatory systems, including noradrenergic, dopaminergic and cholinergic circuits (*7*, *8*), established early in development to dynamically adjust behavioral states (*13*, *14*). At the molecular level, these neuromodulators signal through diverse G protein–coupled receptors (GPCRs), many of which modulate intracellular cyclic adenosine monophosphate (cAMP) levels to engage downstream effectors. Canonically, elevated cAMP activates the cAMP-dependent protein kinase (PKA)–cAMP response element–binding protein (CREB) pathway, which translates transient changes in neuronal activity into long-lasting transcriptional responses (*15*, *16*). Activation of this pathway promotes the expression of activity-dependent genes, ultimately fine-tuning synaptic connections to maintain balanced neuronal excitability and arousal levels (*15*).

In contrast, far less is known about the posttranscriptional mechanisms that shape neuronal responsiveness and arousal control. Posttranscriptional control via alternative splicing is highest in the brain (*17*). Alternative splicing allows for the generation of multiple transcripts from a single gene, thus generating the protein diversity required for the precise temporal and spatial regulation of neural circuit formation (*18*). During neurodevelopment, the splicing factors SRRM3 and SRRM4 orchestrate a remarkable program of neuronal-specific microexon splicing (*19*, *20*). Microexons, defined here as 3– to 51–nucleotide (nt) exons, are highly conserved across vertebrates (*21*) and are widely dependent on the enhancer of microexons (eMIC) domain in the C-terminal region of SRRM3/4 (*19*, *22*–*24*). Their inclusion increases sharply during late neurogenesis and can subtly alter protein interactions, localization or efficiency, thereby fine-tuning processes such as axon guidance and synapse formation (*19*, *25*) with the potential to influence synaptic transmission and circuit formation (*26*, *27*).

Disruption of the neuronal microexon program alters neuronal activity and behavioral state regulation across species, suggesting a role in maintaining balanced arousal. In mice, *Srrm3/4* double mutants have severely reduced microexon inclusion and show impaired synapse formation and excitatory-inhibitory imbalance (*23*), whereas deletion of a single microexon in the synaptic organizer *Ptprd* is sufficient to disrupt sleep and increases locomotor activity, directly linking microexon loss to arousal-related behavior (*28*). Similarly, zebrafish *srrm3/4* double mutants display increased locomotor activity (*29*) and *Drosophila* lacking the eMIC domain of Srrm234 sleep less, particularly at night onset (*21*). Moreover, mouse mutants of *Srrm4* or of individual microexons such as *Cpeb4* further exhibit autism spectrum disorder (ASD)–like traits (*30*, *31*). Consistently, microexon misregulation has been observed in individuals with ASD (*19*, *30*, *32*) and schizophrenia (*33*), both disorders associated with sensory hypersensitivity and disturbed arousal regulation, including abnormal sleep-wake cycles (*5*, *34*). Together, these observations point to a conserved role of SRRM3/4-dependent splicing in stabilizing neuronal excitability and behavioral state, yet the mechanisms by which microexon mis-splicing perturbs neuromodulatory signaling and arousal control remain poorly understood.

Addressing this gap of knowledge requires an integrated approach that links posttranscriptional regulation to neuronal activity and behavior. Zebrafish provide an ideal vertebrate model to investigate how loss of *srrm3*-dependent microexons affects arousal control as they exhibit a complex behavioral repertoire by 5 days postfertilization (dpf) and have conserved arousal circuits, including the dopaminergic and noradrenergic systems (*14*, *35*). At this stage, neurogenesis is still ongoing (*36*), and microexons continue to shape critical developmental processes (*16*). Using *srrm3*^∆eMIC^ mutants, which lack the eMIC domain required for microexon inclusion, we combined high-throughput behavioral profiling, whole-brain activity imaging, and transcriptomic and pharmacological assays to connect microexon mis-splicing to changes in neuronal activity and behavior. We find that loss of microexons leads to persistent hyperarousal, marked by increased behavioral and forebrain activity, altered catecholaminergic pathway function, and misregulation of cAMP-PKA-CREB signaling, accompanied by a likely compensatory up-regulation of microexon-harboring genes. These findings establish microexon splicing as a crucial molecular layer in maintaining arousal homeostasis and link developmental RNA processing to neuromodulatory control of brain state.

## RESULTS

### Hyperactivity, sleep loss, excess thigmotaxis, and sensory hypersensitivity reflect hyperarousal in *srrm3*^∆eMIC^ larvae

Abnormal increases or decreases in spontaneous locomotor activity, as well as alterations in sleep amount or rhythms, are hallmarks of arousal-system dysregulation (*5*, *14*, *34*). We thus set out to determine how misregulation of the microexon program as a whole affects zebrafish larva sleep-wake behavior*.* We performed high-throughput behavioral tracking of 5 to 8 dpf *srrm3*^crg3/crg3^ zebrafish larvae that lack the *srrm3* eMIC domain (*37*), which is necessary and sufficient for microexon inclusion (*22*, *24*). This line was used throughout the study, and the homozygous mutant is hereafter referred to as *srrm3*^∆eMIC^, whereas the heterozygous mutant is referred to as *srrm3*^+/∆eMIC^.

Measuring locomotor activity of *srrm3*^∆eMIC^ larvae across multiple days and nights, we observed a hyperactivity phenotype, with 61% more activity during the day and 66% more activity at night compared to wild-type (WT) siblings (Fig. 1, A and B, and fig. S1, A and B), which was also observed in a second founder line (*srrm3*^crg5/crg5^) (fig. S1, A and B). This hyperactivity, most prominent in the morning, was due to more frequent and longer swim periods but not due to increased swim vigor (active swim max ∆pixel), when compared to WT siblings (Fig. 1, A and B, and fig. S1B). *srrm3*^∆eMIC^ larvae also showed pronounced disturbances [sleep was defined as ≥1 min of inactivity based on an increased arousal threshold (*10*)], including a 47% delay in sleep onset [+5.7 ± 1 min, model coefficient ± SE from the linear mixed-effects model (LMM), *P* = 7 × 10^−5^] and shorter sleep episodes (−0.4 ± 0.1 min, coefficient ± SE from the LMM, *P* = 1 × 10^−5^), resulting in an average loss of up to 1.5 hours every 10 hours of sleep at night compared to WT larvae (Fig. 1, A and C, and fig. S1, A and B). For some parameters, these effects were more pronounced in *srrm3*^∆eMIC^*;srrm4*^−/−^ double mutants, whereas *srrm3*^+/∆eMIC^*;srrm4*^−/−^ larvae did not show signs of hyperactivity (fig. S1, A and B).

**Fig. 1.**
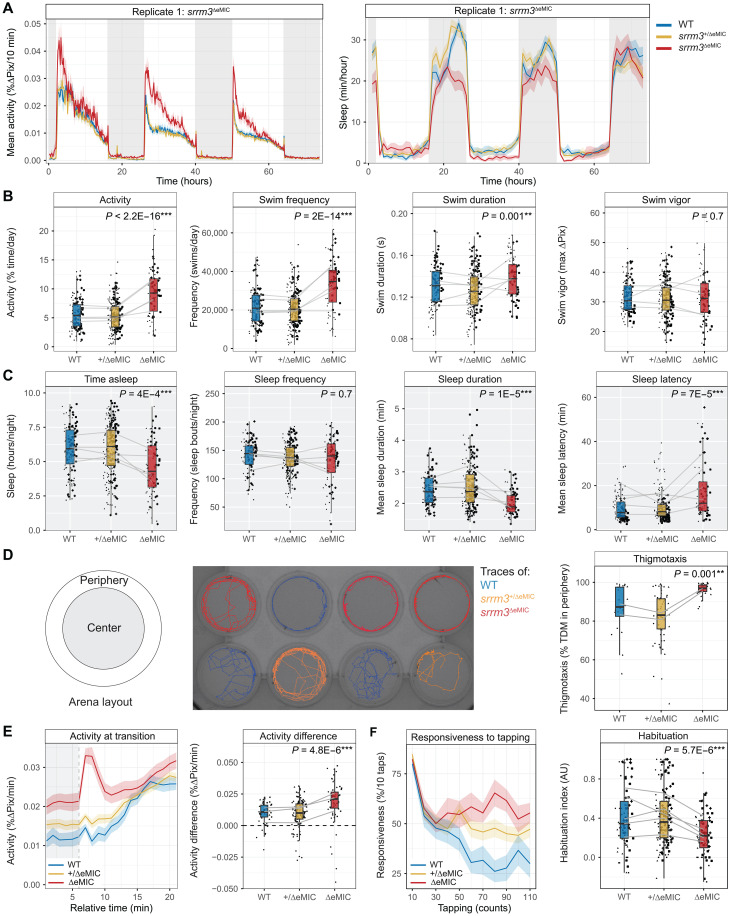
*srrm3*^∆eMIC^ larvae show hyperactivity, sleep loss, sensory hypersensitivity, and excess thigmotaxis. (**A**) Representative activity [%∆pixels (%∆Pix)/10 min] (left) and sleep (min/hour) (right) traces during 74 hours (5 to 8 dpf) on a 14-hour light/10-hour dark cycle (white/gray backgrounds). (**B** and **C**) Daytime activity (6 dpf) and nighttime sleep (5 to 6 dpf) parameters. For visualization, outliers were removed. *N* = 5 clutches with 13 to 57 larvae each per genotype. (**D**) Thigmotaxis at 6 dpf. Left: Arena layout and representative example trajectories (120 s of movement) around the 40th min of tracking. Right: Mean thigmotaxis (% TDM in periphery) during 1 hour of tracking (+10 ± 3% TDM in periphery, *P* = 0.001, LMM). *N* = 2 clutches with 10 to 43 larvae each per genotype. (**E**) Averaged (five transitions per larvae) light-on startle response at 6 dpf. Left: Means ± SEM traces (%∆Pix/min) from one representative clutch. Right: Activity (%∆Pix/min) difference (+0.010 ± 0.002%∆Pix, *P* = 4.8 × 10^−6^, LMM) 1 min poststimulus minus 1 min prestimulus. *N* = 3 clutches (dot shape), with 12 to 47 larvae each per genotype. (**F**) Habituation to mechanical taps at 6 dpf. Left: Representative trace (means ± SEM) of mean responsiveness (%) to 10 x 90-s ISI taps (1 to 10) and to 100 x 5-s ISI taps (11 to 100). Right: HI, where 1: full habituation and 0: none (HI: −0.19 ± 0.04 AU, *P* = 5.7 × 10^−6^, LMM). *N* = 5 clutches with 5 to 46 larvae each per genotype. (A to F) Statistics using the LMM with the likelihood ratio test, showing model coefficients ± SE and *P* values for WT versus *srrm3*^∆eMIC^ siblings. Each dot represents one larva, shaped by clutch. Lines connect genotype means across clutches. Detailed statistics and sample sizes are in data S1.

Although *srrm3*^∆eMIC^ larvae responded strongly to light transitions (Fig. 1A), they were reported to exhibit severe vision deficits (*37*). To test whether reduced vision can cause the hyperactivity phenotype, we compared locomotor activity in *vsx1*^−/−^;*vsx2*^−/−^ larvae, which have severe visual impairments, against *vsx2*^−/−^ siblings without visual abnormalities (*38*). Both genotypes showed high sleep levels, and *vsx1*^−/−^;*vsx2*^−/−^ larvae exhibited reduced nighttime activity relative to *vsx2*^−/−^ controls (fig. S1, A and B). This suggests that visual impairment alone does not necessarily result in hyperactivity or sleep loss, in line with multiple studies reporting hypoactivity in visually impaired and blind fish (*39*–*41*). This indicates that the sleep-wake phenotypes of the *srrm3*^∆eMIC^ larvae are unlikely caused by their vision deficits.

The disrupted sleep-wake patterns in *srrm3*^∆eMIC^ larvae indicate elevated baseline (tonic) arousal, which could be driven or amplified by the larva’s internal state, such as high stress levels (*14*). We thus quantified thigmotaxis (“wall hugging”), a behavioral indicator often associated with stress- or anxiety-like states in zebrafish larvae, although it can also occur in other contexts, including seizures (*42*–*44*). Thigmotaxis was high across genotypes; however, levels in the *srrm3*^∆eMIC^ were significantly above those of WT siblings [Fig. 1D; +10 ± 3% total distance moved (TDM) in periphery, coefficient ± SE from the LMM].

Having observed heightened tonic arousal, we next tested phasic, stimulus-induced arousal by exposing larvae to sudden dark/light transitions and repeated mechanical taps. In response to a light-on stimulus, *srrm3*^∆eMIC^ larvae displayed an exaggerated response, even considering their higher levels of baseline activity (Fig. 1E and fig. S1C), and their reduced visual function (*37*). Moreover, *srrm3*^∆eMIC^ larvae showed reduced habituation to repeated mechanical tapping stimuli [Fig. 1F and fig. S1D; −0.19 ± 0.04 habituation index (HI), coefficient ± SE from the LMM, *P* = 5.7 × 10^−6^], reflecting a persistently elevated readiness to respond in line with higher phasic arousal. Together, our findings suggest elevated baseline and phasic arousal in *srrm3*^∆eMIC^ larvae, exemplified by hyperactivity, insomnia, excessive thigmotaxis, and exaggerated stimulus-driven responses.

### Movement repertoire and kinematics reveal a shift toward stress-associated and seizure-like swim patterns in *srrm3*^∆eMIC^ larvae

Although activity-based analyses indicate a hyperaroused state in *srrm3*^∆eMIC^ larvae, increased locomotion could, in principle, arise from motor impairments. To address this, we examined their movement repertoire and bout kinematics. Larval zebrafish locomotion consists of discrete bouts of tail movements that fall into a set of kinematically defined categories (*35*). Using high-speed videography (700 Hz) of freely swimming larvae under constant illumination (baseline) and, for some cohorts, during light-dark transitions (Fig. 2A), we identified 11 of the 13 canonical bout types based on 73 kinematic parameters each (*35*). The two absent categories, both capture swims, are predominantly executed in the presence of prey (*35*). The remaining bout types grouped into three categories: (i) low-displacement forward swims [approach swims (AS), Slow 1, and Slow 2]; (ii) low-displacement reorienting swims [routine turns (RTs), J-turns, and high-angle turns (HATs)]; and (iii) high-displacement swims [burst swims (BS), spot avoidance turns (SATs), O-bends, short-latency C-starts (SLCs), and long-latency C-starts (LLCs)] (*45*) (Fig. 2, A and B, and fig. S2A).

**Fig. 2.**
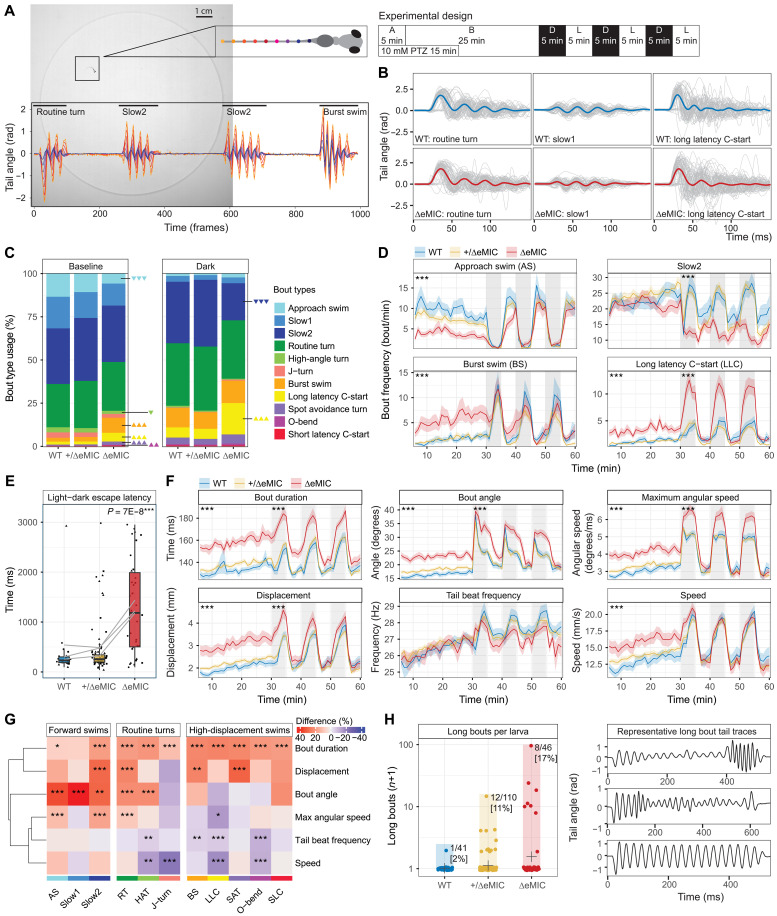
Bout usage and kinematics reflects heightened arousal in *srrm3*^∆eMIC^ larvae. (**A**) Left: Circular arena and tail-tracking scheme (nine segments, 300-μm spacing). Example WT bout sequence. Right: Experimental design: 5-min acclimation (A), 25-min baseline (B) (four clutches), then alternating 5-min dark/light (D/L) periods (three clutches) or 15-min 10 mM PTZ exposure (two clutches). (**B**) Representative tail traces (segment 7) for three bout types; 70 randomly sampled traces per type (gray); bold shows the mean. (**C**) Bout type usage (%). Triangles indicate the direction and significance of genotype differences (up: higher in *srrm3*^∆eMIC^; down: lower in *srrm3*^∆eMIC^). Statistics on raw counts using a negative binomial GLMM. Raw distributions in fig. S2D. (**D**) Mean bout frequency (bout/min) over time (means ± SEM). Significance marked for baseline and dark. (**E**) Mean latency to first escape after lights off (+235 ± 71%, coefficient ± SE from the LMM, *P* = 7 × 10^−8^). Dots represent larvae shaped by clutch. (**F**) Bout kinematics over time (means ± SEM), averaged over 1-min intervals. Significance marked for baseline and dark. (**G**) Percentage difference in bout kinematic means within each bout type (WT versus *srrm3*^∆eMIC^). Red: higher in ∆eMIC; blue: lower in ∆eMIC. *N* = 4 clutches with 3 to 33 larvae per genotype and bout type. (**H**) Long bouts (>500 ms). Left: Long bout count (log-scaled; +1 pseudocount); numbers indicate larvae (%) performing ≥1 long bout; cross: genotype mean. Right: Representative traces. *N* = 4 clutches with 7 to 34 larvae each per genotype. [(E) to (G)] Statistics compare WT and *srrm3*^∆eMIC^ siblings using Satterthwaite-approximated *t* tests on the LMM [log-transformed values for E; untransformed for (F) and (G)]. [(C) to (F)] *N* = 3 to 4 clutches with 7 to 33 larvae each per genotype. [(C), (D), (F), and (G)] Bonferroni correction for multiple testing. [(C) to (H)] Statistics and sample sizes are in data S2.

All 11 bout types were observed in both WT and *srrm3*^∆eMIC^ larvae, albeit at different frequencies (Fig. 2C). Within each bout category, the mean and distribution of bouts in a principal component (PC) space of kinematic features (*35*) were highly similar between genotypes (fig. S2, B and C), in stark contrast to larvae treated with the seizure-inducing compound pentylenetetrazol (PTZ) (fig. S2C). This indicates that the *srrm3*^∆eMIC^ phenotype does not reflect a gross motor deficit.

We therefore asked whether the difference lies instead in bout selection, known to reflect larva internal state (*46*, *47*). Under baseline conditions, WT larvae rarely use high-displacement swim types, which are typically recruited in response to external stressors such as sudden changes in illumination (Fig. 2, C and D). In contrast, *srrm3*^∆eMIC^ siblings used high-displacement bouts significantly more frequently, even at baseline (Fig. 2, C and D, and fig. S2, D and E). When exposed to sudden darkness, an acute stressor, both genotypes increased their usage of high-displacement swims, but *srrm3*^∆eMIC^ larvae continued to use them at significantly higher rates than WT [Fig. 2, C and D, and fig. S2D; LLC: +161 ± 51%, percentage ± percentage SE from transformed generalized LMM (GLMM) coefficients, *P*.adj = 8.7 × 10^−6^]. Notably, this occurred despite the significantly increased escape latency of *srrm3*^∆eMIC^ to the dark stimulus (Fig. 2E; latency: +235 ± 71%, percentage ± percentage SE from transformed LMM coefficients, *P* = 7.1 × 10^−8^), indicating heightened usage of stress-associated escape swims despite reduced visual responsiveness. Together, we observe heightened baseline and phasic arousal in the *srrm3*^∆eMIC^ also in the fine structure of single bout selection.

Building on the elevated use of stress-associated swim types (Fig. 2C) and pronounced circling along arena walls (Fig. 1D), previously linked to seizure susceptibility in zebrafish larvae (*48*), we next asked whether a subset of *srrm3*^∆eMIC^ larva bouts exhibits seizure-like kinematics. We examined six kinematic parameters previously associated with seizure-like swimming (*42*, *48*) (Fig. 2F). All parameters except tail-beat frequency were increased in *srrm3*^∆eMIC^ larvae compared to WT siblings across the experiment, with bout duration being particularly elevated across all bout types (Fig. 2, F and G, and fig. S2F). Moreover, abnormally long bouts (>500 ms) occurred in a significantly higher proportion of *srrm3*^∆eMIC^ (17%; 8/46 larvae) than WT (2%; 1/41 larvae) (Fig. 2H; *P* = 0.03, two-sided Fisher’s exact test). Among larvae exhibiting these events, *srrm3*^∆eMIC^ individuals executed unusually long bouts at markedly higher frequency (Fig. 2H; ∼21-fold increase, *P* = 7.1 × 10^−8^, two-sided Fisher’s exact test). These prolonged bouts also displayed significantly larger bout angles, higher maximum angular speeds, and greater displacement, swim speed, and tail-beat frequency compared to other *srrm3*^∆eMIC^ bouts (*P* ≤ 0.001, permutation tests), consistent with seizure-like kinematics (*42*, *48*). Together, although *srrm3*^∆eMIC^ larvae retain a normal bout repertoire, they show a marked shift toward stress-associated swims and an increased occurrence of rare, prolonged bouts with seizure-like kinematics, further supporting a state of heightened arousal.

### *srrm3*^∆eMIC^ larvae exhibit neuronal activity signatures of hyperarousal

Changes in arousal are caused by differences in central nervous system activation, with neural circuits showing state-dependent shifts in firing across sleep-wake cycles and other arousal transitions (*47*, *49*). Hence, we next asked whether the hyperaroused behavioral state of *srrm3*^∆eMIC^ larvae is associated with altered patterns of brain activity. For this purpose, we assessed neuronal activity across brain regions using two-photon (2P) calcium imaging under baseline (no stimulus, gray screen) and during visual stimuli [light, dark, looming dot (LD), and looming dot control (LDC)] (Fig. 3A). Notably, *srrm3*^∆eMIC^ larvae remained behaviorally hyperactive even with their heads restrained under the microscope, exhibiting longer bouts across stimuli [Fig. 3B; +0.26 ± 0.04 s, coefficient ± SE, generalized linear model (GLM), *P* = 1.8 × 10^−7^] and increased bout frequency (fig. S3A; +1.3 ± 0.6 bouts per epoch, coefficient ± SE from the GLM, *P* = 0.02) compared to WT siblings.

**Fig. 3.**
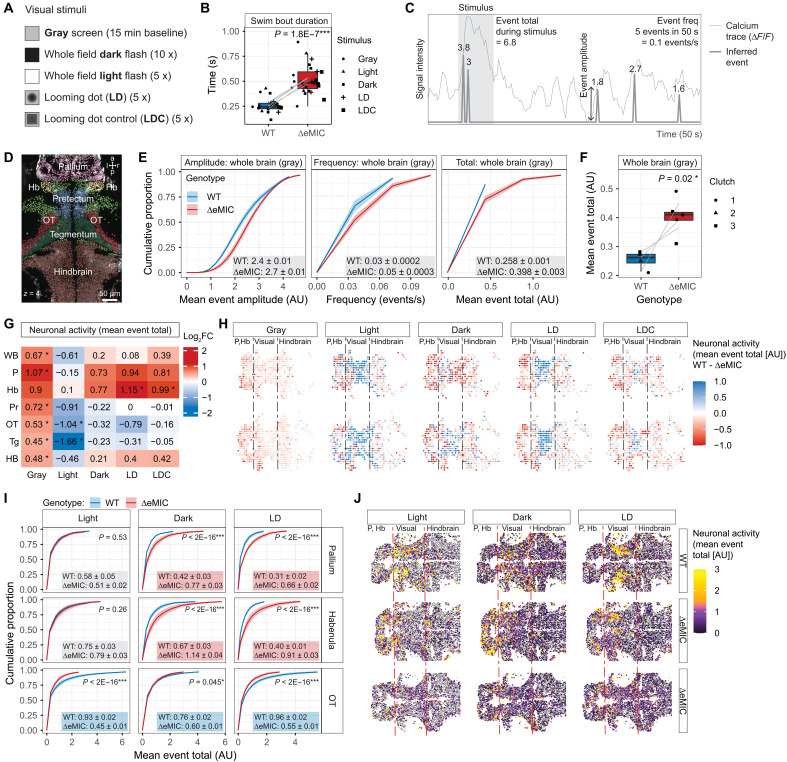
*srrm3*^∆eMIC^ show elevated neuronal activity and altered responses to visual stimuli. (**A**) Protocol: 15-min baseline and then pseudorandom visual stimuli (∼3 to 5 s, 5 to 10 repeats). (**B**) Swim duration (larva median). Dots: larvae; shapes: stimuli; lines connect stimulus means. Statistics: GLM controlling for stimulus and individual. (**C**) Example calcium trace (∆*F*/*F*, thin) with inferred spike events (bold); event total is the normalized mean sum of event amplitudes across stimulus windows (gray). (**D**) Example field of view with ROIs colored by the ZBB anatomical region. (**E**) Whole-brain ECDFs for event amplitude, frequency, and total (baseline). Statistics by the Wilcoxon test. *n* = 36,951 WT and *srrm3*^∆eMIC^ 38,940 neurons. (**F**) Whole-brain event total at baseline (dots: larva means; lines: connect clutch means). Statistics by the Wilcoxon test. (**G**) Region-wise log_2_ fold changes (FC) of event total (∆eMIC versus WT). Statistics by the Wilcoxon test. (**H**) ZBB-registered anatomy maps (rows: *z*-planes) showing spatial differences in event total (10-μm bins; truncated to ±1 for visualization). (**I**) ECDFs of event totals across three stimuli and regions. Statistics by the Wilcoxon test. *n* = 1407 to 9662 neurons per condition and region. Boxed values colored by the direction of change. [(E) and (I)] Lines: means ± SEM cut at *y* = 0.97. Boxed values show means ± SEM across neurons. (**J**) Anatomy plots (single *z*-plane) from one clutch with neurons (dots) colored by mean event total (values > 3 set to 3 for visualization). [(G) to (I)] Red: ∆eMIC higher; blue: WT higher; gray: not significant (n.s.). [(H) and (J)] Dashed lines as anatomical guidelines for P and Hb; visually responsive (Pr, Tg, and OT); hindbrain. [(B) and (E) to (J)] Sample sizes: *N* = 3 clutches with four to five larvae per genotype. Abbreviations: a, anterior; p, posterior; r, rightward; l, leftward; WB, whole brain; P, pallium; Hb, habenula; Pr, pretectum; OT, optic tectum; Tg, tegmentum; HB, hindbrain.

For neuronal activity imaging, we generated an *srrm3*^∆eMIC^ line expressing a nuclear GCaMP6s calcium indicator pan-neuronally (*50*). Neuronal activity was estimated from deconvolved calcium data (*51*), using event frequency, amplitude, and event total (summed event amplitudes over the stimulus window) (Fig. 3C). We measured from neurons of the anterior dorsal brain of sibling larvae (Fig. 3D and fig. S3B) and found that all three parameters were significantly elevated in *srrm3*^∆eMIC^ neurons at baseline (Fig. 3E), with event frequency remaining increased even when excluding movement periods (fig. S3C). Similar differences were observed when activity was measured at the level of individual larvae (Fig. 3, F and G, and fig. S3, D and E).

Event amplitudes in *srrm3*^∆eMIC^ larvae remained elevated also across stimulus conditions (fig. S3F), despite comparable GCaMP6s levels between genotypes (fig. S3G), possibly reflecting more rapid burst firing and summation of calcium transients in *srrm3*^∆eMIC^ neurons (*52*). In contrast, visually responsive brain regions (*53*, *54*) generally showed reduced visually evoked activity (Fig. 3, G to J, and fig. S3H), consistent with the mutants’ impaired visual function (*37*). This effect was most prominent during the whole-field light flashes, where *srrm3*^∆eMIC^ optic tectum activity was ∼50% below WT levels (Fig. 3, I and J; *P* < 2.2 × 10^−16^, Wilcoxon test). Despite a reduced response in the optic tectum, *srrm3*^∆eMIC^ forebrain and hindbrain neuronal activity remained elevated during stress-associated stimuli of darkness and LD (Fig. 3, G to J, and fig. S3I). Thus, paralleling the behavioral data, we found that *srrm3*^∆eMIC^ larvae exhibit heightened neuronal activity both at baseline and, with the exception of visually responsive brain regions, during arousal-inducing stimuli, consistent with a hyperaroused brain state.

### Conserved neuronal microexons are mis-spliced in *srrm3*^∆eMIC^ neurons

Having established elevated behavioral and neuronal activity in the *srrm3*^∆eMIC^, and considering that the only known molecular function of *srrm3* thus far is to promote microexon inclusion (*19*, *22*–*24*), we next examined the primary consequence of *srrm3* loss—disrupted neuronal microexon inclusion—and its secondary transcriptomic effects to identify molecular changes that could underlie the altered arousal state. We profiled neuronal transcriptomes by performing bulk RNA sequencing (RNA-seq) on fluorescence-activated cell sorting (FACS)–sorted *elavl3*:GFP^+^ cells, from 5 dpf WT and *srrm3*^∆eMIC^ mutant siblings (Fig. 4A), generating high-depth 125-nt paired-end reads, suitable for both alternative splicing and differential gene expression analysis (Fig. 4A). 

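Neurons carrying GFP were sorted at 5 dpf from larvae with eyes, in 2 experiments (a and b) that each gave 1 WT and 1 mutant library (n = 2 per genotype). *srrm3* (ENSDARG00000096920) stood at 31.9 CPM (counts scaled to library size) in WT and 18.7 CPM in the mutant of experiment a, and at 2.49 and 2.04 CPM in experiment b. Its log2 fold change, mutant over WT, was −0.57 (standard error 0.18, adjusted p = 0.40 from edgeR's quasi-likelihood test). The values count reads over the whole gene without showing which exons they came from. The authors deposited estimated counts per gene, made with Salmon 1.5.1 on the GRCz10 transcriptome and summed over transcripts with tximport. These counts summed to 44,461,305 and 54,935,860 in the WT libraries and to 53,703,583 and 50,861,873 in the mutant libraries of experiments a and b. The paper states about 80M reads per sample for this set, and the values given here use the counts assigned to genes. The labels put both WT libraries in 1 batch and both mutant libraries in another, whereas the library names and Data S4 pair 1 WT with 1 mutant library in each experiment. That pairing was used. An effect of the labelled batch cannot be told apart from one of genotype in any 5 dpf comparison. Counts were rounded to whole numbers. The 17,584 genes with a mean above 10 counts and above 1 CPM in at least 1 genotype were tested with edgeR's quasi-likelihood test, with the experiment as a replicate block and Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 38 genes were higher and 45 lower in the mutant. Without the replicate block edgeR called 0 genes (107 at an unadjusted p under 0.05), and DESeq2 with the block called 59. On counts simulated from these libraries' means, the test called 25.0% of genes changed by a log2 fold of 0.5, 78.8% of those changed by 1 and 93.9% of those changed by 2.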

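Genes of light detection were lower in the mutant neurons at 5 dpf. The cone phosphodiesterase subunit gene *pde6h* had a log2 fold change, mutant over WT, of −3.98 (standard error 0.19, n = 2 libraries per genotype, adjusted p = 1.6e-12 from edgeR's quasi-likelihood test), and the ultraviolet opsin gene *opn1sw1* one of −2.36 (standard error 0.11, adjusted p = 1.6e-12 from the same test). The cone kinase gene *grk7a* fell by 2.76 and the cone transducin gene *gnat2* by 2.09 on the log2 scale. Of the rod genes, *rho* (rhodopsin) fell by 2.00, *gnat1* (transducin) by 2.42 and *pde6b* (phosphodiesterase) by 2.97. The blue opsin gene *opn1sw2* (−1.33) and the cone arrestin gene *arr3b* (−1.49) fell too, and the green opsin gene *opn1mw2* was higher (1.68). Of 42 measured photoreceptor genes, 21 were lower and 1 was higher in the mutant (32 lower and 2 higher when adjusted over the list alone), with a mean log2 fold change of −1.22. Outside the photoreceptors, heat shock genes were higher: *hsp70.3* had a log2 fold change of 0.73 (standard error 0.09), the chaperone gene *dnajb1b* 0.67 and *hsp90aa1.2* 0.62. Of 35 genes of heat shock and protein folding 6 rose and 0 fell (6 and 0 adjusted over the list alone). Of 73 immediate early genes 3 rose and 0 fell (6 and 1 adjusted over the list alone), namely *jun* (0.50), *atf3* (0.41) and a copy of *socs3a* counted in 1 experiment only. The list's median log2 fold change was 0.12. Genes known to hold neuronal microexons were also higher, among them *ppfia4* (0.70), which encodes the presynaptic scaffold liprin-α4, *PHF21B* (0.74) and *dctn1a* (0.72), a subunit of the dynein partner dynactin. Of 136 mammalian neuronal microexon genes 10 rose and 0 fell (14 and 0 adjusted over the list alone). Of 49 genes of synaptic vesicle endocytosis 4 fell and 0 rose (4 and 0 adjusted over the list alone), namely *DNM3 (2 of 2)* (−0.87), which encodes a dynamin, *DAB2* (−0.85) and both *SNAP91 (1 of 2)* (−0.47) and *snap91*, copies of a clathrin adaptor gene that may share reads. The mean of this list was −0.049 and its median 0.0027, which differ in sign. *LTBP4* (1.56), *flnca* (1.89), *EML5* (0.61), *fstl4* (0.82) and the clock gene *per2* (0.60) were higher, and the glutamate transporter gene *slc1a2a* (−2.68) and the myelin gene *mbpa* (−0.41) were lower. The camera test set the photoreceptor (adjusted p = 2.8e-117), heat shock (4.1e-15), immediate early (5.3e-11), microexon (6.7e-07) and endocytosis (0.045) lists apart from other genes, but for each of these the adjusted p = 0.81 with an estimated correlation. These calls all depend on the pairing of libraries, since 0 genes passed edgeR's test without the replicate block. Without it, leaving out mutant library 2 gave *hsp70.3* a log2 fold change of −0.12 and *dnajb1b* one of −0.71, leaving out mutant library 1 gave *ppfia4* one of −0.15, and leaving out WT library 1 gave *dnajb1b* one of −0.05. DESeq2's Wald test did not call *fstl4*, *mbpa*, *opn1mw2* or *per2*, and edgeR after filterByExpr did not call *atf3*.

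**Figure D1:**
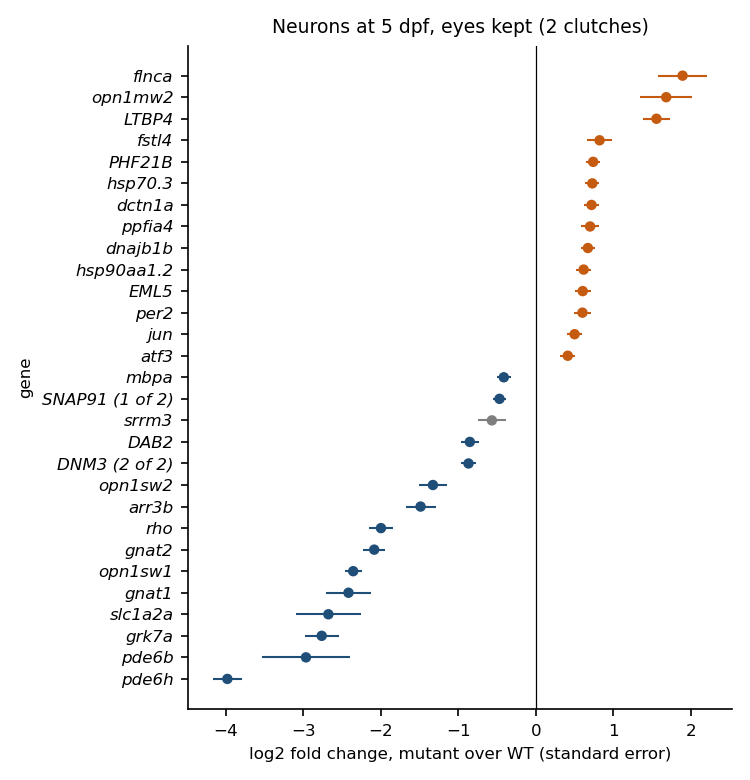
Log2 fold changes, mutant over WT, of 29 genes in neurons sorted from larvae with eyes at 5 dpf (x axis; bars are standard errors, n = 2 libraries per genotype), with a gene per line on the y axis. Orange and blue points passed an adjusted p of 0.05 and gray points did not; values run from −3.98 for *pde6h* to 1.89 for *flnca*.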

Mutants showed a marked down-regulation of vision-related genes (including *opn1sw1*, *pde6ha*, *gnat2*, and *grk7a*), consistent with their known photoreceptor degeneration (*37*), and raising the possibility that retinal signals might mask gene expression changes driven by other neurons (fig. S4A and data S6). To address this, we enucleated zebrafish larvae (6 dpf) before FACS sorting and generated both a single-cell RNA-seq dataset and a complementary second, shallower bulk RNA-seq dataset of 50-nt single-end reads (Fig. 4A) used for downstream gene expression and pharmacological comparisons.

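For the bulk set, neurons were sorted from enucleated larvae of 9 clutches after exposure to DMSO or a drug. In the DMSO libraries used to compare genotypes (n = 8 clutches, each with 1 WT and 1 mutant library), *srrm3* had a log2 fold change, mutant over WT, of −0.80 (standard error 0.067, adjusted p = 1.4e-05 from edgeR's quasi-likelihood test). Over all libraries of this set it stood at 35.0 ± 6.36 CPM in WT (SD, n = 21) and 21.3 ± 2.24 CPM in the mutant (SD, n = 20). The lowest WT value, 18.5 CPM, was that of the rolipram library of clutch I. It lay below the mutant rolipram library of that clutch (21.2 CPM) and within the mutant range of 17.5 to 25.4 CPM. That library was kept as WT by its label, as 1 of the 2 WT rolipram libraries. A further WT DMSO library, of clutch I, serves the drug comparisons only, because the paper excluded its mutant partner for a low mapping rate. Clutches C, D and E were sequenced on a NovaSeq and the others on a NextSeq, so each WT and mutant pair shares its sequencer. The deposited values are estimated counts from Salmon, as at 5 dpf, with totals of 9,822,592 to 44,116,480 per WT DMSO library (median 24,927,351, n = 9) and of 19,962,357 to 39,401,716 per mutant DMSO library (median 28,972,155, n = 8). The paper states about 35M reads per sample, and the values here use the counts assigned to genes. After the same filter 18,003 genes were tested with the clutch as a replicate block, as in the paper's batch correction. The paper itself ran limma on variance-stabilized counts after removing the batch by empirical Bayes-moderated regression in WGCNA. The limma alternative given below removes the clutch with limma, so it is not the paper's pipeline. Simulated log2 fold changes of 0.5, 1 and 2 were called for 66.2, 92.4 and 100% of changed genes, with 14 unchanged genes called.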

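For the single cells, droplet libraries of 3′ tags were made from 2 WT and 2 mutant samples, in 2 replicate pairs. The authors deposited UMI counts per gene and barcode, made with Cell Ranger 6.1.2 on a protein-coding GRCz10 reference. The counts of WT 2 lack the label for introns that the other 3 samples carry, and whether they were made without introns was not tested, which bears on values of pair 2 and on those without WT 2. Cells with over 300 genes, under 5% mitochondrial counts and 400 to 30,000 UMIs were kept, as the paper states, with a median of 5865 and 2796 UMIs in the WT samples 1 and 2 and of 6714 and 2903 UMIs in the mutant samples, so that pair 1 is the deeper pair. scrublet, given 0.8% doublets per 1000 barcodes, marked 372 cells as doublets (2.35 to 3.26% per sample). They were kept, and removed as an alternative. Cells were normalized with SCTransform and clustered in Seurat on 3000 variable genes, leaving out 211 genes called between genotypes in the bulk sets, so that cluster membership does not rest on them. Clusters were named only from marker genes fixed beforehand. Counts were then summed per sample and cluster and tested across the 4 samples with edgeR, because cells of one sample are not replicates. The *srrm3* tags lie at the gene's 3′ end and do not show whether the eMIC part is present. Clusters taken as neuronal, which include the unnamed ones, held 16.3 and 23.3 CPM in WT and 24.5 and 15.2 CPM in the mutant.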

**Fig. 4.**
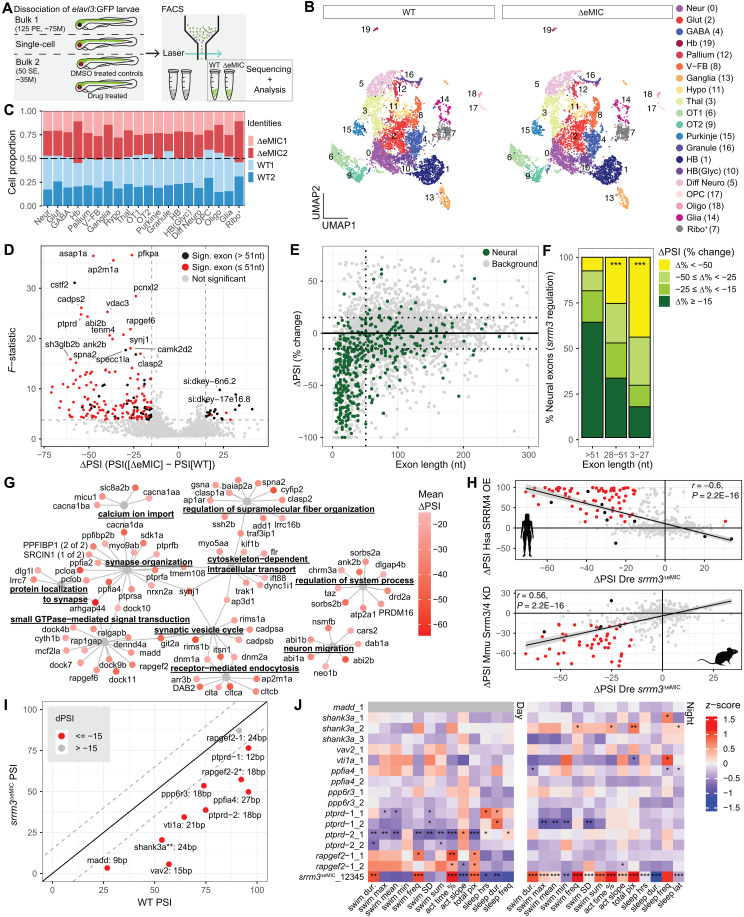
Widespread microexon skipping in *srrm3*^∆eMIC^ but unaltered neural cell type composition. (**A**) Experimental design: bulk and single-cell RNA-seq comparing WT with *srrm3*^∆eMIC^ siblings. Bulk 1 for splicing analysis; bulk 2 for DGE. PE, paired-end; SE, single-end. (**B**) Uniform Manifold Approximation and Projection (UMAP) of 20 single-cell clusters (PC1 to PC16), split by genotype. (**C**) Genotype contributions per cluster (n.s.; *t* test). [(B) and (C)] Cluster names in Materials and Methods. (**D**) Differential splicing of microexons (≤51 nt) and longer exons (>51 nt). Red and black points denote significantly mis-spliced exons (|ΔPSI| > 15, *F*-statistic > 3.8; dashed lines). (**E**) ΔPSI (%) versus exon length. Green: neuron-specific exons. Dashed lines indicate |∆PSI (%)| = 15 and exon length = 51 nt. (**F**) Distribution of ΔPSI (%) across exon length bins. Comparing highly skipped (∆% < −50) versus others: longer exons (>51 nt) show less skipping than shorter exons (3 to 27 nt, OR = 9.7, *P*.adj = 1.6 × 10^−15^; 28 to 51 nt, OR = 4.2, *P*.adj = 5 × 10^−4^). Two-sided Fisher’s exact test, Bonferroni-adjusted. (**G**) Subset of GO biological processes (*P*.adj < 0.05; excluding terms with ≥5 overlapping genes) enriched among genes with *srrm3*-regulated exons (∆PSI ≤ −15). Nodes: genes colored by mean ΔPSI. (**H**) Correlations of *srrm3*^∆eMIC^ ∆PSI with SRRM4 overexpression ∆PSI in human cells or with *Srrm3/4* knockdown ∆PSI in mouse (Pearson). Exons with |ΔPSI| ≥ 15 highlighted (red: ≤51 nt; black: >51 nt). Lines show linear regression fits ± SE. (**I**) Microexon PSI in WT versus *srrm3*^∆eMIC^ corresponding to available microexon mutant lines used in (J). Dashed lines mark |ΔPSI| = 15. *No behavioral data. **Low coverage. (**J**) Behavioral fingerprints of microexon mutants compared to WT siblings (*z*-scores). *srrm3*^∆eMIC^ shown for comparison. Gray: missing data. Biological replicates (1 to 5) or averaged replicates (12345) indicated. Likelihood ratio test statistics on the LMM and full parameter names are in data S1.

Before exploring specific transcriptomic changes, we first asked whether loss of *srrm3* alters neuronal cell type composition as mouse mutants of its paralog *Srrm4* show shifts in neuronal subtype abundance (*25*). 

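In WT, *srrm3* counts were found in every cluster taken as neuronal, and the lowest mean level was in oligodendrocytes. That level rests on 1 and 0 *srrm3* UMIs in WT samples 1 and 2 (Poisson confidence intervals 0.10 to 22.2 and 0 to 68.0 CPM). Oligodendrocyte precursors held 0 and 5 UMIs and the habenula 3 and 1, so the order of these small clusters among the others is not settled. The cells formed 19 clusters, of which 14 could be named. The 16 taken as neuronal are all those not named as a non-neuronal type, so they include the unnamed clusters. Summed per cluster and averaged over both WT samples (n = 2), *srrm3* reached 22.1 CPM in cluster 8 of thalamic and tectal glutamatergic neurons (*tfap2d*, *pou4f2*), 21.4 CPM in the pallium (*eomesa*, *neurod6a*), 20.9 CPM in cholinergic neurons and cranial ganglia (*chata*, *isl2a*), 20.7 CPM in hindbrain neurons (*hoxb9a*, *hoxa4a*). It was at 16.9 CPM in the habenula (*gng8*, *GPR151*) and 16.6 CPM in GABAergic neurons (*gad1b*, *gad2*). Lower levels stood in the ventral forebrain (12.5 CPM; *dlx5a*, *lhx6*) and in cerebellar granule cells (11.6 CPM; *fat2*, *cbln12*). Outside neurons, *srrm3* was at 12.1 CPM in oligodendrocyte precursors (*olig1*, *aplnra*), at 11.5 CPM in astroglia (*cx43*, *slc1a3b*), whose cluster is also led by the muscle genes *actc1b* and *pvalb2*, and at 1.99 CPM in oligodendrocytes (*mbpa*, *plp1b*). The highest level, 35.6 CPM, was in cluster 1, led by *nxph3* and *chrm2a*, which stayed unnamed. Pooled over the non-neuronal clusters, WT samples 1 and 2 held 7 and 12 *srrm3* UMIs (4.49 and 18.2 CPM). Free RNA in droplets adds counts to cells that do not express a gene.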

From the single-cell RNA-seq data, we identified 20 cell clusters corresponding to distinct cell populations across anatomical regions, differentiation stages, and major cell types (Fig. 4B; fig. S4, B and C; and data S6). *srrm3* was expressed across WT neuronal clusters (fig. S4D), consistent with brain-wide *srrm3* expression as detected by hybridization chain reaction (HCR) (fig. S4E). 

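Cell types took similar shares of the WT and mutant samples. GABAergic neurons made up 9.19% of cells in WT and 9.02% in the mutant (means of n = 2 samples each), hindbrain neurons 9.73 and 9.54%, and the larger cluster of thalamic and tectal glutamatergic neurons 11.4 and 10.9%. Pallial neurons made up 2.78 and 3.19%, astroglia 4.64 and 5.10%, and oligodendrocytes 0.602 and 0.501% of the cells. By limma on logit shares, the clusters nearest to a difference were cerebellar granule cells, at 2.37% in WT and 1.78% in the mutant. Oligodendrocyte precursors, at 0.877 and 0.647%, and the ventral forebrain, at 5.09 and 6.03%, came next. Of 19 clusters, 0 differed in share by limma (0 also at an unadjusted p under 0.05; smallest adjusted p = 0.92), and with the mutant sample 1 or 2 left out 0 differed while 2 passed an unadjusted p of 0.05. With 2 samples per genotype, a difference as large as that of granule cells did not pass. The paper proposes that the consequences of *srrm3* loss lie in neuronal physiology and signaling more than in the makeup of cell types.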

Comparing the proportions of *srrm3*^∆eMIC^ and WT cells across clusters revealed no significant differences (Fig. 4C; *P*.adj > 0.05 across clusters, *t* test), indicating no detectable shift in cell type composition or loss of specific populations. This agrees with an absence of gross anatomical abnormalities in *srrm3*^∆eMIC^ brains at 6 dpf (except for reduced eye size) (fig. S4F), suggesting that the primary consequences of *srrm3* loss lie at the level of neuronal physiology and signaling rather than cell type composition.

Next, we focused on the detection of mis-spliced microexons in the deep bulk RNA-seq dataset. Among alternative exons with sufficient read coverage (3752; see Materials and Methods), 5% (199, in 183 genes) were significantly differentially spliced [absolute ∆ percentage spliced in (|∆PSI|) ≥ 15, *F*-statistic > 3.8] in *srrm3*^∆eMIC^ neurons (data S6). As expected, most of these exons (89%) were skipped in the mutants, with 75% of them classified as microexons (≤51 nt) (Fig. 4D). Notably, neuron-specific microexons were also more strongly affected as 44% of 3- to 27-nt exons showed >50% reduced inclusion compared to 8% for long exons (>51 nt), a 5.5-fold increase (Fig. 4, E and F; *P*.adj = 1.6 × 10^−15^, two-sided Fisher’s exact test). In line with previous studies (*19*, *29*), *srrm3*-dependent exons were enriched in genes involved in a range of biological processes, including “receptor-mediated endocytosis” and “synapse organization” (Fig. 4G). Moreover, they showed a significant overlap with orthologous exons misregulated in *Srrm3/4*-knockdown mouse cell lines (*22*) (Fig. 4H; *r* = 0.6, *P* < 2.2 × 10^−16^, Pearson correlation) and those affected by human *SRRM4* overexpression (*24*) (Fig. 4H; *r* = −0.6, *P* < 2.2 × 10^−16^, Pearson correlation), consistent with the high evolutionary conservation of the *srrm3/4* microexon program across vertebrates (*19*, *24*).

To probe the potential contribution of individual microexons to the *srrm3*^∆eMIC^ hyperarousal phenotype, we pursued two complementary strategies: (i) leveraging the *srrm3*^+/∆eMIC^, whose behavior is largely indistinguishable from WT, to identify microexons whose mis-splicing may be phenotypically silent and (ii) analyzing sleep-wake signatures in single microexon zebrafish mutants. Similar to the behavioral data, bulk RNA-seq revealed only minimal overlap in differentially expressed genes (DEGs) between *srrm3*^*+/*∆eMIC^ and *srrm3*^∆eMIC^ larvae, including reduced *srrm3* expression itself (fig. S5, A to C, and data S6). Similarly, only six exons were significantly (*F*-statistic > 3.8, |∆PSI| > 15) mis-spliced in the *srrm3*^*+/*∆eMIC^ larvae (fig. S5D and data S6), and only one zebrafish-specific microexon, in *shroom2a*, was significantly more skipped in both mutant genotypes (DreEX0007899, +/∆eMIC: ∆PSI = −40; ∆eMIC: ∆PSI = −46). Thus, the heterozygous data did not reveal a subgroup of microexons that could be excluded as contributors to the hyperarousal phenotype. 

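In untreated larvae, 45 genes were higher and 8 lower in mutants than in WT, and 0 were higher and 19 lower in heterozygotes, by edgeR's quasi-likelihood test. *srrm3* stood at 38.4 ± 3.23 CPM in WT, 32.1 ± 0.681 in heterozygotes and 19.3 ± 1.20 in mutants (SD, n = 2 each), a log2 fold change against WT of −0.99 in mutants (standard error 0.073, adjusted p = 0.0026 from edgeR's quasi-likelihood test) and of −0.26 in heterozygotes (standard error 0.071, adjusted p = 1.0 from the same test). In mutants the chloride transporter gene *slc12a5b* (1.53), *LTBP4* (1.84), *PHF21B* (1.17), *dctn1a* (1.09), *fsd1l* (1.08), *fstl4* (1.14) and *sorbs2b* (0.96) were higher, with standard errors of 0.046 to 0.067 (n = 2 per genotype). So were the synaptic genes *ppfia4* (0.99), *ptprfa* (0.60), *shank3b* (0.74), *shank1* (0.90), *nrcama* (0.58) and *nptna* (0.60), the exocyst gene *exoc1* (0.64), the phosphatase subunit gene *ppp6r3* (0.65), *zfyve27* (0.81) and the N-type calcium channel gene *cacna1bb* (0.57). *DNM3 (2 of 2)* (−0.86), *SNAP91 (1 of 2)* (−0.54) and *snap91* (−0.41) were lower, as were *rbp4l* (−4.59) and the small heat shock gene *hspb1* (−1.56). Of 134 mammalian neuronal microexon genes 17 rose and 0 fell in mutants (42 and 1 adjusted over the list alone; camera adjusted p = 1.6e-44, adjusted p = 0.14 with an estimated correlation), and in heterozygotes 0 passed edgeR's test (0 also adjusted over the list alone, mean log2 fold change 0.0082). In heterozygotes *PHF21B* (0.04), *DNM3 (2 of 2)* (−0.01), *slc12a5b* (0.06), *dctn1a* (0.02) and *ppfia4* (0.11) lay near 0. Of 21 pancreas and liver genes 11 fell in heterozygotes and 0 rose (17 and 0 adjusted over the list alone; camera adjusted p = 1.3e-247, adjusted p = 0.20 with an estimated correlation), among them the amylase gene *amy2a* (−4.11), the lipase gene *cel.1* (−3.97), the carboxypeptidase genes *cpa1* (−4.11) and *cpb1* (−2.89), *ctrb1* (−3.60) and *ela3l* (−4.00). Between 9 WT DMSO libraries of the drug set, the mean level of the 11 genes varied with an SD of 1.71 on the log2 scale. By edgeR 0 genes were called in both, where independent lists would share 0.0088 genes and simulated unchanged groups with the same WT controls shared 2.16 on average. Over all genes the log2 fold changes of heterozygotes and mutants correlated at r = 0.26 (0.50 in the simulation), with a covariance of 0.0172 against 0.0167. Genes are not independent replicates. The paper concludes that the heterozygotes did not single out microexons that could be ruled out as contributors to the hyperarousal.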

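These 6 libraries came from 2 clutches of enucleated 6 dpf larvae, each giving 1 WT, 1 heterozygous and 1 mutant library (n = 2 per genotype). Salmon's estimated counts summed to 49,001,107 and 52,485,419 in WT, 49,398,024 and 50,011,502 in heterozygotes and 48,792,724 and 49,125,273 in mutants, where the paper states about 80M reads per sample. The values use the counts. All 3 genotypes entered one edgeR fit of 17,337 genes with the clutch as a replicate block. Simulated log2 fold changes of 0.5, 1 and 2 were called for 67.6, 86.4 and 98.5% of changed genes. Without the replicate block 2 genes passed in mutants (*PHF21B* and *dctn1a*) and 0 in heterozygotes, where DESeq2 with the block called 36 and 559 genes had an unadjusted p under 0.05 from edgeR. The calls also moved with single libraries, from 53 to between 64 and 351 genes in mutants, from 19 to between 32 and 129 in heterozygotes and from 0 to 33, 6, 3, 17, 6 and 4 genes in both without WT 1, heterozygote 1, mutant 1, WT 2, heterozygote 2 and mutant 2. The directions moved too: without WT 1 mutants had 51 higher and 52 lower genes, without heterozygote 2 269 and 82, and without heterozygote 1 heterozygotes had 21 higher and 43 lower. Among named genes, *rbp4l* (−3.16) was not called without mutant 1, *cacna1bb*, *hspb1* and *shank1* without mutant 2, *snap91* (−0.35) without WT 1 and *hspb1* without WT 2. *srrm3* in heterozygotes passed under none of these settings (lowest adjusted p = 0.26 from edgeR, without heterozygote 1).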

We next examined previously generated microexon mutants of *shank3*, *vti1a*, *vav2*, and *madd* (*29*), as well as published behavioral data for *ppfia4*, *ppp6r3*, *rapgef2*, and *ptprd* microexon mutants (*55*) (Fig. 4, I and J). Whereas most microexon mutants displayed mild or no sleep-wake phenotypes, deletion of a microexon in *rapgef2* recapitulated multiple aspects of the *srrm3*^∆eMIC^ daytime hyperactivity, although not the nighttime changes. In contrast, *ptprd* microexon mutants slept more and were less active, thus showing phenotypes opposite to those of the *srrm3*^∆eMIC^ larvae (Fig. 4J). Together, although individual microexon deletions can affect sleep and activity, the *srrm3*^∆eMIC^ hyperarousal phenotype unlikely arises from loss of a single microexon but instead from the combined misregulation of dozens of neuronal microexons, none of which are significantly altered in the *srrm3*^*+/*∆eMIC^.

### Up-regulation of microexon-containing genes suggests a compensatory response

We next examined changes in gene expression, which are likely secondary to microexon mis-splicing (*37*) and can reveal which cellular pathways are disrupted in *srrm3*^∆eMIC^ larvae. 

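In neurons of enucleated mutants at 6 dpf, 126 of 18,003 genes passed edgeR's quasi-likelihood test, 79 higher and 47 lower (1976 at an unadjusted p under 0.05). *PHF21B*, whose product binds histones, had a log2 fold change of 1.00 (standard error 0.048, adjusted p = 6.7e-08 from edgeR's quasi-likelihood test), and *LTBP4*, a matrix protein gene, one of 1.45 (standard error 0.069, adjusted p = 6.7e-08 from the same test). Higher by more than 0.5 were also *slc12a5b* (1.06), which encodes the neuronal potassium-chloride cotransporter, *dctn1a* (1.17), *fsd1l* (0.88), *fstl4* (0.80), *ppfia4* (0.73), *zfyve27* (0.72), *sorbs2b* (0.70), *shank1* (0.65), a scaffold of excitatory synapses, *ppp6r3* (0.61), *EML5* (0.61) and *exoc1* (0.58), part of the exocyst that tethers vesicles to the membrane. *actn2b* (0.74), which encodes an actinin, and *agrp* (0.69), a hypothalamic feeding peptide, were higher as well. Lower were *srrm3* itself, *DNM3 (2 of 2)* (−1.43) and *DNM2 (2 of 2)* (−1.03) of the dynamins, *SNAP91 (1 of 2)* (−0.77), *DAB2* (−0.64) and the sleep-promoting neuropeptide gene *npvf* (−1.05, standard error 0.13, adjusted p = 6.8e-04 from the same test). *ciz1a* (−0.82), which lies among the 100 tested genes nearest to *srrm3*, the lysosomal channel gene *mcoln1a* (−0.50) and the biogenesis gene of lysosome-related organelles *dtnbp1a* (−0.35) fell, as did *ddc* (−0.26), whose enzyme makes dopamine and serotonin. Genes of myelinating cells were lower by less, with *mbpa* at −0.25, *cldn19* at −0.27 and the matrix gene *bcan* at −0.23. Of 12 oligodendrocyte genes 2 fell and 0 rose (8 and 0 adjusted over the list alone; camera adjusted p = 6.7e-11, adjusted p = 0.13 with an estimated correlation). Each of these genes moved the same way in 8 of 8 clutches. DESeq2's Wald test called 302 genes, limma on variance-stabilized counts with the clutch removed beforehand 2096, edgeR without the replicate block 37 and edgeR on the 5 NextSeq clutches 48. Leaving out single clutches kept every direction but ended the calls of *ddc*, *bcan*, *mbpa* and *agrp* in some fits. Calls ended for *agrp* without A, B, C, D, F or J (adjusted p = 0.069 to 0.13 from edgeR), *ddc* without A, C, D, E, H or J (0.066 to 0.12), *bcan* without A, C, D, E or F (0.064 to 0.090) and *mbpa* without B (0.057) or D (0.076).

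**Figure D2:**
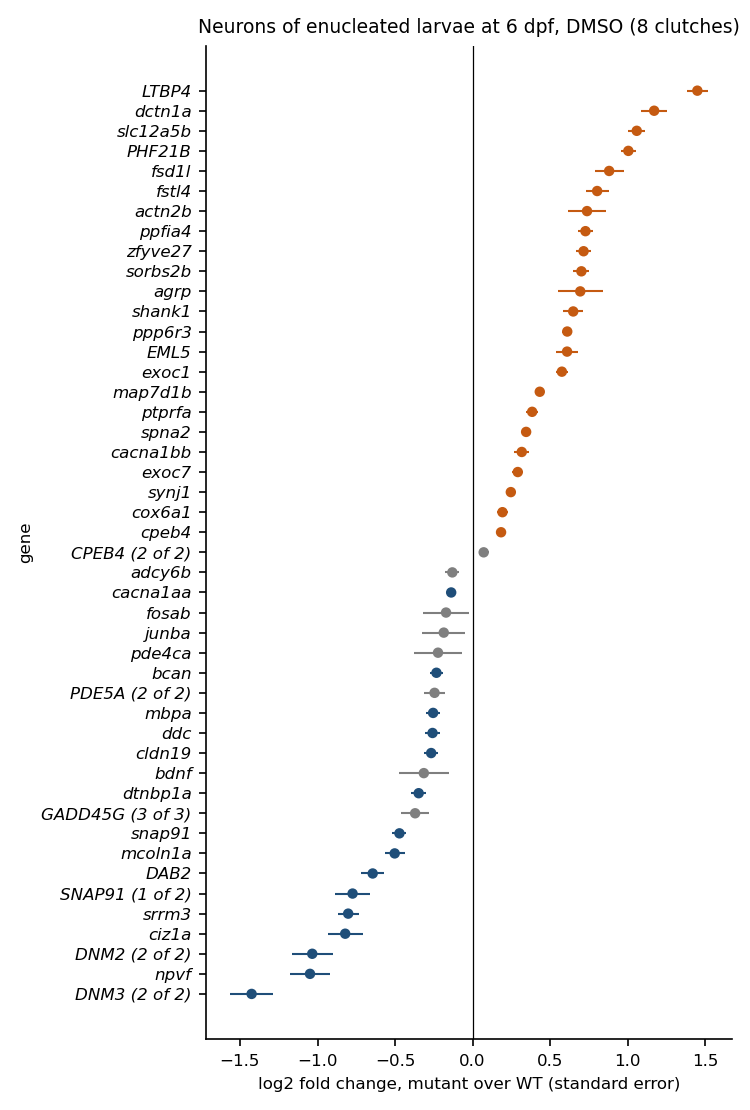
Log2 fold changes, mutant over WT, of named genes in neurons of enucleated larvae at 6 dpf in DMSO (x axis; bars are standard errors, n = 8 clutches), with a gene per line on the y axis. Orange and blue points passed an adjusted p of 0.05 and gray points did not; values run from −1.43 for *DNM3 (2 of 2)* to 1.45 for *LTBP4*.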

Differential expression analysis from RNA-seq of enucleated WT and *srrm3*^∆eMIC^ siblings identified 363 DEGs (Fig. 5A and data S6; *P*.adj < 0.05). Down-regulated genes were enriched for synaptic vesicle and endocytosis-related Gene Ontology (GO) terms, whereas up-regulated genes were linked to cytoskeletal processes; both sets also contained calcium-channel genes (Fig. 5, B and C, and data S6). 

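Of 50 measured genes of synaptic vesicle endocytosis, 8 fell and 2 rose in the mutant (11 lower and 4 higher when adjusted over the list alone). The clathrin adaptor gene *snap91* fell by 0.47 on the log2 scale (standard error 0.045, adjusted p = 5.3e-05 from edgeR's quasi-likelihood test), beside its copy *SNAP91 (1 of 2)* and the dynamin genes, while *synj1* (0.25), whose lipid phosphatase uncoats vesicles, rose. In the mutant library of clutch E, *DNM3 (2 of 2)* stood at 4.74 log2 CPM against 5.70 to 6.47 in the other mutant libraries, and *snap91* at 7.31 against 7.70 to 8.05. The list's mean log2 fold change was −0.093 and its median −0.00082, and camera set it lower than other genes (adjusted p = 2.0e-04, adjusted p = 0.28 with an estimated correlation). Of 69 cytoskeletal genes 6 rose and 0 fell (12 higher and 2 lower over the list alone), among them *map7d1b* (0.43, standard error 0.028, adjusted p = 1.1e-06 from edgeR), a microtubule-binding protein gene, and *spna2* (0.35), the spectrin gene, with *dctn1a* and *EML5*. Their list mean was 0.062 (camera adjusted p = 3.8e-07, adjusted p = 0.035 with an estimated correlation). Calcium channel genes went both ways: *cacna1bb* of the N-type channel rose by 0.32 (adjusted p = 0.0046 from edgeR), and *cacna1aa* of the P/Q-type channel fell by 0.14 (adjusted p = 0.047). In all 2 of 47 calcium channel genes rose and 1 fell (3 and 2 over the list alone), with a list mean of 0.016 (camera adjusted p = 0.087). *cacna1aa* passed without clutch A (adjusted p = 0.024 from edgeR) and not without any one of B, C, D, E, F, H or J (0.077 to 0.15). The calcium channel list passed camera without clutch B (mean 0.026, adjusted p = 0.019) or E (0.028, adjusted p = 0.040). The exocyst list, with *exoc1* and *exoc7* (0.29) among its 9 genes, also rose (2 higher, 0 lower, the same adjusted over the list alone; camera adjusted p = 4.8e-08, adjusted p = 0.0065 with an estimated correlation).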

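*cpeb4*, which encodes an mRNA-binding protein that controls translation at synapses, had a log2 fold change, mutant over WT, of 0.18 (standard error 0.032, adjusted p = 0.013 from edgeR's quasi-likelihood test, higher in 8 of 8 clutches). Its copy *CPEB4 (2 of 2)*, which may share reads with it, had one of 0.07 (standard error 0.032, adjusted p = 0.45 from the same test, higher in 7 of 8). The call of *cpeb4* ended without clutch D (0.18, adjusted p = 0.057 from edgeR) and without clutch E (0.17, adjusted p = 0.054). Other genes with known neuronal microexons that rose were *ptprfa* (0.38), a receptor phosphatase gene of synapse formation, *ppfia4* and *ppp6r3*.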

Notably, several DEGs harbored conserved microexons with previously characterized functions (Fig. 5, A and B), such as *cpeb4* (DreEX0023919: ∆PSI = −27) in neurotransmission (*31*) or *micu1* (DreEX0046514: ∆PSI = −42; DreEX6103867: ∆PSI = −17) in the regulation of mitochondrial calcium levels (*56*). Consistent, with *micu1* microexon skipping impairing mitochondrial calcium handling, pharmacological inhibition of the Micu1-gated mitochondrial calcium uniporter resulted in reduced survival of *srrm3*^∆eMIC^ larvae compared to WT siblings (fig. S6A).

**Fig. 5.**
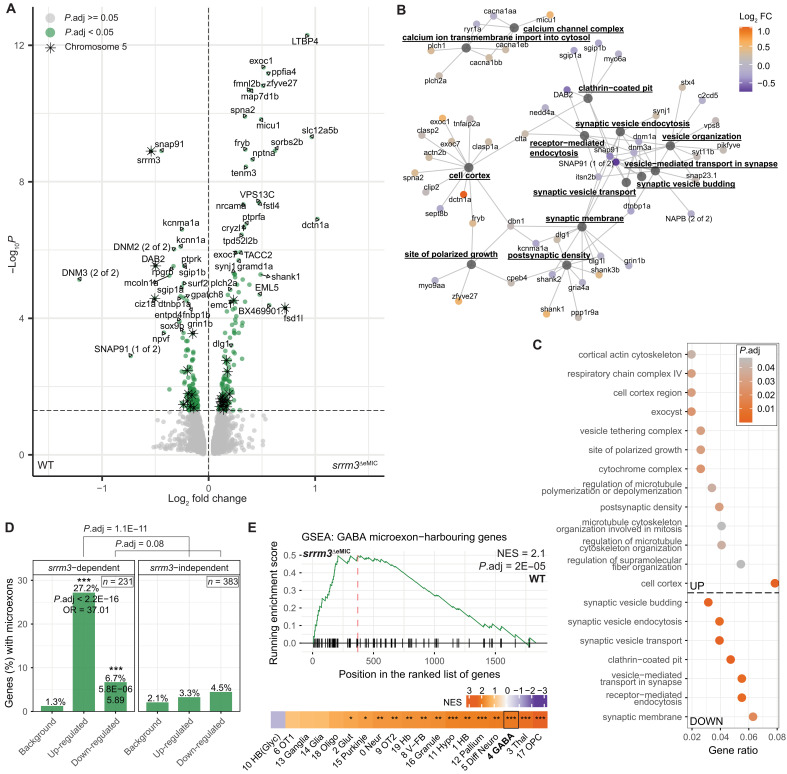
Up-regulated genes in *srrm3*^∆eMIC^ disproportionately harbor mis-spliced microexons. (**A**) Differential gene expression between *srrm3*^∆eMIC^ and WT neurons (6 dpf, enucleated). DEGs (*P*.adj < 0.05) are shown in green; up-regulated genes in the *srrm3*^∆eMIC^ appear to the right, and down-regulated genes appear to the left. Stars mark DEGs on the same chromosome as *srrm3* (chromosome 5). *N* = 8 biological replicates per genotype (10 to 24 larvae each). (**B**) Network of enriched GO terms (*P*.adj < 0.05) for DEGs between WT and *srrm3*^∆eMIC^, colored by log_2_FC (orange: up-regulated; purple: down-regulated). (**C**) Enrichment of unique GO terms for up-regulated (top) and down-regulated (bottom) genes ranked by gene ratio and colored by *P*.adj (*P*.adj < 0.05; set size: 10 to 200). (**D**) Enrichment of *srrm3*-dependent microexon genes (∆PSI < −15, ≤51 nt) among DEGs relative to background (231/18,341 expressed genes). Up-regulated genes showed stronger enrichment (50/184) than down-regulated genes (12/179). *srrm3*-independent microexon genes showed no enrichment. Statistics by two-sided Fisher’s exact tests with Bonferroni correction. Enrichment was significantly greater for *srrm3*-dependent than *srrm3*-independent genes (up-regulated: *Z* = 6.90, *P*.adj = 1.1 × 10^−11^; down-regulated: *Z* = 2.04, *P*.adj = 0.08; *z* test for OR differences). (**E**) GSEA of microexon-harboring genes (∆PSI < −15, length ≤51 nt) on log_2_FC between WT and *srrm3*^∆eMIC^ across single-cell clusters. *N* = 2 biological replicates per genotype with 13 to 21 larvae each. Example enrichment curve shown for GABAergic neurons (NES = 2.1, *P*.adj = 2 × 10^−5^). *P* values FDR corrected for multiple testing across clusters. Full cluster names are in Materials and Methods.

These patterns thus point to a potential compensation for reduced protein function upon microexon skipping by up-regulating the host gene expression levels. To test for such a compensatory pattern more globally, we performed a gene set enrichment analysis (GSEA) using genes with *srrm3*-dependent microexons (∆PSI < −15; length ≤51 nt) as a query set. These genes were significantly and strongly enriched among up-regulated transcripts [fig. S6B; normalized enrichment score (NES) = 2.6, *P*.adj = 1 × 10^−10^]. 

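Both lists of microexon genes tested were higher in the mutant. Of 19 measured genes whose microexons the paper names, 6 rose and 0 fell (9 and 0 adjusted over the list alone), with a mean log2 fold change of 0.16. The study chose these genes on samples of this kind, so their direction is not independent evidence. Of 135 measured orthologs of mammalian neuronal microexon genes, 26 rose and 3 fell (37 and 7 adjusted over the list alone), with a mean of 0.084. The 3 that fell were *DNM2 (2 of 2)*, *ptprk* and *shank2*. Camera set both lists higher than other genes (adjusted p = 6.2e-23 for the named and 7.6e-22 for the mammalian list), and both passed with an estimated correlation (adjusted p = 8.5e-04 each). Both means stayed positive and past the threshold with any 1 clutch left out. From the enrichment among up-regulated transcripts, the paper proposes that host genes are up-regulated to compensate for reduced protein function when a microexon is skipped.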

Fifty of 184 (27%) up-regulated and 12 of 179 (7%) down-regulated genes harbored *srrm3*-dependent microexons, compared to 1% among all expressed genes in the background set [Fig. 5D; up: odds ratio (OR) = 37, *P* < 2.2 × 10^−16^; down: OR = 6; *P* = 2.9 × 10^−6^ two-sided Fisher’s exact test]. 

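With the mammalian list in place of the exons found skipped in these larvae, 26 of the 79 genes called higher at 6 dpf (32.9%) were neuronal microexon genes, against 135 of all 18,003 tested genes (0.750%), an odds ratio of 80.0 (95% confidence interval 46.2 to 136, adjusted p = 2.0e-35, two-sided Fisher's exact test). Of the 47 genes called lower, 3 were on the list (6.38%; odds ratio 9.20, 95% confidence interval 1.81 to 29.3, adjusted p = 0.0090 from the same exact test). In untreated mutants 17 of 45 higher genes (37.8%, odds ratio 89.0) and 0 of 8 lower genes were microexon genes, and at 5 dpf 10 of 38 higher (26.3%, odds ratio 49.2) and 0 of 45 lower genes. The background in each case was every gene that passed the count filter, and the table of mis-spliced exons in Data S6 was not used for a test here because the copy held is shortened.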

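Genes with neuronal microexons had positive mean fold changes in the mutant in each of 17 clusters with at least 20 cells per sample, but the 2 replicate pairs differed. The mean log2 fold change of the mammalian microexon list was 0.13 in GABAergic neurons (camera adjusted p = 1.1e-04), 0.13 in the ventral forebrain (0.0086), 0.12 in the pallium (0.046), 0.12 in the second cluster of midbrain GATA neurons (0.0055), 0.15 in cerebellar granule cells (0.010), 0.14 in astroglia (0.026) and 0.34 in oligodendrocyte precursors (5.2e-05), with n = 2 samples per genotype. It was 0.031 in the larger cluster of thalamic and tectal glutamatergic neurons (camera adjusted p = 0.28), 0.050 in hindbrain neurons (0.11) and 0.048 in cholinergic neurons and cranial ganglia (0.40). Camera set the list higher in 10 of 17 clusters and lower in 0, and with an estimated correlation it passed in 0 clusters (adjusted p = 0.93 in each, 11 clusters at an unadjusted p under 0.05 with the preset correlation). In replicate pair 1 the mean of this mammalian list was positive in 16 of 17 clusters (median 0.22) and in pair 2 in 7 (median −0.052). The microexon genes named in the paper, which the study chose on such samples, passed in 6 clusters and in 0 with an estimated correlation (lowest adjusted p = 0.72), and their mean was positive in 16 clusters in pair 1 (median 0.22) and in 12 in pair 2 (median 0.041). With all clusters taken as neuronal summed, 64 of 16,485 genes passed edgeR's test (43 higher, 21 lower), among them *dctn1a* (0.65, adjusted p = 0.025 from edgeR) and *DNM3 (2 of 2)* (−1.55), while *LTBP4* (0.94, adjusted p = 0.26) did not. Without the replicate block the mammalian list was higher in 9 clusters, and with a sample also left out in 7 (without mutant 1), 0 (mutant 2), 1 with 5 lower (WT 1) and 17 (WT 2). The count of 64 genes became 0 without the replicate block (84 at an unadjusted p under 0.05) and 5 with DESeq2's Wald test, and without the block 47, 22, 0 and 5 without mutant 1, mutant 2, WT 1 and WT 2.

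**Figure D3:**
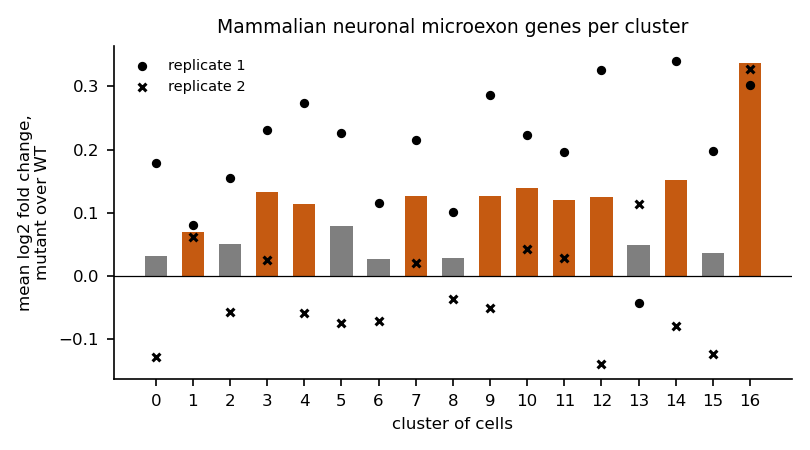
Mean log2 fold change, mutant over WT, of the mammalian neuronal microexon genes (y axis) in each cluster of cells (x axis, cluster number). Bars are means from the fit over both replicate pairs, orange where the camera test passed and gray where it did not; dots are replicate pair 1 and crosses pair 2, and the bars run from 0.026 to 0.34.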

Single-cell RNA-seq data supported these findings: *srrm3*-dependent microexon-harboring genes were significantly enriched among up-regulated genes in 14 of 19 clusters, including glutamatergic (excitatory) and GABAergic (inhibitory) neurons (Fig. 5E, fig. S6C, and data S6). Notably, the enrichment among DEGs was specific to *srrm3*-dependent microexon-harboring genes and was not observed for *srrm3*-independent microexon-harboring genes (Fig. 5D). One possible explanation for the down-regulated subset is nonsense-mediated decay (NMD) because skipping of certain microexons can introduce frameshifts (*23*). However, among down-regulated microexon-harboring genes, only 1 of 11 exons were predicted to disrupt the reading frame upon skipping, arguing against NMD as a major driver of expression changes (fig. S6D). Given that the vast majority of *srrm3*-dependent exons—and all of the differentially included microexons in up-regulated genes—are predicted to preserve the protein reading frame (fig. S6D), their host-gene up-regulation is consistent with a compensatory response to reduced protein function upon microexon skipping in *srrm3*^∆eMIC^ zebrafish neurons. Supporting this, paralogs of mis-spliced genes were often coregulated, particularly if the paralog pair had a high sequence similarity (*P* = 1 × 10^−4^, permutation test) (fig. S6E).

Together, we observed broad transcriptional changes in *srrm3*^∆eMIC^ neurons, alongside a selective up-regulation of genes harboring *srrm3*-dependent microexons. This pattern is consistent with adaptive compensation following microexon skipping, as observed in single-microexon mutants (*29*), although it remains unclear to what extent such up-regulation restores altered protein function. Multiple disrupted pathways emerge as plausible links between microexon loss and altered neuronal physiology, including calcium handling, enriched for mis-spliced microexons, and synaptic vesicle endocytosis, enriched among DEGs.

### Behavioral pharmacology reveals cAMP signaling as a central driver of *srrm3*^∆eMIC^ daytime hyperactivity

Given that the disrupted splicing and gene-expression programs affect fundamental neuronal functions critical for internal state regulation (*57*) and that *srrm3*^∆eMIC^ larvae show marked hyperarousal, we next asked whether these molecular changes are associated with altered function of the canonical arousal regulators, dopamine and noradrenaline. In zebrafish, noradrenergic signaling promotes wakefulness (*49*) and dopaminergic activation drives locomotion (*58*). We therefore targeted these arousal-promoting pathways pharmacologically and monitored the effect on daytime hyperactivity (Fig. 6A).

**Fig. 6.**
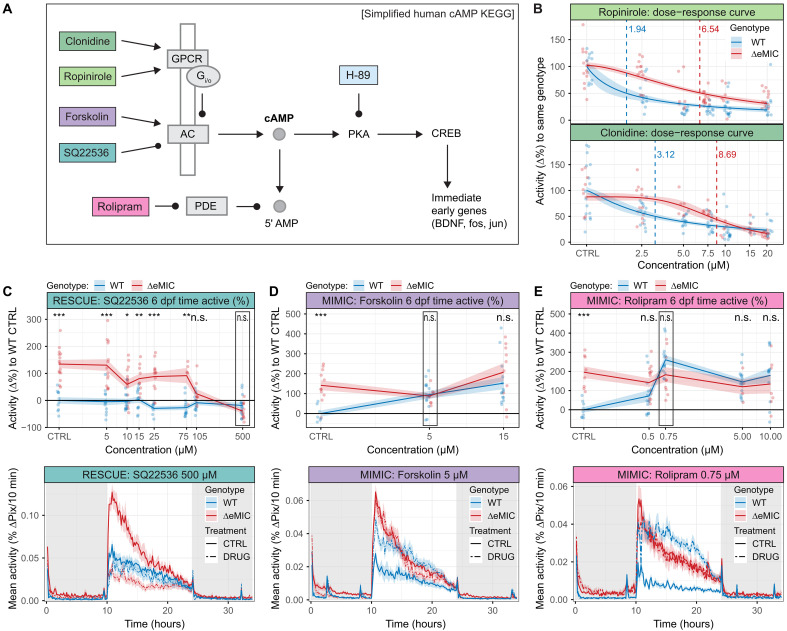
cAMP signaling is central to *srrm3*^∆eMIC^ daytime hyperactivity. Drug colors across the figure reflect the expected effects on cAMP: green: indirect reduction (clonidine and ropinirole); turquoise: direct reduction (SQ22563; *srrm3*^∆eMIC^ rescue); pink/purple: increase (forskolin and rolipram; *srrm3*^∆eMIC^ mimic) or the downstream effector PKA; light blue: reduced activity (H-89). (**A**) Simplified cAMP pathway [(Kyoto Encyclopedia of Genes and Genomes (KEGG)] highlighting drug targets. AC, adenylyl cyclase; GPCR, G protein–coupled receptor; PDE, phosphodiesterase. (**B**) Dose-response curves for ropinirole and clonidine. Points show % change in daytime activity (% time active) relative to same-genotype controls (CTRL) for each larva; curves (estimate ± SE) show 4PL fits (lower asymptote = 0). Concentrations on the log-scaled *x* axis. Dashed lines mark ED_50_ estimates ± SE: ropinirole WT = 1.9 ± 1.3, ∆eMIC = 6.5 ± 1.2 (*P* = 5.3 × 10^−5^); clonidine WT = 3.1 ± 1.3, ∆eMIC = 9.7 ± 1.2 (*P* = 1.1 × 10^−4^). Statistics: *t* test using compParm. *n* = 5 to 16 larvae per condition. (**C** to **E**) Top: Percentage change in daytime activity (% time active) of larvae (dots) relative to WT controls (black line) across concentrations of SQ22536 (rescue), forskolin (mimic), and rolipram (mimic). Lines show means ± SEM. Boxes indicate experiments shown below. Concentrations on the log-scaled *x* axis. Statistics by the Wilcoxon test. *n* = 5 to 15 (SQ22536), 7 to 15 (forskolin), 4 to 16 (rolipram) larvae per condition. Bottom: Mean activity traces (%∆Pix/10 min) for drug-treated (dashed) and control (solid) larvae recorded over 34 hours (5 to 7 dpf) under 14-hour light/10-hour dark (white and gray background, respectively). *n* = 8 to 15 larvae per condition.

Activation of the dopaminergic system with the D2-like receptor agonist ropinirole caused a dose-dependent reduction in activity in both genotypes, but *srrm3*^∆eMIC^ larvae were significantly less sensitive to the treatment (Fig. 6B and fig. S6A). Similarly, reducing noradrenergic tone with the α2-adrenergic receptor agonist clonidine induced a dose-dependent reduction in activity for both genotypes, but again with reduced sensitivity in *srrm3*^∆eMIC^ larvae (Fig. 6B and fig. S6A). These results indicate an altered responsiveness of both arousal pathways in the mutant but do not identify either dopamine or noradrenaline as the sole upstream driver of daytime hyperactivity.

Because both ropinirole (D2-like) and clonidine (α2-adrenergic) act on G_i/o_-coupled GPCRs that inhibit adenylyl cyclase to reduce cAMP synthesis (*59*, *60*), the similarly blunted response in *srrm3*^∆eMIC^ suggests a shared downstream pathway alteration (Fig. 6A). We thus hypothesized that elevated cAMP signaling might underlie the hyperactivity in *srrm3*^∆eMIC^ larvae. Consistently, reducing cAMP synthesis with the adenylyl cyclase inhibitor SQ22536 rescued *srrm3*^∆eMIC^ hyperactivity, normalizing activity to WT levels without noticeably affecting WT behavior (Fig. 6C and fig. S6A). In contrast, increasing cAMP levels, either by enhancing synthesis with the adenylyl cyclase activator forskolin or by decreasing its degradation with the phosphodiesterase inhibitor rolipram, did not further increase *srrm3*^∆eMIC^ activity but induced hyperactivity in WT larvae, remarkably mimicking the daytime activity levels observed in *srrm3*^∆eMIC^ (Fig. 6, D and E, and fig. S6A). These results strongly support elevated cAMP signaling as a central driver of the daytime hyperactivity phenotype in *srrm3*^∆eMIC^ larvae.

### Misregulation of the cAMP-PKA-CREB signaling pathway in *srrm3*^∆eMIC^ larvae

To investigate molecular correlates of cAMP pharmacological manipulation, we first examined coordinated expression changes in cAMP-associated genes. GSEA revealed significant down-regulation of phosphodiesterases (enzymes degrading cAMP) and genes annotated with the GO term “cAMP metabolic process,” a set largely composed of adenylyl cyclases (Fig. 7A and fig. S8, A and B). In addition, we found significant down-regulation of the zebrafish orthologs of mammalian activity-induced immediate early genes (IEGs) (*61*), including *fosab*, *junba*, and *bdnf* (Fig. 7B), many of which are under the regulation of the cAMP-inducible transcription factor (TF) CREB (*62*–*64*) (Fig. 6A). 

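Of 19 measured phosphodiesterase genes, 15 had negative and 4 positive log2 fold changes in the mutant, with a mean of −0.094. No single one passed edgeR's quasi-likelihood test (0 higher and 0 lower over all genes, 0 higher and 1 lower adjusted over the list alone). *PDE5A (2 of 2)*, which encodes a cGMP-specific phosphodiesterase, had a log2 fold change of −0.25 (standard error 0.067, adjusted p = 0.15 from edgeR, lower in 8 of 8 clutches) and *pde4ca*, of the cAMP-specific PDE4 family, one of −0.22 (standard error 0.16, adjusted p = 0.65, lower in 4 of 8 clutches). The list passed camera (adjusted p = 0.0019, adjusted p = 0.14 with an estimated correlation) and fry (adjusted p = 0.028). Of 12 adenylyl cyclase genes 9 were negative and 3 positive, with a mean of −0.092, and 0 passed the test in either direction (0 also adjusted over the list alone; camera adjusted p = 0.023, adjusted p = 0.24 with an estimated correlation). *adcy6b* had a log2 fold change of −0.13 (standard error 0.045, adjusted p = 0.28 from edgeR, lower in 7 of 8 clutches), and in the mutant library of clutch A it stood at 4.98 log2 CPM against 5.25 to 5.46 in the others. limma on variance-stabilized counts called *PDE5A (2 of 2)* and *adcy6b*. The adenylyl cyclase list lost its call without clutch B (mean −0.081, camera adjusted p = 0.064), E (−0.079, adjusted p = 0.060) or F (−0.078, adjusted p = 0.094).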

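Immediate early genes were lower on average in the mutant at 6 dpf, and their change differed between clutches. Of 74 measured genes 62 had negative and 12 positive log2 fold changes, with a mean of −0.13 and a median of −0.12, and 0 passed edgeR's quasi-likelihood test in either direction (0 also adjusted over the list alone). *fosab* had a log2 fold change of −0.17 (standard error 0.15, adjusted p = 0.73 from edgeR, lower in 5 of 8 clutches), *junba*, another AP1 subunit gene, −0.19 (standard error 0.14, adjusted p = 0.68, lower in 5 of 8) and *bdnf*, a neurotrophin gene, −0.31 (standard error 0.16, adjusted p = 0.51, lower in 6 of 8). *GADD45G (3 of 3)*, a DNA damage and growth arrest gene, had one of −0.37 (standard error 0.089, adjusted p = 0.097, lower in 8 of 8) and was called by limma on variance-stabilized counts, which did not call *fosab*, *junba* or *bdnf*. Camera set the list lower than other genes (adjusted p = 5.8e-06, adjusted p = 0.58 with an estimated correlation). By clutch, the mutant minus WT difference of the list's mean log2 CPM was −1.00 in C, −0.33 in A, −0.31 in F, −0.093 in D, 0.022 in H, 0.032 in B, 0.25 in E and 0.38 in J. Without clutch C the list's mean was −0.017 and its call was lost (camera adjusted p = 0.37). Over the 8 clutches these differences moved with those of 34 heat shock and protein folding genes (Pearson r = 0.93, exact permutation p = 8.9e-04, adjusted p = 0.0018 over 2 relations tested; Spearman rho = 0.95, exact permutation p = 0.0011), and r was 0.94 without the 2 clutches farthest from the median. The NextSeq and NovaSeq clutches, 5 and 3, are too few for a value within each sequencer. The share of DMSO also differed between clutches: 0.1% in C, D and F, 0.075% in A, B and E, and 0.0075% in H and J. Its part in these differences was not tested. The heat shock list itself had a mean of 0.065, with 0 of 34 genes past edgeR's test (3 higher and 0 lower adjusted over the list alone; camera adjusted p = 0.0015, adjusted p = 0.58 with an estimated correlation). The paper proposes that the lower immediate early genes and adenylyl cyclases reflect homeostatic adaptation to sustained neuronal activity and to prolonged engagement of the cAMP pathway.

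**Figure D4:**
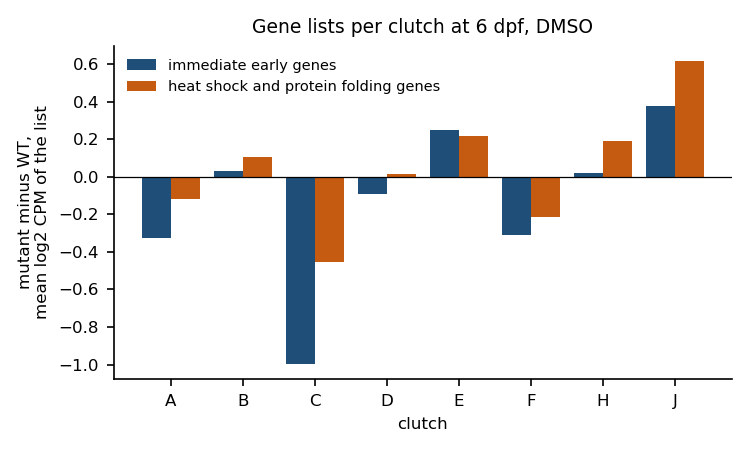
Mutant minus WT difference of the mean log2 CPM (y axis) of 74 immediate early genes (blue bars) and 34 heat shock and protein folding genes (orange bars) in each of 8 clutches at 6 dpf in DMSO (x axis). Both lists are lowest in clutch C (−1.00 and −0.46) and highest in clutch J (0.38 and 0.62).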

Reduced *fosab* expression was validated by HCR staining (fig. S8C). Although decreased phosphodiesterase genes expression in *srrm3*^∆eMIC^ neurons might contribute to increased cAMP pathway tone, the down-regulation of IEGs and adenylyl cyclases is consistent with homeostatic adaptation to sustained neuronal activity (*65*, *66*) and prolonged engagement of the cAMP pathway (*67*, *68*).

**Fig. 7.**
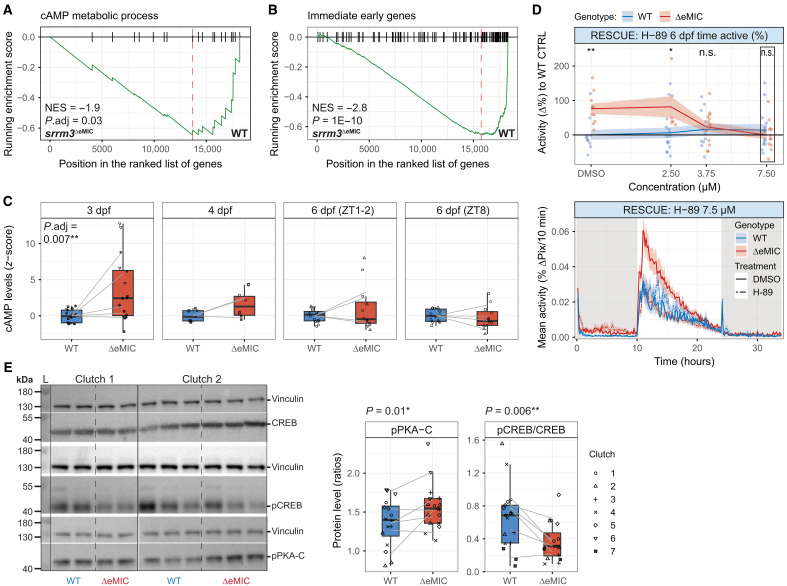
Misregulation of the cAMP-PKA-CREB pathway in *srrm3*^∆eMIC^ larvae. (**A** and **B**) GSEA on log_2_FC (*srrm3*^∆eMIC^ versus DMSO-treated WT) for (A) “cAMP metabolic process” and (B) mouse ortholog IEGs (*61*). (**C**) Whole-larvae cAMP levels at 3 dpf (ZT5 to ZT8), 4 dpf (ZT5 to ZT6.5), and 6 dpf (ZT1 to ZT2 or ZT8). Each point: one pooled sample (five to eight larvae), shaped by clutch. Lines connect genotype means across clutches. *N* = 3 to 5 clutches per time point with *n* = 2 to 4 samples per genotype and condition. (**D**) Top: Percentage change in daytime activity (% time active) relative to WT controls (black line) for H-89–treated larvae (dots). Lines show means ± SEM; the *x* axis is log-scaled. Box indicates the experiment shown below. Statistics by the Wilcoxon test. *n* = 6 to 15 larvae per condition. Bottom: Mean activity (%∆Pix/10 min) over 34 hours (5 to 7 dpf) for H-89–treated (dashed) and control (solid) larvae under 14-hour light/10-hour dark (white and gray background, respectively). *n* = 10 to 13 larvae per condition. (**E**) Western blots (two representative clutches) (left) and quantification of pPKA-C and pCREB/CREB ratios (each normalized to vinculin) across all clutches. Each point: lysate from five to eight larval heads (6 dpf). Lines connect genotype means across clutches. Statistics by the likelihood ratio test on the LMM. *N* = 6 clutches per protein of interest with *n* = 2 to 3 biological replicates per genotype and clutch. L, ladder.

We next measured cAMP levels directly using an enzyme-linked immunosorbent assay (ELISA) (*69*). Unexpectedly, at 6 dpf, steady-state cAMP concentrations were similar between *srrm3*^∆eMIC^ and WT larvae (Fig. 7C). Because steady-state cAMP is subject to tight autoregulation (*70*), this may reflect adaptive normalization rather than the absence of pathway alteration. We therefore examined earlier developmental stages and found that, in untreated *srrm3*^∆eMIC^ mutants, cAMP levels were elevated at 3 dpf but quickly normalized (Fig. 7C), consistent with time-dependent adaptation. This interpretation is further supported by reduced IEG expression at 6 dpf (Fig. 7B). In line with this adaptive model, pharmacological elevation of cAMP in WT larvae showed a marked increase at 1 hour followed by a gradual return to control levels by ∼43 hours, despite continued stimulation (fig. S8, D and E).

We next investigated activation of key effectors of the cAMP pathway, possibly less affected by rapid adaptation. When cAMP binds the regulatory subunit of PKA, the catalytic subunit (PKA-C) is released to phosphorylate CREB at Ser^133^ (pCREB), enabling CREB-dependent transcription (Fig. 6A) (*15*). Consistently, pharmacological inhibition of PKA with H-89 rescued *srrm3*^∆eMIC^ hyperactivity while leaving WT sibling activity largely unchanged (Fig. 7D and fig. S8F), closely mirroring the effects of adenylyl cyclase inhibition (Fig. 6C). Western blotting revealed significantly elevated phosphorylation of PKA-C at Thr^197^ (pPKA-C), required for its activation (Fig. 7E). However, pCREB levels in the *srrm3*^∆eMIC^ were markedly reduced (Fig. 7E), consistent with the decreased expression of CREB target genes (Fig. 7B and fig. S8C). Together, these biochemical, transcriptional, and pharmacological data reveal misregulation of the cAMP-PKA-CREB pathway in *srrm3*^∆eMIC^.

### *srrm3*^∆eMIC^ transcriptomic signatures are partially mimicked and reversed by cAMP pharmacological modulation

Given that cAMP pathway–modulating drugs both phenocopy and rescue the *srrm3*^∆eMIC^ daytime hyperactivity (Fig. 6, C to E), we next asked whether these behavioral effects correspond to shared transcriptomic signatures. For this purpose, we used bulk RNA-seq of FACS-sorted *elavl3*:GFP^+^ cells (predominantly neurons) of *srrm3*^∆eMIC^ and WT siblings treated with drugs that increase cAMP levels (the adenylyl cyclase activator forskolin, the phosphodiesterase inhibitor rolipram, and PTZ, which indirectly raises cAMP by increasing neuronal activity) and drugs that decrease cAMP levels (the adenylyl cyclase inhibitor SQ22536 and the G_i/o_-coupled GPCR agonists clonidine and ropinirole). 

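The drug libraries add 12 WT and 12 mutant samples to the 17 DMSO libraries, 2 per drug and genotype, from 2 clutches for each drug. Larvae received forskolin at 7.5 µM, rolipram at 0.75 µM, pentylenetetrazol (PTZ) at 1000 µM, SQ22536 at 500 µM, ropinirole at 10 µM or clonidine at 10 µM. The paper gives an exposure of 18 to 20 hours, and the sample labels give 16 to 18 hours. Totals of estimated counts were 16,830,462 to 44,737,521 in the WT drug libraries (median 25,436,280, n = 12) and 18,778,475 to 50,159,433 in the mutant ones (median 25,329,548, n = 12). All 41 libraries entered one edgeR fit with the clutch and the group of genotype and drug as terms, over 19,192 genes, so a drug is compared with DMSO of the same genotype after an effect of each clutch is taken out. In that fit the change of a gene can differ in sign from the plain difference against the DMSO library of the same clutch. With 2 libraries per drug and genotype, simulated log2 fold changes of 0.5, 1 and 2 were called for 41.2, 66.7 and 90.9% of changed genes.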

Each condition was matched to its within-genotype and within-clutch dimethyl sulfoxide (DMSO) control (Fig. 4A). A principal components analysis (PCA) of all samples revealed that the largest source of variance (PC1: 17%) corresponds to treatment with SQ22536 versus all other conditions (fig. S9A). This is in line with the large number of DEGs identified upon SQ22536 treatment for both genotypes (*P* < 0.05; ∆eMIC: *n* = 3619, WT: *n* = 3829) and contrasts with the relatively few DEGs induced by all other treatments (Fig. 8A and fig. S9B; mean = 17 genes, range = 0 to 109 genes) (data S6). 

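The SQ22536 libraries stood apart on the first component in both genotypes. After the clutch effect was removed from the variance-stabilized counts of the 5000 most variable genes, the WT libraries with SQ22536 scored 11.9 and 13.8 on PC1 and the mutant libraries 11.7 and 13.7 (n = 2 each). The other 37 libraries lay between −2.96 and 1.50, with a mean of −1.38. PC1 held 14.9% of the variance. Among the genes that moved with the drug in both genotypes, the Notch ligand gene *dla*, its target *her4.1* and the neuronal progenitor gene *insm1a* were higher and the chaperone gene *hsp90aa1.2* was lower.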

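SQ22536 changed the neurons' transcripts in both genotypes, and the other drugs gave no gene past the same test. In WT 921 genes were higher and 764 lower (4323 at an unadjusted p under 0.05), and in the mutant 850 were higher and 595 lower (4145 unadjusted), by edgeR's quasi-likelihood test over 19,192 genes. Both genotypes shared 509 higher and 212 lower genes, where independent lists would share 40.8 and 23.7, and 0 genes went opposite ways. WT and mutant libraries use separate DMSO controls, though both rest on the same clutch terms, and part of the excess may come from these. Over 20 draws, simulated unchanged groups with the same clutches had on average 0.05 called genes in WT and 0 in the mutant. Their shared count of 0 was thus fixed beforehand and decides nothing. At an unadjusted p under 0.05 in both genotypes by edgeR, 1938 genes had the same sign and 30 opposite signs, against 72 and 9.6 in the simulation. Over all genes the 2 responses correlated at r = 0.30 (0.20 in the simulation), with a covariance of 0.091 against 0.028. Genes are not independent replicates. The response differed between genotypes for 1 gene, *gcsha* of mitochondrial glycine cleavage (−1.17, standard error 0.19, adjusted p = 0.045 from edgeR), which was named after its value was seen. By edgeR 0 genes passed with no low-count filter, after filterByExpr, without the replicate block, in only the clutches that hold the drug or without replicate 2, and 269 passed without replicate 1; DESeq2's Wald test called 44 and limma on variance-stabilized counts 260. Forskolin, rolipram, PTZ, ropinirole and clonidine gave 0 genes in each genotype by edgeR, with 676 to 1650 genes at an unadjusted p under 0.05, 5 to 29 genes by DESeq2's Wald test and 35 to 538 by limma on variance-stabilized counts. With a replicate left out edgeR called 16 genes for rolipram in WT and 19 for PTZ in the mutant (without replicate 1), 23 for PTZ in WT (without replicate 2) and 0 to 3 in the other fits. That limma setting called 4685 genes for SQ22536 in WT and 4501 in the mutant. edgeR on only the clutches that hold the drug called 218 and 151, and without the replicate block 431 and 592. The counts rest in part on each of the 2 SQ22536 replicates: without replicate 1 or 2 they ranged from 371 to 1090 in WT and from 312 to 1500 in the mutant.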

SQ22536-induced DEGs were enriched for terms related to neural development (fig. S9C), as previously reported in zebrafish (*71*). 

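Genes of neurogenesis rose with SQ22536 in both genotypes. In WT the Notch ligand genes *dla* and *dlc* had log2 fold changes of 1.41 (standard error 0.14, adjusted p = 5.7e-07 from edgeR's quasi-likelihood test, n = 2 drug libraries) and 1.00, the Notch target *her4.1* 1.43, and the genes of newborn neurons *sox11a* and *insm1a* 0.59 and 0.84. In the mutant *her4.1* rose by 1.15, *insm1a* by 0.78 and *sox11a* by 0.52 (standard error 0.065, adjusted p = 1.2e-05 from the same test). Of 48 genes of neurogenesis and Notch signaling 29 rose in WT and 22 in the mutant, and 0 fell in either (34 and 29 higher, 0 lower, adjusted over the list alone), with mean log2 fold changes of 0.62 and 0.49 (camera adjusted p = 7.5e-37 and 3.0e-20, adjusted p = 5.5e-04 and 0.0078 with an estimated correlation). Cell adhesion genes moved with them: of 41 cadherin genes 23 rose in WT and 24 in the mutant and 0 fell (24 higher and 0 lower, and 27 higher and 1 lower, adjusted over the list alone; camera adjusted p = 1.3e-20 and 2.5e-22, adjusted p = 0.0066 and 0.0078 with an estimated correlation), including *pcdh18b* (0.68) and *pcdh19* (0.45) in WT and *pcdh17* (0.51) and *fat1a* (0.53) in the mutant. The proliferation genes *mki67* (1.31), *plk1* (1.73) and *top2a* (0.84) rose in WT, with 6 of 21 genes of that list higher and 0 lower (9 and 0 over the list alone; camera adjusted p = 1.7e-04, adjusted p = 0.41 with an estimated correlation). Other genes fell. In WT these included the synapsin gene *syn2b* (−0.66), the kinesin gene *kif5c* (−0.64), *hsp90aa1.2* (−1.81), *hsp90ab1* (−0.35) and the proteasome gene *psmd5* (−0.73). In the mutant they included *hsp90aa1.2* (−1.63), *hsp90ab1* (−0.50), *psmd5* (−0.67) and *psma4* (−0.38). Of 35 genes of heat shock and protein folding 6 rose and 4 fell in WT and 3 rose and 4 fell in the mutant (6 and 6, and 3 and 5, adjusted over the list alone; camera adjusted p = 0.54 and 0.80). In the mutant 10 of 41 proteasome genes fell and 0 rose (16 and 0 over the list alone; camera adjusted p = 6.6e-11, adjusted p = 0.31 with an estimated correlation). In WT, *psmd5* and *top2a* were not called without replicate 1, nor *plk1* and *top2a* without replicate 2, and in the mutant *psmd5* was not called without either replicate nor *psma4* without replicate 2. Without the replicate block *dla*, *dlc*, *her4.1*, *hsp90aa1.2*, *mki67*, *plk1* and *top2a* were not called in WT, nor *her4.1*, *hsp90aa1.2*, *insm1a* and *psma4* in the mutant.

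**Figure D5:**
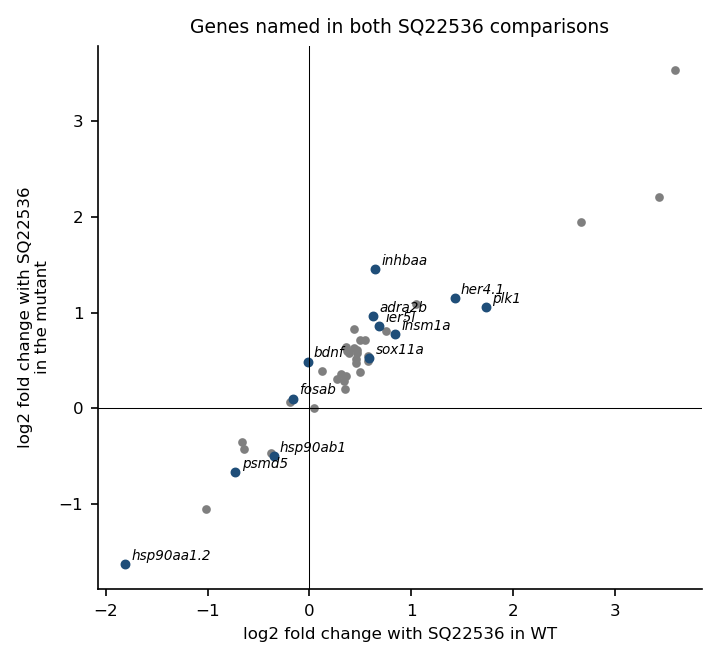
Log2 fold changes with SQ22536 over DMSO in WT (x axis) and in the mutant (y axis) of 43 genes named in both comparisons, a point per gene, with some genes labelled and drawn in blue. Of the 43 genes, 40 had the same sign in both genotypes; as genes named for their response they are a chosen set, and over all 19,192 genes 67.3% had the same sign (r = 0.30).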

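Receptors that act on adenylyl cyclase were among the genes that rose with SQ22536. In WT the serotonin receptor genes *htr1aa* (0.58, standard error 0.10, adjusted p = 5.5e-04 from edgeR's quasi-likelihood test) and *htr1b* (0.86), which lower cAMP, and the α2-adrenergic receptor gene *adra2b* (0.63) were higher, and the PACAP receptor gene *adcyap1r1a* (−0.39) was lower. In the mutant *adra2b* (0.97), the cannabinoid receptor gene *cnr1* (0.44), *htr1aa* (0.55) and the β2-adrenergic receptor gene *adrb2a* (0.73) were higher. Of 79 measured receptor genes 9 rose and 1 fell in WT (11 and 2 adjusted over the list alone; camera adjusted p = 0.0074, adjusted p = 0.41 with an estimated correlation) and 11 rose and 0 fell in the mutant (13 and 0; camera adjusted p = 5.4e-06, adjusted p = 0.044 with an estimated correlation). Of the adenylyl cyclases themselves, *adcy5* was lower in WT (−0.32) and *adcy2a* higher in the mutant (0.29), with 0 of 12 higher and 1 lower in WT and 1 higher and 0 lower in the mutant (the same adjusted over the list alone; camera adjusted p = 0.48 and 0.60). The calls of *htr1aa*, *htr1b*, *adra2b* and *adcy5* in WT and of *htr1aa*, *adrb2a* and *adcy2a* in the mutant ended without replicate 1, and those of *htr1b*, *adcyap1r1a* and *adcy5* in WT and of *cnr1*, *adrb2a* and *adcy2a* in the mutant without replicate 2.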

Components of the adenylate cyclase-modulating GPCR pathway were also enriched among up-regulated genes upon SQ225536 treatment of either WT or *srrm3*^∆eMIC^ (fig. S9C), highlighting a transcriptional effect at the level of cAMP synthesis.

**Fig. 8.**
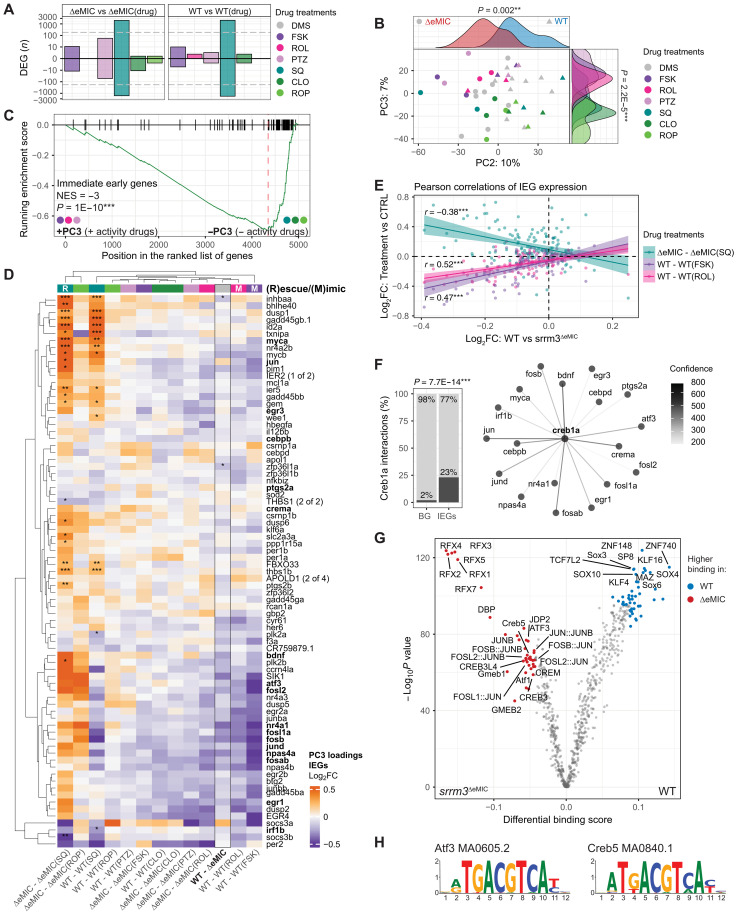
cAMP pathway modulators partially mimic or reverse *srrm3*^∆eMIC^-induced gene expression changes. (**A**) DEG number by comparison (pseudo-log_10_ scale). Gray line: number of DEGs for WT versus *srrm3*^∆eMIC^ (*N* = 8 biological replicates). Drug treatments: *N* = 2 biological replicates (data S4). (**B**) PCA of top 5000 variable genes after variance stabilization and batch correction. PC2 separates WT and *srrm3*^∆eMIC^ (*W* = 6, *P* = 0.002, Wilcoxon test). PC3 separates activity-increasing (PTZ, ROL, and FSK) from activity-reducing (ROP, SQ, and CLO) treatments (*W* = 6, *P* = 2.2 × 10^−5^, Wilcoxon test). Points: samples shaped by genotype and colored by treatment. (**C**) GSEA of PC3 loadings using mouse ortholog IEGs (*61*) as the test set. (**D**) Heatmap of IEG log_2_FC across treatments. Color bar indicates conditions [M, behavioral mimic; R, behavioral rescue (Fig. 6)]. Log_2_FC capped at ±0.5 for visualization. Creb1a interactors (F) in bold. (**E**) Correlations between IEG log_2_FC (WT versus *srrm3*^∆eMIC^; *x* axis) and treatment effects (*y* axis): mimics correlate with the mutant pattern [WT versus WT(FSK): *r* = 0.47 (*P*.adj = 1.8 × 10^−7^); WT versus WT(ROL): *r* = 0.52 (*P*.adj = 3.8 × 10^−9^)], whereas the rescue anticorrelates [∆eMIC versus ∆eMIC(SQ): *r* = −0.38 (*P*.adj = 6.9 × 10^−5^)]. Lines show linear regression fits ± SE. Pearson with Bonferroni correction. (**F**) IEGs are enriched for Creb1a interactors (OR = 14.8, *P* = 7.7 × 10^−14^; two-sided Fisher’s exact test). Network shows interactions (STRING). Edges indicate interaction strength (200 to 1000 confidence). (**G**) Differential TF motif binding (points = 746 vertebrate motifs) from ATAC-seq using TOBIAS for consensus sites of open chromatin (data S3). Blue: higher in WT; red: higher in *srrm3*^∆eMIC^; gray: n.s. *N* = 1 biological replicate per genotype (10 to 12 larvae per sample). (**H**) Selected activity-dependent TF motifs with differential binding in (G). Treatments: CLO, clonidine; DMSO, dimethyl sulfoxide (control); FSK, forskolin; PTZ, pentylenetetrazol; ROL, rolipram; ROP, ropinirole; SQ, SQ22536.

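Away from PC1, the mean scores of the drugs differed on PC3, which held 9.66% of the variance. The 4 libraries of each drug (2 per genotype) had mean PC3 scores of 3.42 with PTZ, 3.07 with forskolin and 2.78 with rolipram, against −4.96 with ropinirole and −4.85 with clonidine. The 4 SQ22536 libraries had a mean of −0.50 (−3.33 to 1.87) and the 17 DMSO libraries one of 0.24. Single DMSO libraries ran from −5.39 to 4.52, a range that takes in every drug mean. Among the 10 most negative PC3 loadings were those of 4 heat shock genes (*hsp70l*, *hsp70.3*, *hsp70.2* and *hsp70.1*), of the immediate early genes *nr4a1*, *fosb*, *atf3* and a copy of *socs3a*, and of *insig1* (−0.066), and at the positive end stood *fetub* (0.091), *apoa1b* (0.079), a copy of *socs3a* (0.068), the digestive enzyme genes *prss59.2* (0.067), *ctrb1* (0.066), *CELA1 (1 of 7)* (0.066) and *try* (0.063), and *LTBP4* (0.061). The WT PTZ library of clutch B had the highest PC3 score (6.50) and also the highest mean level of 11 digestive enzyme genes (7.09 log2 CPM), which were chosen after their values were seen.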

Beyond the dominant effect of SQ22536 (captured by PC1), we observed coherent transcriptomic patterns corresponding to treatment type. 

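On PC2, which held 12.7% of the variance, mutant libraries scored 2.33 ± 2.70 (SD, n = 20) and WT libraries −2.22 ± 3.89 (SD, n = 21; two-sided permutation test, p = 3.0e-05), and the mutant score was the higher in 7 of 8 DMSO pairs. PC2 also followed the mean level of 21 pancreas and liver genes, a relation examined after the data were seen: over 41 libraries, with both measures centered by clutch, r was −0.88 (permutation p = 1.0e-05 with values shuffled within clutches, adjusted p = 2.0e-05 over 2 relations; Spearman rho = −0.82, permutation p = 1.0e-05; r = −0.79 without the 2 farthest libraries), with r = −0.94 among WT and −0.87 among mutant libraries. For PC3 r was 0.29 (permutation p = 0.087, adjusted p = 0.087; Spearman rho = 0.21, permutation p = 0.22; r = 0.15 without the 2 farthest libraries). The genotypes differed by 4.54 on the centered PC2 scores and by 2.78 (standard error 0.44) in a fit that also holds that level. Components computed anew without these genes, or with their level removed as a covariate, both chosen after the data were seen, separated the genotypes on PC2 by 4.55 (permutation p = 3.0e-05) and 4.91 (1.0e-05) and the drug classes on PC3 by 4.18 (1.0e-03) and 4.28 (8.7e-04), against 4.55 and 6.53 with all genes. On PC3, libraries with forskolin, rolipram or PTZ scored 3.09 ± 1.95 (SD, n = 12) and those with clonidine, ropinirole or SQ22536 −3.44 ± 2.67 (SD, n = 12, two-sided permutation test, p = 1e-05, the smallest that the permutations can give). For both components n counts libraries, several from the same clutch, and each drug comes from 2 clutches. The permutation p of these differences therefore describe libraries and do not measure the spread between clutches. The clutch was removed with the groups of genotype and treatment kept. This can sharpen their separation, so these p may be too small. Components computed under another setting need not be the same axes. With the 1000 most variable genes in place of 5000, the PC3 difference was 1.92 (permutation p = 0.14). There the genotypes differed on PC1 too, by 3.12 (permutation p = 0.0024). Where the clutch was not removed, with no replicate block, the PC2 difference was 0.48 (permutation p = 0.84) and the PC3 difference 4.79 (permutation p = 0.028). On log2 CPM the PC2 difference was 1.28 (permutation p = 0.77).

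**Figure D6:**
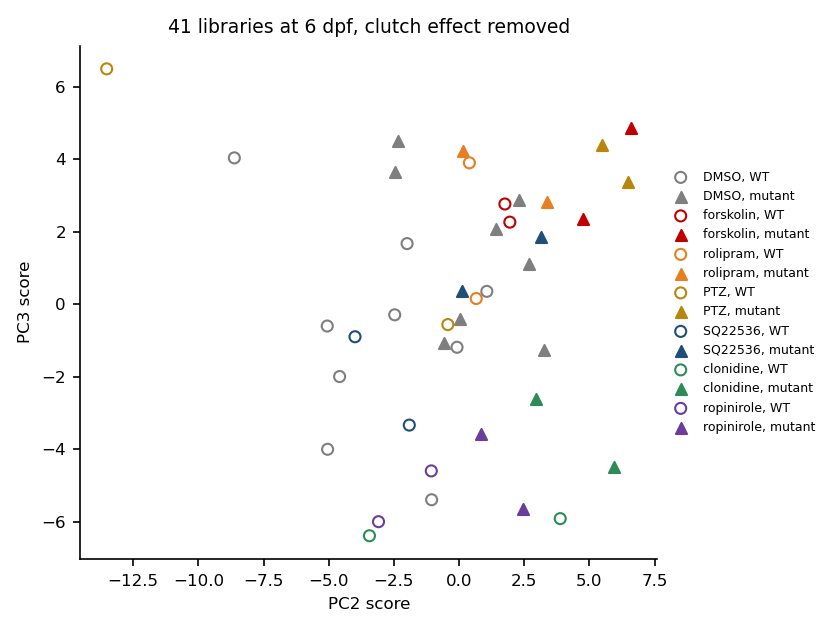
Scores on PC2 (x axis) and PC3 (y axis) of the 41 libraries at 6 dpf after removal of the clutch effect, a point per library, colored by treatment, with open circles for WT and filled triangles for the mutant. Ropinirole and clonidine libraries lie toward the bottom (mean PC3 −4.96 and −4.85) and PTZ, forskolin and rolipram libraries toward the top (3.42, 3.07 and 2.78). DMSO libraries run from −5.39 to 4.52.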

PC2 separated samples by genotype (*P* = 0.002, Wilcoxon test), whereas PC3 distinguished treatments according to their behavioral effects: activity-promoting drugs (forskolin, rolipram, and PTZ) versus activity-reducing drugs (clonidine, ropinirole, and SQ22536) (Fig. 8B; *P* = 2.2 × 10^−5^, Wilcoxon test). Notably, GSEA using PC3 loadings as the background revealed that IEGs were significantly depleted among treatments that increased activity (Fig. 8C), consistent with adaptive down-regulation after prolonged stimulation (18 to 20 hours) (*66*, *72*). This pattern parallels the reduced IEG expression in *srrm3*^∆eMIC^ larvae (Fig. 7B) and the return of cAMP levels to baseline during extended rolipram exposure (fig. S8E). 

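The loadings of 66 immediate early genes on PC3 had a mean of −0.024, with 59 negative and 7 positive. Among 10,000 random lists of the same size the mean was 2.0e-04, and the list's two-sided p was 2e-04, the smallest that these lists can give. Single loadings were −0.082 for the nuclear receptor gene *nr4a1*, −0.063 each for *fosb*, *atf3* and the kinase gene *sik1*, −0.050 for the activity-dependent factor gene *npas4a*, −0.035 for *fosab* and −0.034 for *bdnf*, and copies of *socs3a* stood at both ends (−0.070 and 0.068). More negative than any of these were the heat shock genes *hsp70l* (−0.13), *hsp70.3* (−0.12) and *hsp70.2* (−0.10). Genes are not independent of one another, so the p describes the list among random lists of genes. The paper proposes that immediate early genes adapt downward after prolonged stimulation.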

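The change of 74 immediate early genes in the mutant was set beside their change with forskolin, rolipram, PTZ and SQ22536. For PTZ in WT the 2 sets of log2 fold changes correlated at r = 0.49 (Spearman 0.24), with 44 of 74 genes of the same sign. Simulated unchanged groups gave a mean r of 0.23 there, with lower and upper bounds of −0.77 and 0.93 that hold the observed value. Across genes, the log2 fold changes of mutant over WT and of forskolin over DMSO in WT correlated at r = 0.65 (Spearman 0.35), with 58 of 74 genes of the same sign, and those of rolipram at r = 0.36 (Spearman 0.25), with 54 of 74. Both comparisons use the same WT DMSO libraries, and simulated unchanged groups gave mean r of 0.23 and 0.14. The lower and upper bounds of the simulated r were −0.75 and 0.91 for forskolin and −0.76 and 0.88 for rolipram. Both observed r lay within these bounds, so neither stands out from unchanged groups. The covariance was 0.083 against a simulated 0.055 for forskolin and 0.022 against 0.036 for rolipram. Among 10,000 other lists matched on expression the mean r was 0.25 and 0.22, and the two-sided permutation p of the immediate early list was 0.12 and 0.58 (adjusted p = 0.35 and 0.58 over 3 relations). The lists themselves had mean log2 fold changes of −0.23 with forskolin (camera adjusted p = 3.2e-11, adjusted p = 0.95 with an estimated correlation) and −0.17 with rolipram (0.0028, adjusted p = 0.80 with an estimated correlation) in WT, and 0 genes passed edgeR's test in either (0 also adjusted over the list alone). In the mutant, the correlation with the genotype change was −0.65 for forskolin (Spearman 0.039, 48 of 74 genes of the same sign) and 0.019 for rolipram (Spearman 0.089, 49 of 74). The forskolin values rested on 1 gene, a copy of *socs3a* at 1.10 (standard error 1.93) in the mutant over WT, at 3.81 (standard error 3.75) with forskolin in WT and at −9.75 (standard error 8.34) with forskolin in the mutant: without it r was 0.25 in WT and 0.027 in the mutant, and for rolipram 0.26 in WT, a setting chosen after the data were seen. The forskolin value in WT rested also on the pairing and on single libraries: r was −0.084 with no replicate block and −0.56 without replicate 1, −0.11 with genotype changes only from clutches without the drug, and −0.17 where also the drug changes came only from clutches with it, the last chosen after the data were seen. For rolipram leaving out replicate 2 ended the list's camera call (mean −0.075, adjusted p = 0.87). Genes are not independent replicates, so none of these values is a test across larvae.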

Clustering analysis supported these relationships as transcriptional profiles of activity-inducing treatments (forskolin and rolipram) grouped with those of *srrm3* depletion (Fig. 8D) and IEG changes in WT following these treatments correlated positively with those observed in *srrm3*^∆eMIC^ larvae (Fig. 8E and fig. S8D). Conversely, SQ22536, which mitigated *srrm3*^∆eMIC^ daytime hyperactivity (Fig. 6C), significantly reversed many IEG alterations in the *srrm3*^∆eMIC^ (Fig. 8E and fig. S9, D and E), with similar rescue patterns among genes annotated with “cAMP metabolic processes” (fig. S9F). These results implicate cAMP signaling in these transcriptomic responses.

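With SQ22536 in the mutant, 8 of 74 immediate early genes rose and 1 fell (10 and 1 adjusted over the list alone). *ier5l* rose by 0.86 on the log2 scale (standard error 0.082, adjusted p = 5.1e-07 from edgeR's quasi-likelihood test, n = 2 drug libraries), *inhbaa* (an activin subunit gene) by 1.45, *nr4a2b* by 0.60 and *myca* by 0.57, while *fosab* (0.10, standard error 0.21), *junba* (0.06, standard error 0.22) and *bdnf* (0.49, standard error 0.24, adjusted p = 0.25 from the same test) did not pass. The list's mean was 0.28 (camera adjusted p = 6.5e-08, adjusted p = 0.67 with an estimated correlation). In WT 5 rose and 0 fell (the same adjusted over the list alone), among them *ier5l* (0.69) and *dusp1* (0.67), with a list mean of 0.0017 (camera adjusted p = 0.25). *fosab* (−0.16), *junba* (−0.19) and *bdnf* (−0.02) did not pass in WT. The mutant's response minus that of WT averaged 0.27 over the list (camera adjusted p = 1.6e-05, adjusted p = 0.48 with an estimated correlation), and 0 genes of the list passed the test of that difference by edgeR (0 also adjusted over the list alone). Across the 74 genes, the change of mutant over WT in DMSO and the change with SQ22536 in the mutant correlated at r = −0.36 (Spearman −0.16), and 15 genes had the same sign in both. Without the same copy of *socs3a*, a setting chosen after the data were seen, r was −0.18. Both changes share the mutant DMSO libraries, and simulated unchanged groups gave a mean r of −0.23 and a covariance of −0.059 against the observed −0.027. The lower and upper bounds of the simulated r were −0.93 and 0.77, and the observed r of −0.36 lay within them. Among 10,000 random lists matched on expression the mean r was −0.12 (two-sided permutation p = 0.27, adjusted p = 0.41 over 3 relations). Of the cAMP genes, *pde10a* rose in the mutant (1.56, standard error 0.21, adjusted p = 2.1e-05 from edgeR), with 1 of 19 phosphodiesterases higher and 0 lower (the same adjusted over the list alone; list mean 0.21, camera adjusted p = 0.017, adjusted p = 0.39 with an estimated correlation). In WT *PDE5A (2 of 2)* was lower (−0.56), with 0 higher and 1 lower. With no replicate block the correlation was 0.016, and the WT list mean was −0.14 without replicate 1 and 0.14 without replicate 2 (camera adjusted p = 0.0086). *nr4a2b* was not called without replicate 1, *myca* without replicate 2, *PDE5A (2 of 2)* without either, and without replicate 2 *bdnf* (0.34) and *fosab* (0.00) were not negative in WT. Only clutches H and J gave SQ22536 libraries. There the mutant minus WT difference of the list's mean log2 CPM in DMSO was 0.022 and 0.38, so the list was not lower in these mutants. The genotype change set beside the drug comes from all 8 clutches. The paper states that SQ22536 reversed many of the immediate early gene changes and that these results implicate cAMP signaling in the transcriptomic responses.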

Multiple IEGs encode TFs, including the AP1 family members (Fos and Jun), whose DNA binding motifs partially overlap with CREB (*73*), downstream of cAMP-PKA and a major regulator of activity-induced transcription (*62*–*64*). Moreover, an exceedingly high proportion of IEGs interact at the protein level with Creb1a (Fig. 8F; 23% versus 2%; *P* = 6.7 × 10^−15^, two-sided Fisher’s exact test). We therefore asked whether the persistent hyperactivity of *srrm3*^∆eMIC^ larvae is associated with altered TF chromatin occupancy. Assay for Transposase-Accessible Chromatin using sequencing- (ATAC-seq) on FACS-sorted *elavl3*:GFP^+^ cells from enucleated 6 dpf *srrm3*^∆eMIC^ and WT larvae revealed increased occupancy at AP1 motifs (Atf3, Junb, and Fosb::Jun) (*74*) and CREB-like motifs in *srrm3*^∆eMIC^ compared to WT (Fig. 8, G and H; fig. S9, G to I; and data S3) despite reduced pCREB and transcript levels of some of these factors (Fig. 7, B and E). This pattern parallels findings in mice, in which AP1 factors maintained prolonged chromatin engagement long after initial neuronal activation (*72*). Together with the partial mimicry and rescue of IEG and cAMP pathway gene expression by pharmacological manipulation of cAMP signaling, these data indicate that *srrm3*^∆eMIC^ neurons undergo persistent activity-induced chromatin remodeling, reflected in enhanced AP1 and CREB motif occupancy.

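ATAC-seq measures open chromatin from the sites where a transposase inserts, here in sorted neurons from 2 WT and 2 mutant samples. Of 143,379 tested peaks 2 passed edgeR's quasi-likelihood test, both of about 0.1 kb and higher in the mutant. A peak on chromosome 5 of GRCz10 from 3586136 to 3586250 stood at 0.161 and 0.438 CPM in WT and at 2.13 and 2.93 CPM in the mutant, a log2 fold change of 3.12 (standard error 0.56, adjusted p = 0.0034 from edgeR's quasi-likelihood test). A peak on chromosome 16 from 10184091 to 10184188 stood at 0.484 and 0.0731 CPM in WT and at 2.60 and 2.12 CPM in the mutant, a log2 fold change of 3.17 (standard error 0.58, adjusted p = 0.0040 from the same test). Both were chosen after their values were seen. Of all tested peaks, 6619 (4.62%) had an unadjusted p under 0.05. The authors deposited counts over 222,118 consensus peaks, called with MACS3 3.0.2 on merged fragments after trimming with Trimmomatic 0.39, alignment with BWA 0.7.18 and removal of duplicates, and counted with featureCounts 2.0.8. Of these peaks, 76,472 held 0 counts in every sample and could not be tested. All of them share coordinates with another peak, and their median length was 365.5 bases against 144 for counted peaks. The deposited counts are labelled nucleosome-free, while the paper's methods state that all fragment lengths were counted, and which applies is not known. They sum to 12,390,439 and 13,687,017 in WT and to 12,677,532 and 12,284,899 in the mutant. The replicate number was used as a replicate block. edgeR called 0 peaks without the replicate block (5285 at an unadjusted p under 0.05), DESeq2's Wald test with the block 0 (338), and the fit without the block 9, 7, 9630 and 1 peaks without WT 1, WT 2, mutant 1 and mutant 2. The 9630 peaks set mutant 2 alone against WT. The paper states that this sample had an altered profile of fragment lengths and kept to the other pair for its footprinting, and mutant 2 is kept as a replicate here. On simulated counts the test called 0, 4.55 and 63.6% of peaks changed by a log2 fold of 0.5, 1 and 2, so that many differences of those sizes would go uncalled at this depth, and it also called 4 unchanged peaks, more than the 2 called here. Motif occupancy, from which the paper states increased engagement of AP1 and CREB-like sites, needs the genome sequence and the fragments and was not analysed here. With the drug results, the paper concludes that mutant neurons undergo persistent chromatin remodeling induced by activity.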

## DISCUSSION

*srrm3*^∆eMIC^ larvae display a constellation of behavioral and neuronal phenotypes—including reduced sleep, sensory hypersensitivity, altered swim-type usage, occasional seizure-like swims, and elevated forebrain activity—that together indicate a persistent shift in arousal regulation (Fig. 9). Rather than reflecting a nonspecific locomotor defect, these patterns point to dysregulation of both tonic (baseline) and phasic (stimulus-evoked) arousal (*3*, *14*). Despite visual impairment (*37*), *srrm3*^∆eMIC^ larvae showed prolonged behavioral responses to visual and mechanical stimuli compared to WT siblings, a finding indicative of heightened phasic arousal. In parallel, the increased prevalence of stress-associated swims at baseline and fragmented sleeping patterns suggest elevated tonic arousal, aligning with the overall hyperactivity and consistent with elevated spontaneous brain activity. These results parallel findings in *Drosophila* eMIC mutants that also display sleep loss and increased seizure susceptibility (*21*), pointing toward a deeply conserved role for neuronal microexons in shaping arousal states across species.

**Fig. 9.**
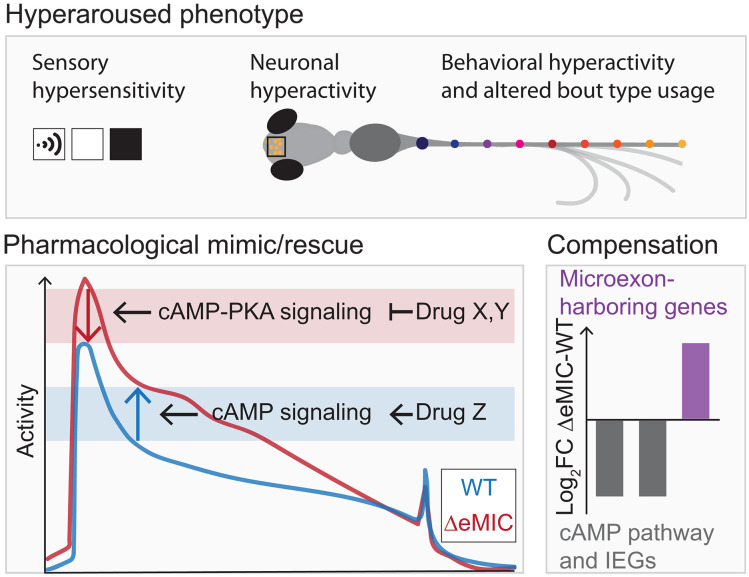
Model summary. *srrm3*^∆eMIC^ larvae show hyperarousal, reflected by increased responsiveness to sensory stimuli (phasic hyperarousal) and heightened neuronal and behavioral activity at baseline (tonic hyperarousal). The daytime hyperactivity can be rescued upon inhibition of cAMP-PKA signaling and can be mimicked upon activation of cAMP signaling in WT larvae. Gene expression changes are suggestive of compensatory mechanisms and homeostatic regulation with microexon-harboring genes being up-regulated in the srrm3^∆eMIC^, but the cAMP pathway and IEGs, downstream of cAMP-PKA-CREB signaling, are down-regulated.

Sleep disturbances and sensory hypersensitivity are frequently comorbid in neurological disorders including schizophrenia and ASD (*5*, *34*), where microexon mis-splicing is also commonly observed (*19*, *30*–*33*). However, the contribution of microexon dysregulation to clinical manifestations of these conditions has remained largely unclear. Although we relied on activity-based rather than electrophysiological sleep readouts, our data support a role for microexon mis-splicing in arousal regulation, encompassing both sleep-wake patterns and neuronal excitability, consistent with previous reports linking microexons to altered neuronal excitability (*30*, *31*). Until this study, little was known about the molecular signaling cascades that connect global microexon disruption to altered excitability and behavior. Taking advantage of behavioral pharmacology, we identified cAMP-PKA signaling, downstream of conserved arousal pathways such as the dopaminergic and noradrenergic system, as a central driver of *srrm3*^∆eMIC^ daytime hyperactivity and possibly arousal. Manipulating this pathway bidirectionally modulated locomotor activity, with cAMP-PKA inhibition normalizing *srrm3*^∆eMIC^ mutant hyperactivity and cAMP elevation inducing hyperactivity in WT larvae (Fig. 9). These findings align with previous research implicating cAMP-PKA signaling in the regulation of arousal and anxiety across species. Elevated cAMP levels induce hyperlocomotion in both zebrafish larvae and mice (*69*, *75*). Furthermore, in zebrafish, forskolin treatment triggers excessive thigmotaxis (*69*) and a shift from short-latency to long-latency startle responses (*57*), whereas stressed mice show higher levels of PKA phosphorylation (*76*). In humans, dysregulated cAMP-PKA signaling has also been associated with anxiety disorders (*77*). These phenotypes closely mirror those observed in *srrm3*^∆eMIC^ larvae, including anxiety-like behaviors, hyperlocomotion, and a high usage of stress-associated long-latency escapes.

Persistent activation of the cAMP-PKA pathway is known to engage strong homeostatic feedback mechanisms (*70*), including down-regulation of adenylyl cyclases after prolonged stimulation (*67*, *68*). Consistent with this, steady-state cAMP levels at 6 dpf were similar between genotypes, despite being elevated in the *srrm3*^∆eMIC^ mutant larvae at 3 dpf. Moreover, pharmacologically induced cAMP increases in WT larvae returned to baseline within hours despite continuous stimulation, together pointing to robust homeostatic control. At the transcriptional level, we observed reduced expression of cAMP pathway genes and several IEGs, including *fosab*, *bdnf*, and *nr4a1*, all of which are CREB regulated (*62*–*64*) (Fig. 9). These results likely reflect an adaptive response to persistent cAMP-PKA-CREB activation and elevated neuronal activity rather than diminished signaling. The reduced expression of CREB-dependent IEGs is mirrored at the protein level. Although pPKA-C was elevated in *srrm3*^∆eMIC^ larvae, pCREB levels were paradoxically reduced. CREB phosphorylation and IEG levels rise rapidly following transient neuronal activation, including after forskolin treatment (*78*, *79*). However, sustained activity is known to blunt subsequent CREB phosphorylation and IEG induction in multiple contexts including seizure models (*66*, *72*, *80*), chronic stress (*65*, *81*), and following injury (*82*). The dissociation between PKA activation and pCREB could arise from shifts in the balance of other CREB-regulating kinases and phosphatases (e.g., CaMKs and PP1/PP2A) (*80*, *83*, *84*) or from chromatin-dependent constraints on CREB phosphorylation dynamics (*79*). Consistent with this broader activity-dependent adaptation, ATAC-seq revealed increased occupancy at AP1 and CREB-like motifs, indicating altered engagement of activity-dependent TFs. This is reminiscent of transcriptional priming or metaplasticity, in which prolonged neuronal activity leaves a molecular footprint that shapes future gene responsiveness (*72*, *85*). For example, seizure-like activity in mice induces prolonged AP1 motif occupancy and a subsequent blunting of *C-fos* induction (*72*), closely paralleling the diminished *fosab* expression we observed in *srrm3*^∆eMIC^ larvae.

How does *srrm3*-dependent microexon misregulation lead to the observed molecular, cellular, and behavioral phenotypes? In principle, two nonmutually exclusive models could explain the *srrm3*^∆eMIC^ hyperarousal phenotype: (i) a dominant contribution from a small subset of functionally critical microexons or (ii) the combined impact of widespread microexon mis-splicing. Our analyses of hyperactivity and sleep-wake cycles for nine individual microexon mutants revealed largely no or mild phenotypes, in line with previous studies in zebrafish (*29*, *55*) and the proposed role of microexons in fine-tuning and specializing protein function rather than drastically modifying it (*86*). Nevertheless, analysis of individual microexons can provide mechanistic insight into specific components of the hyperarousal phenotype. For example, *rapgef2*, a key mediator of GPCR-driven cAMP signaling (*87*), contains several microexons. Mis-splicing of one such microexon (24 nt) is sufficient to increase daytime locomotor activity, partially overlapping with the *srrm3*^∆eMIC^ behavioral phenotype. In addition, elevated intracellular calcium can promote cAMP signaling through activation of calcium-sensitive adenylyl cyclases (*88*). In line with this, using 2P calcium imaging revealed elevated event amplitudes across brain regions and stimulus conditions for *srrm3*^∆eMIC^ neurons, indicative of increased calcium influx. Several genes involved in calcium ion homeostasis, including *micu1*, whose pharmacological targeting leads to differential effects in *srrm3*^∆eMIC^ and WT larvae, and the calcium channel gene *cacna1da* harbor mis-spliced microexons with previously reported effects on protein function (*56*, *89*), suggesting that disruption of calcium signaling may substantially contribute to cAMP dysregulation and hyperarousal. Last, mis-spliced microexons in calcium- and calmodulin-dependent protein kinase II (CaMKII) subunit genes, including in *camk2d1*, *camk2d2*, and *camk2g2*, with the latter known to affect nuclear translocation of CaMKII (*90*), could affect CREB phosphorylation states (*84*), providing yet another, nonmutually exclusive, mechanism for cAMP pathway alteration.

However, several lines of evidence argue against a model in which disruption of one or a few microexons is sufficient to account for the full *srrm3*^∆eMIC^ phenotype. First, individual microexon perturbations often produce opposing effects. For example, *ptprd* microexon mutants in zebrafish display reduced locomotor activity (*55*), opposite to the hyperactivity in *srrm3^∆eMIC^* larvae. Similarly, opposing effects have been reported for individual microexons in neurite growth (*29*) or exocytosis (*91*). Second, approximately one-third of up-regulated genes in *srrm3*^∆eMIC^ harbor mis-spliced microexons. This widespread transcriptional response supports a phenotypic contribution of multiple microexons and is consistent with compensation following altered protein function rather than NMD (*23*, *92*). The compensation hypothesis is supported by most *srrm3*-dependent microexons predicted to preserve the reading frame and by known effects of microexon inclusion for some of these up-regulated transcripts: Microexon inclusion can strengthen protein-protein interactions (e.g., in the presynaptic organizers Ptprd and Ptprfa) (*93*), enhance protein activity (e.g., via increased Ptk2 autophosphorylation) (*94*), or modulate Ca^2+^ handling (e.g., via increased mitochondrial Ca^2+^ uptake through Micu1 gating) (*56*). Further consistent with a compensatory role, genes hosting individually deleted microexons in zebrafish are significantly more often up-regulated than down-regulated and typically show no or only mild phenotypes (*29*). Secondary changes in transcript abundance upon loss of splicing factor function have been described [e.g., (*37*, *95*)]; however, to our knowledge, such a strong up-regulation of mis-spliced transcripts has not been reported before. Determining to what extent this transcriptional up-regulation functionally compensates for the loss of each individual microexon-mediated protein feature will require future mechanistic studies.

Together, these observations indicate that, although individual microexons can influence discrete molecular or behavioral features, the *srrm3*^∆eMIC^ hyperarousal phenotype is unlikely to be explained by loss of any single microexon. Rather, our findings support a model in which the cumulative mis-splicing of many functionally diverse neuronal microexons, accompanied by likely compensatory transcriptional responses, underlies the phenotype.

In summary, the widespread disruption of microexon splicing in *srrm3*^∆eMIC^ affects diverse proteins involved in vesicle transport, endocytosis, ion channel function, and cytoskeletal organization, ultimately impairing cAMP-PKA-CREB signaling, dysregulation of which provides a plausible mechanistic explanation for the heightened arousal phenotype of *srrm3*^∆eMIC^ larvae. Given recurrent mis-splicing of microexons in various neurological disorders (*19*, *30*–*33*), many of which show dysregulated arousal states (*5*, *34*), future research may focus on correcting these splicing defects. Potential strategies include indirect modulation of downstream pathways, such as targeting cAMP-PKA-CREB signaling as proposed for depression (*96*), or direct correction of mis-spliced individual (*97*) or groups of microexons (*98*) using antisense oligonucleotides. Moreover, pharmacological modulation of microexon splicing, in part via master regulators, represents a promising therapeutic avenue (*99*). Together, our findings uncover neuronal microexons as modulators of vertebrate arousal state via cAMP-PKA-CREB signaling, offering insight into how their dysregulation may contribute to hyperarousal, characterized by sensory and sleep-wake disturbances relevant to neurodevelopmental disorders.

### Limitations

This work has several limitations that point to important directions for future research. First, the relationship between microexon mis-splicing and hyperarousal remains largely correlative. Although *srrm3* is the master regulator of neuronal microexons and these exons are the most selectively disrupted splicing class in *srrm3*^∆eMIC^, at 5 to 6 dpf, many genes are differentially expressed, and we cannot assign specific behavioral phenotypes to individual microexons or exclude secondary contributions from transcriptional changes. Similarly, although we robustly show misregulation of the cAMP-PKA-CREB pathway, the upstream trigger of this dysregulation remains unresolved. We outline several candidate mechanisms in Discussion, but establishing the causal chain from loss of the microexon program to altered signaling will require additional targeted perturbations, such as rescue experiments and single or combinatorial microexon mutants. Last, our data do not allow us to clearly separate developmental miswiring from acute, ongoing signaling effects. Multiple mis-spliced microexons influence neurodevelopmental processes such as neurite outgrowth, suggesting that early disruption may contribute to the phenotype at 5 to 6 dpf. At the same time, we observe clear evidence for acute dysfunction: ongoing microexon mis-splicing at 6 dpf, elevated neuronal activity, misregulated cAMP-PKA-CREB signaling, and robust pharmacological rescue. Future work will require temporally controlled manipulations to disentangle the phenotypic contribution of early developmental alterations versus acute signaling imbalances.

## MATERIALS AND METHODS

### Experimental design

The objective of this study was to determine how disruption of the microexon master splicing regulator *srrm3* affects arousal regulation and underlying molecular pathways in zebrafish. We combined genetic, behavioral, pharmacological, biochemical, and transcriptomic approaches to assess arousal phenotypes and their mechanistic basis. Experiments were designed to compare genotypes and treatment conditions using appropriate controls and biological replicates.

### Zebrafish husbandry, lines, and genotyping

All procedures complied with national and institutional regulations at the PRBB, UCL, and the Champalimaud Foundation and followed EU Directive 2010/63/EU. They were approved by the Barcelona Biomedical Research Park Institutional Animal Care and Use Ethic Committee Institutional Animal Care and Use Ethic Committee (PRBB-IACUEC) (MIR-23-0042), UCL Animal Welfare Ethical Review Body, and UK Home Office under the Animal (Scientific Procedures) Act 1986 and by Champalimaud Foundation Ethics Committee and the Portuguese Direcção Geral Veterinária (0421/000/000/2019), respectively. Zebrafish (*Danio rerio*) were maintained at 28° to 28.5°C on a 14-hour light/10-hour dark cycle at the PRBB or for the 2P functional imaging at UCL. Crosses were set from heterozygous parents to enable within-clutch comparisons of WT, heterozygous, and mutant siblings for all experiments. Embryos were raised in E3 medium (with or without methylene blue for imaging experiments) at ∼50 larvae per plate at 28°C on a 14-hour light/10-hour dark cycle (lights on: 9:00 a.m.). Experiments were performed at 4 to 8 dpf; sex cannot be determined at these stages. Genotyping followed established protocols (*29*), using fin clips at 3 dpf (*100*) or whole larvae after experiments. WT larvae were from the AB line (ZFIN: ZDB-GENO-960809-7). The main founder used for this study (referred to as *srrm3*^∆eMIC^) (crg3, ZFIN: ZDB-ALT-230328-5) was created in a Tg(*elavl3*:GFP) background carrying a 5–base pair (bp) deletion in the eMIC domain disrupting the open reading frame (ORF). All other lines are described in the Supplementary Materials.

### Behavioral experiments using the DanioVision tracking system

#### DanioVision setup and tracking

Behavior was recorded in the DanioVision chamber (Noldus Information Technology, Wageningen, The Netherlands) using EthoVision XT (v15-17) at 25 Hz, with the chamber temperature set to 28°C. Larvae were placed individually in E3 medium; genotypes were randomized and determined postexperiment (*29*). Most assays used 96-well square plates (650 μl; Whatman 7701-1651 UNIPLATE), except thigmotaxis, which used 24-well circular plates (1 ml; Nunc Cell-Culture treated multidishes, Thermo Fisher Scientific, 142475). Larvae that postexperimentally failed to respond to tactile stimulation with a P200, were malformed, or had unclear genotypes were excluded. Activity (%∆pixels) was analyzed using pixel-based detection with thresholds adjusted per lighting condition (18 to 20 pixels). For thigmotaxis, center-point tracking with automatic detection settings was used.

#### Sleep-wake experiments and analysis

Larvae were plated the evening before experiments at 4 to 5 dpf and tracked for up to 74 hours under a 14-hour light/10-hour dark cycle [lights on: 9:00 a.m., zeitgeber time 0 (ZT0)]. Light intensity was kept at 5% of the operating system [∼500 lux; light meter (UT382 USB, H160575608)]. E3 was topped up each morning between ZT0 and ZT1, with the exception of *vav2* and *vti1a* microexon mutant lines for which water was topped up at ZT4. To compare *srrm3*^∆eMIC^ to published microexon mutants [(common) gene name + VastID]: *ppfia4* (DreEX0057348), *ppp6r3* (DreEX0057914), *ptprd-1* (DreEX0002174, MeB), *ptprd*-2 (DreEX1003032, MeA6), and *rapgef2-1* (DreEX0060838), raw data from nights 4 to 5 and 6 to 7 dpf and days 5 to 6 dpf were reanalyzed (*55*). In-house data were analyzed for nights 5 to 7 dpf and day 6 dpf using FramebyFrame v1.1.0 (*101*) in R after converting DanioVision files to Zebrabox Viewpoint format. Sleep was defined as ≥1-min immobility (*10*, *101*). Quality control in R used vpSorter followed by ggActivityTraceGrid. Behavioral parameters and *z*-scores for the heatmaps were obtained with multiBehaviourParameter and calculateFingerprint, respectively. Statistics used the likelihood ratio test on LMMs: lmer(values ∼ Group/Genotype + (1|Clutch), data = night or day) (data S1). Percent changes were derived from model estimates following published formulas (*101*), where the *y* intercept represents the estimated WT mean and the WT mean plus the estimate represents the ∆eMIC mean: for positive WT mean: 100 × (mean_∆eMIC/mean_WT) − 100; for negative WT mean: [(100 × (mean_∆eMIC/mean_WT) − 100] × (−1). For activity-sleep traces, for visualization water-refill intervals were replaced by the preceding time window.

#### Photomotor assay

Larvae were plated in the morning and acclimated for 1.5 hours and then presented with alternating 1-hour dark and 1-hour bright light (100%, ∼10,000 lux) over 10 hours. Responsiveness (mean difference) was calculated as the difference in activity (%ΔPix) 1 min before versus after each transition, averaged per larva. Statistics by Satterthwaite-approximated *t* tests on the LMM in R: lmer(mean difference ∼ Genotype + (1|Clutch)).

#### Mechanical tapping habituation assay

At daytime, after 1-hour acclimatization, larvae received 10 high interstimulus interval (ISI) (90 s) taps (prehabituation condition) followed by 100 low-ISI (5 s) taps (habituation condition) at maximum power (*8*). Only larvae responding to ≥7/10 high-ISI taps were analyzed. Responses were defined as activity (%ΔPix) within 1 s after tap > 1 s before tap. HI followed (*102*) by calculating the difference in response probability for the last 40 low-ISI taps to the response probability during the first 10 high-ISI taps: HI = 1 – (Plast40 / Pfirst40) Statistics by Satterthwaite-approximated *t* tests on the LMM in R: lmer(HI ∼ Genotype + (1|Clutch)).

#### Thigmotaxis assay

Larvae were assayed across three technical replicates (ZT1 to ZT9) to maximize the sample size (*n* = 3 × 24). After 30-min acclimatization at full light (∼10,000 lux, 100%), locomotion was recorded for 1 hour. Larvae with poor tracking [Pearson correlation < 0.9 between activity (%ΔPix) and distance moved (mm)] were removed (23/144). Wells were divided into center [radius (*r*) = 5.63 cm] and periphery (*r* = 8 cm), yielding ∼100 cm^2^ per region. Thigmotaxis (% TDM) = (TDM_Periphery / TDM_WholeArena) × 100. Statistics by Satterthwaite-approximated *t* tests on the LMM in R: lmer(thigmotaxis ∼ Genotype + (1|Clutch)).

### High-resolution tail tracking and bout type analysis

#### Experimental design and setup

Experiments were conducted in the Orger lab at the Champalimaud Centre for the Unknown (Lisbon, Portugal). Larvae from *srrm3*^+/∆eMIC^ incrosses were shipped at 24 to 48 hours postfertilization (hpf) and raised in groups of ∼100 on large petri dishes (*r* = 14 cm) in a 14-hour light/10-hour dark incubator. Behavior was tracked at 5 to 6 dpf across four clutches (C1 to C4) using the setup described in (*35*, *45*). Experiments were performed blind to genotype, which was determined posttracking (*29*). Larvae acclimated for 5 min before recording a 25-min baseline under constant illumination (∼1500 lux). For clutches C1, C3, and C4, this was followed by alternating 5-min dark/light periods; for C1 and C2, an alternative 15-min recording was performed under constant light in 10 mM PTZ (stock 100 mM in E3; Sigma-Aldrich, P6500-25G). Data preprocessing and bout classification followed (*35*, *45*) and are detailed in the Supplementary Materials.

#### Bout type usage

Larvae with <5 bouts/min during baseline, dark, or light periods were excluded (*n* = 2 across four clutches) and *n* = 1 as kinematics parameter outlier (data S2). For each larva, percentage bout type usage was calculated for baseline (25 min; *N* = 4 clutches) and dark (15 min total; *N* = 3 clutches). Statistics using a negative binomial GLMM in R on bout counts with glmmTMB v1.1.13: glmmTMB(count ∼ Genotype + (1|Clutch)). Percentages and SE were obtained from log-linear estimates (*103*) using: percentage = (exp(estimate) − 1) × 100; percentage SE = exp(estimate) × estimate SE × 100. *P* values were Bonferroni corrected for the number of bout types tested per condition (data S2).

#### Dark-light escape response latencies

Analysis was performed on the same larvae as for “Bout type usage” (data S2). The mean escape latency was computed by measuring the duration (ms) until the first escape (O-bend, SAT, LLC, and SLC) within a 3-s window after the light-dark transition (C1, C3, and C4: *n* = 3 transitions). Larvae with no escapes within this 3-s window were excluded (*n* = 5; data S2). Statistics used the same LMM structure as in “Bout type usage” above: lmer(log(latency) ∼ Genotype + (1|Clutch), data *=* data). Percentages and SEs were estimated as in “Bout type usage.”

#### Bout kinematics

Analysis was performed on the same larvae as for “Bout type usage” (data S2). Bout duration was defined as end minus start time; displacement as sqrt((boutDistance*X*)^2^ + (boutDistance*Y*)^2^); speed as sqrt((boutSpeed*X*)^2^ + (boutSpeed*Y*)^2^); meanBoutFreqCorr as the number of detected half-betas divided by duration; boutAngle as the change in heading angle; and boutMaxAngularSpeed as the maximal tail-angle change (*35*). Bouts with |boutAngle| > 360° (20/600,469) and bouts missing any of the tested kinematic parameters (1530/600,449) were removed. For within-bout type analyses, larvae with <3 bouts of a given type were excluded (data S2). Kinematic parameters across and within bout types were compared using Satterthwaite-approximated *t* tests on the LMM in R: lmer(values ∼ Genotype + (1|Clutch)) and, when applicable, Bonferroni corrected for the number of bout types tested. Percentage differences were plotted using ComplexHeatmap (v2.20.0) as: [(mean_∆eMIC − mean_WT) / |mean_WT|] × 100.

#### Long bout analysis

Long bouts were defined as >500 ms. Tail-angle traces were plotted (Python) and manually annotated as noise/unclear or genuine long bouts, blinded to genotype. Statistical significance for kinematic comparisons was obtained by permutation testing using 1000 equally sized random bout sets (matched by genotype). For statistical details, see the Supplementary Materials.

### 2P calcium imaging

#### Setup and experimental design

Experiments were conducted in the Bianco lab at UCL (London, UK). The custom-built 2P imaging setup and experimental procedure were previously described (*104*). Larvae [nacre; *Tg(elavl3:H2B-GCaMP6s)^jf5^*] were embedded in 3% low-melting agarose with eyes and tail free to move the afternoon before imaging at 5 or 6 dpf. Visual stimuli were presented, and tails were tracked for behavioral readouts (*104*). Details are in the Supplementary Materials.

#### Image registration

Functional stacks were registered to the Zebrafish Brain Browser (ZBB) using ANTs (v2.3.5) following the multistep workflow of (*104*). Each functional volume was first aligned to a high-resolution anatomy stack (1-μm *z*-spacing) from the same larva; the anatomy stack had been preregistered to the ZBB “huC_nls_mCar1.nrrd” ZBB reference (1x1x1 *x*,*y*,*z* μm/px), allowing concatenated transformations to place functional data into the ZBB space.

#### Calcium imaging analysis: Preprocessing

Data were processed using the standardized MATLAB pipeline described in (*104*). Motion correction (*105*) yielded >75% well-aligned epochs for all larvae except one ∆eMIC sample (40%), which was excluded from stimulus analyses but retained for baseline/gray screen with good alignments available. Regions of interest (ROIs) were extracted using a MATLAB script for cell detection (table S1), assigned to brain regions via anatomical masks, and manually adjusted as needed. Only ROIs within the *elavl3*^+^ brain mask were included. Grouping of anatomical regions: optic tectum (optic tectum–neuropil and optic tectum–stratum periventriculare), hindbrain (corpus cerebelli, valvula cerebelli, and hindbrain), pretectum, tegmentum, habenula, and pallium.

#### Swim bout kinematics in head-restrained larvae

Bout frequency was computed per ∼30-s epoch and bout median across all stimulus epochs, including those where neuronal data were discarded for motion artifacts. Statistics in R used a GLM: glm(parameter ∼ Genotype + stimulus + ID).

#### Calcium imaging analysis: Event amplitude, frequency, and event total

Neuronal activity was inferred from deconvolved GCaMP6s calcium traces using OASIS (*51*) in MATLAB. Inferred spike trains (events) were used for downstream analysis in R. Because spike inference depends on signal-to-noise and indicator brightness, we measured GCaMP6s fluorescence at 800 nm (independent of neuronal activity) in representative ROIs across pallium, habenula, and optic tectum by calculating mean gray values using Fiji/ImageJ2 (v2.14.0/1.54f) (fig. S3G). ROIs with extreme event amplitudes [>99 arbitrary units (AU)] were removed, likely representing artifacts (*51*). Event metrics were calculated per stimulus (light, dark, LD, and LDC; minimum: two epochs) or baseline (gray; last ∼6 min) for each ROI:

1) Mean event amplitude (AU): mean nonzero event amplitude.

2) Event frequency (events/s): nonzero events per frame × 3.6 Hz (acquisition rate).

3) Mean event total: sum of events per window, normalized to a 12-frame (∼3 s) epoch.

Statistics used Wilcoxon tests at both ROI (neuron) and per-larva levels.

#### Calcium imaging analysis: Visualization

Empirical cumulative distribution functions (ECDFs) were computed using R stats per larva and averaged on a common *x*-grid (means ± SEM; truncated at *y* = 0.97). For anatomical maps, ROI coordinates were binned in 10-μm cubes, e.g., ROIs coordinates within *x* = 10 to 20, *y* = 10 to 20, and *z* = 10 to 20 were assigned *x* = 15, *y* = 15, and *z* = 15. Mean values per bin and genotype were computed, bins with <3 ROIs were removed, and ∆eMIC bin averages were subtracted from WT.

### Bulk and single-cell RNA-seq

#### Sample preparation, dissociation, and FACS

Genotype comparisons used sibling larvae; drug-treatment comparisons used within-genotype, within-clutch siblings (data S4). Bulk RNA-seq for splicing analysis was performed on nonenucleated 5 dpf larvae. All other sequencing experiments used 6 dpf larvae, age-matched to sleep-wake assays, that were enucleated before dissociation to avoid gene expression changes due to photoreceptor degeneration (fig. S4A) (*37*). Larvae were dissociated and then FACS sorted following (*29*). Details are in the Supplementary Materials.

#### RNA extraction before bulk RNA-seq

RNA from FACS-sorted *elavl3*:GFP^+^ neurons was isolated using two different methods: (i) TRIzol extraction for bulk RNA-seq used in splicing analysis. Cell pellets were centrifuged for 3 min at 5000 rpm, resuspended in TRIzol (Thermo Fisher Scientific, 15596018), and frozen at −80°C. RNA was extracted using Phasemaker tubes (Invitrogen A33248) following the manufacturer’s protocol. Briefly, lysates were bead beaten (2 × 30 s, 5-min break on ice), phase separated, precipitated with glycogen, and eluted in RNase-free water. (ii) PicoPure extraction for all other datasets. RNA was isolated using the PicoPure Mini kit (Thermo Fisher Scientifc, KIT0204). Pellets were lysed in extraction buffer (30 min, 42°C), and cleared lysates were processed according to the manual: RNA was bound to PicoPure columns, washed, DNase treated (Qiagen, 79254), further washed, and eluted in 30-μl elution buffer.

#### Bulk RNA-seq

RNA (20 to 50 ng) was handed to the CRG Genomics Facility for library preparation using the SMART-Seq v4 Ultra Low Input RNA kit followed by NEBNext Ultra II. Samples for splicing analysis were sequenced as 125- to 150-bp paired-end reads (∼80 million reads per sample), and drug/DMSO-treated samples were sequenced as 50-bp single-end reads (∼35 million reads per sample) on Illumina platforms. Full sequencing metadata are in data S4.

#### Single-cell RNA-seq and data processing

Single-cell suspensions were generated from freshly FACS-sorted *elavl3*:GFP^+^ cells (see “Sample preparation, dissociation, and FACS”) and loaded onto the 10x Genomics Chromium platform (Next GEM 3′ v3.1). Libraries were sequenced on an Illumina NextSeq 500 (paired-end, 150 bp), using 150 cycles on either 66% (batch 1) or 100% (batch 2) of a high-output flow cell. Each sample contained ∼13,000 cells (345 cells/μl) targeting a recovery of ∼9000 cells. Raw data were processed with cellranger v6.1.2. A custom *D. rerio* GRCz10 reference was generated with cellranger mkref from the *D. rerio* (zebrafish) genome assembly version GRCz10.9 and the gene transfer format (gtf) file [protein-coding genes only (gene_biotype=protein_coding)] using cellranger mkgtf. Reads were aligned and unique molecular identifiers (UMIs) were counted with cellranger count, including intronic reads, with an expected recovery of 9000 cells.

#### Single-cell clustering and downstream analysis in R

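The 4 matrices held 14,240 barcodes: 4024 in WT sample 1, 3200 in WT sample 2, 2946 in mutant sample 1 and 4070 in mutant sample 2. The filters on genes, mitochondrial share and UMIs kept 3836, 2785, 2808 and 3437 of them, 12,866 in all. The kept cells hold 23,382,024 and 11,645,576 UMIs in WT samples 1 and 2 and 19,737,472 and 15,182,574 in mutant samples 1 and 2. With 300 to 5000 genes and under 10% mitochondrial counts instead, 13,725 cells stayed.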

After sequencing (145-172M reads per sample), we obtained 14,240 cells (WT1: 4024; WT2: 3200; ∆eMIC1: 2946; ∆eMIC2: 4070) and applied quality filtering in R using isOutlier (median absolute deviation > 3) from scater (v1.32.0) as guideline (>300 genes, <5% mitochondrial RNA, and 400 to 30,000 UMIs), retaining 12,862 cells (WT1: 3836; ∆eMIC1: 2808; WT2: 2785; ∆eMIC2: 3437). Analyses were performed with Seurat (v4.3.0): SCT transformation with regression of mitochondrial read percentage and selection of 3000 variable genes, batch integration, and PCA. Sixteen PCs (>70% variance explained; findPC v1.0) were used for Louvain clustering (nearest neighbors *k* = 30) on the integrated data (resolution 0.6; FindClusters), yielding 20 clusters. Cluster identities were assigned using Seurat marker genes [log_2_FC (fold change) > 0.25, >20% expression, Wilcoxon rank sum test; FindMarkers] and validated with the DanioCell database for single-cell gene expression of the zebrafish larva brain and other publications (*106*, *107*). A ribosomal-enriched cluster (Ribo^+^) was excluded. Genotype contributions were compared using propeller (speckle v1.4.0), with false discovery rate (FDR) correction. *srrm3* expression in WT clusters was visualized using ALRA (v0.0.0.9000) imputation. Differential expression for GSEAs was computed with Seurat FindMarkers (negative binomial model, batch covariate), retaining genes expressed in >30% of cells [Benjamini-Hochberg (BH)-adjusted]. GSEA was performed using clusterProfiler (v 4.12.0) and visualized with enrichplot (v 1.24.0). Cluster identities: Neur, neuronal; Glut, glutamatergic; GABA, GABAergic; Hb, habenula; Pallium, pallium; V-FB, ventral forebrain; Ganglia, cranial ganglion, Hypo, hypothalamus; Thal, thalamus; OT1, optic tectum 1; OT2, optic tectum 2; Purkinje, Purkinje cells (cerebellum); Granule, cerebellar granule cells; HB, hindbrain; HB(Glyc), hindbrain (glycinergic); Diff Neuro, differentiating neurons; OPC, oligodendrocyte precursor cells; Oligo, oligodendrocytes; Glia, glia (mature, microglia, and radial glia); Ribo^+^, ribosomal gene expression enriched.

#### Differential splicing analysis

Alternative splicing was quantified using vast-tools (v2.5.1). Paired-end reads were aligned to the *D. rerio* (vastdb.dre.23.06.20) with vast-tools align, merged with combine, and differential splicing was assessed with compare (parameters: --min_dPSI 15 --min_range 5 --paired --sp Dre --print_AS_ev --GO). *F*-statistics were computed using betAS (v1.2.0). Neuron-specific exons were taken from (*29*). ∆PSI (% change) was computed as (∆PSI ∆eMIC / ∆PSI WT) × 100. Exon-level protein-level impact annotations were obtained from VastDB and simplified into ORF-disrupting upon inclusion/exclusion, alternative protein isoform, or alternative untranslated region, excluding the categories “non coding” and “in the coding sequence with uncertain impact.” GO enrichment was performed in R using clusterProfiler with background genes from vast-tools compare (--GO). Cross-species comparisons (*22*, *24*) used orthologous human/mouse exons from VastDB, retaining only one-to-one relationships that passed coverage filters in both species. ∆PSI was calculated as: PSI(SRRM4 overexpression) − PSI(GFP control) and PSI(Srrm3/4 KD) − PSI(WT) for human and mouse, respectively.

#### Differential gene expression analysis

Reads were mapped to the *D. rerio* transcriptome (GRCz10) using Salmon (v1.5.1) with min accepted length for viable match = 25. Mapping rates were >60% with the exception of ∆eMIC-DMSO (run i) with 29% mapping and contamination (human and mouse) thus excluded (data S4). Count and counts per million (CPM) matrices were imported into R via tximport (v 1.32.0). Genes with >10 counts and CPM > 1 in at least one condition were retained. For the high-depth paired-end 125- and 150-bp datasets, differential expression was computed with DESeq2 (v1.44.00) (model: ∼ batch + genotype) and *P* values FDR corrected using fdrtools (v1.2.18) for bulk 1. For the shallower 50-bp dataset, limma (v3.60.0) was used with empirical Bayes moderation [model: ∼ genotype(treatment), eBayes] on DESeq2 (v1.44.0) VST-transformed (model ∼ 1) batch-corrected counts [empirical Bayes-moderated linear regression with batch as removed and genotype(treatment) as retained covariate; WGCNA (v1.72.5)]. GO (all terms, set size = 10 to 200) and GSEA analyses were conducted with clusterProfiler (v4.12.0), GSEA was plotted with enrichplot (v1.24.0), and Volcano plots were plotted with EnhancedVolcano (v1.22.0). For GO visualizations, terms with identical gene sets were removed. STRING protein-protein interaction networks were retrieved using STRINGdb (v2.16.0) with min interaction strength = 200 and visualized with igraph (v2.1.4) and ggraph (v2.2.1) using the 5000 most variable genes (PC loadings) as the background set. Chromosomal annotation used biomaRt (v2.60.1). To compute the sequence similarity between *srrm3*-regulated exon harboring genes and paralogous genes, paralogous gene sets were downloaded from the Ensembl biomart (v112) and a permutation test was used [*n* = 1000 permutations; *P* = (*r* + 1) / (*n* + 1); details are in the Supplementary Materials].

### In situ HCR

#### Probe design

HCR probes for *elavl3* were purchased from Molecular Instruments together with B1-Alexa647 and B2-Alexa546 amplifiers and required buffers. Custom probes for *fosab* and *srrm3* were designed and ordered from Integrated DNA Technologies following (*108*). Probe pairs failing GC%, melting temperature threshold, or predicted off-target criteria were excluded. Probe sequences and combinations (B2-*elavl3*; B1-*fosab*; B1-*srrm3*) are listed in data S5.

#### Experimental overview

Exp 1: *srrm3* expression in WT larvae (6 dpf; *N* = 1 clutch; fig. S4E).

Exp 2: Brain morphology via *elavl3* staining WT versus *srrm3*^∆eMIC^ (6 dpf; *N* = 3 clutches; fig. S4F).

Exp 3: Brain morphology and *fosab* expression with *elavl3* and *fosab* costaining WT versus *srrm3*^∆eMIC^ (6 dpf; *N* = 3 clutches; figs. S4F and S8C).

#### Fixation

Larvae were fixed at 6 dpf ∼ ZT1 to ZT3 for Exp 1 and 2 and ZT16 (after lights off) for Exp 3. Animals were transferred to a 40-μm strainer (Cultek, 88141378), briefly drained, and immediately immersed in 4% fresh paraformaldehyde (PFA) in 1 x phosphate-buffered saline (PBS). Fixation was performed either overnight at 4°C or 3 hours at room temperature with gentle rotation. Genotyping was carried out by fin-clip (3 dpf) (*100*) or postfixation in 1 x PBS. After fixation, larvae were dehydrated stepwise into 100% methanol for storage at −20°C. WT and *srrm3*^∆eMIC^ were processed in separate tubes.

#### HCR: Experimental procedure

The HCR staining was performed on larvae with a homozygous nacre background (*mitfaw2* allele) to avoid skin pigmentation as described in (*109*) adapted from (*108*). Up to 21 larvae were stained in the same tube. Detailed procedures are in the Supplementary Materials.

#### Mounting and imaging

Larvae (5 to 8 per dish) were mounted dorsal-down in 1.5% low-melting agarose (SeaPlaque Agarose, 50100) in 1 x PBS on glass-bottom dishes (35 mm; MatTek P35G-1.5-20-C). Imaging was performed on a Zeiss LSM 980 with an EC Plan-Neofluar 10×/0.30 objective, 1.2× scan zoom, bidirectional scanning, and GaAsP-PMT detection. *Z*-stacks were acquired at 4-μm spacing (5 μm for *srrm3* staining). Laser and detector settings: Exp 1 (*srrm3*): 639 nm, 4%, and gain 770 V (B1-Alexa647); Exp 2 (*elavl3*): 561 nm, 0.9%, and gain 700 V (B2-Alexa546); Exp 3 (*fosab* + *elavl3*): 639 nm, 3%, and gain 750 V (B1-Alexa647) and 561 nm, 2.2%, and gain 700 V (B2-Alexa546).

#### Image registration and visualization of srrm3-labeled brains (Exp 1)

Three-dimensional (3D) stacks were registered to the ZBB reference atlas using ANTs (v2.3.5) following (*104*). Outside-brain voxels were masked, and images were displayed as sagittal and dorsal maximum intensity projections in Fiji/ImageJ (v2.14.0/1.54f), using a Fire LUT.

#### Morphological analysis (Exp 2 and 3)

*elavl3*-labeled brains were registered to an in-house reference using the Computational Morphometry Toolkit (CMTK), following (*110*). Brain-volume comparisons were performed with MAPMapping (*110*) as described previously (*55*), using the default FDR = 0.00005 threshold.

#### Quantification and visualization of fosab staining (Exp 3)

*fosab*+*elavl3* stacks were registered to the ZBB reference with ANTs (v2.3.5), following (*104*). Background fluorescence was corrected in MATLAB by subtracting the pixel-intensity mode computed from voxels within a whole-brain mask as a robust estimate of baseline fluorescence. Negative values were set to zero. Stack-wise multi-Otsu thresholds (scikit-image in Python) for background estimation adapted from (*101*) yielded comparable results. For voxel-wise statistical comparisons, stacks were converted to 8-bit TIFF format, downsampled to 300 × 679 × 80 (*x*,*y*,*z*) and presmoothed with a 2D Gaussian filter (σ = 1). Pixel-wise intensity differences between genotypes were computed using MAPMapping (*110*). Significant ∆-median maps (FDR = 0.00005) were visualized in Fiji/ImageJ2 (v 2.14.0/1.54f) as sagittal and coronal maximum projections overlaid with Z-Brain outlines (*110*).

### Pharmacological assays

#### Behavioral pharmacology

Sleep-wake assays followed the procedures described in “Sleep-wake experiments and analysis.” At 5 dpf, larvae were plated using a P200 (tip cut) by gently tapping on the well edge, not transferring additional media, into alternating drug/control wells (premixed E3 + drug or matched control). Details on the drugs, concentrations, and preparation are in the Supplementary Materials. Drug/DMSO E3 mixes were refreshed every morning. For ropinirole and clonidine, activity change (%) relative to genotype-matched controls was calculated from percentage time active as: [(activity − mean activity of same-GT control) / |mean activity of same-GT control|] × 100. Dose-response curves (log_10_ concentrations) were fitted with a four-parameter logistic (4PL) model (lower asymptote fixed at 0) using drm from drc (v3.0-1) in R, and median effective dose (ED_50_) parameters were used as input for statistical testing (*t* test) with compParm. For SQ22536, forskolin, rolipram, and H-89 activity changes (%) in percentage time active were computed relative to WT controls and compared using Wilcoxon tests: [(activity − mean activity of WT control) / |mean activity of WT control|] × 100.

#### RNA-seq of pharmacologically treated larvae

Larvae were treated the afternoon before dissociation (mirroring treatment times for behavioral assays) with either drug + DMSO or to matched DMSO control (≤0.1%) (data S4). Concentrations were chosen to (i) reduce *srrm3*^∆eMIC^ daytime activity to WT levels (10 μM clonidine, 10 μM ropinirole, and 500 μM SQ22536) or (ii) elevate WT activity to *srrm3*^∆eMIC^ levels (0.75 μM rolipram and 7.5 μM forskolin). PTZ (1 mM) was used to increase neuronal activity without inducing seizures (*48*). Sample preparation, sorting, and sequencing followed “Bulk and single-cell RNA-seq.”

#### Survival assay

Larvae (4 to 6 dpf) were exposed to the mitochondrial calcium uniporter inhibitors ruthenium red (1.25 μM; R2751-1G, Sigma-Aldrich; stock = 1 mM in H_2_O) or Ru265 (4.7 μM; SML2991-5MG, Sigma-Aldrich; stock = 2 mg/ml in H_2_O) targeting the uniporter at higher specificity (*111*). Treatments were added directly to dishes containing mixed-genotype larvae (40 ml of E3). Survival was monitored hourly for 11 to 14 hours starting in the morning, with larvae alive at final time points included in Kaplan-Meier analyses. Genotyping was performed postexperiment (blinded) (*29*). Statistics in R used pairwise log-rank tests (survminer, v0.5.0).

### Western blot

At 5 dpf, larvae were divided into plates of equally numbered genotype-matched groups (*n* = 5 to 8 each) to minimize handling immediately before the experiment. On 6 dpf, larvae were anesthetized [5 min of tricaine (200 μg/ml)], enucleated, and heads collected on dry ice, briefly dropped into liquid nitrogen, and stored at −80°C. Tissue was lysed in radioimmunoprecipitation assay (RIPA) buffer [150 mM NaCl, 50 mM Tris-HCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate, and 1 mM EDTA] supplemented with protease inhibitors (Roche, catalog no. 11873580001) and PhosSTOP (Roche, 4906845001) using a Bioruptor Pico at 4°C (6 × 30-s on/off; Diagenode), shaken on ice (10 min, 350 rpm), and centrifuged (14,000 rpm, 15 min, 4°C). Protein concentration was measured in the supernatants by BCA assay (Thermo Fisher Scientific, 23227) and stored at −80°C. For Western blotting, samples were mixed with 4× loading buffer [200 mM Tris (pH 6.8), 400 mM dithiothreitol (DTT), 4% SDS, 0.2% bromophenol blue, and 20% glycerol] and denatured (95°C, 10 min), and 5 to 8 μg of protein was loaded per well on 10% Criterion TGX gels (5671035) and transferred to polyvinylidene difluoride (PVDF) membranes (Bio-Rad, 1620177). Total protein was visualized with DB71. Membranes were cut according to molecular weight to allow simultaneous detection of the protein of interest and vinculin from the same lane, blocked in 5% bovine serum albumin (BSA) in 1× TBS-T (0.1% Tween 20) for 45 min, and incubated with primary antibodies against pCREB, CREB, pPKA-C, and vinculin (Supplementary Materials). Horseradish peroxidase (HRP)–conjugated secondaries [goat anti-rabbit (Bio-Rad, 1706515), 1:10,000; sheep anti-mouse (Cytiva NA931V), 1:5000] were used. Signal was detected by enhanced chemiluminescence (ECL) and imaged on an iBright system (Invitrogen). Band intensities were quantified in Fiji/ImageJ from lane intensity profiles as the area under the curve (AUC) using a straight baseline drawn between flanking minima.

### Measuring cAMP levels

Larvae (5 to 10 per sample) were genotyped at 2 to 3 dpf and, when required, treated with rolipram/DMSO as appropriate and then snap frozen. Homogenization was performed in 170 μl of 0.1 M HCl using a handheld homogenizer with pestle followed by Bioruptor Pico sonication (4 × 20-s on/40-s off, 4°C). Lysates were spun down (13,000 rpm, 15 min, 4°C), and supernatants were used for cAMP ELISA (Enzo, ADI-900-066A). Following the manual, concentrations were estimated in R (drc::drm) using standards 1 to 5 and a 4PL model; samples with optical density outside the 4PL curve asymptotes were excluded, and full replicates were discarded if <2 samples per genotype remained. Of note, cAMP was measured across whole larvae; contributions from outside the brain (e.g., from the retina, heart, or muscles) cannot be excluded.

### ATAC sequencing

#### Sample preparation and sequencing

ATAC-seq was performed on 60,000 FACS-sorted *elavl3*:GFP^+^ cells per sample from enucleated 6 dpf larvae (two clutches; *n* = 11 to 12 larvae per sample). Nuclei isolation, lysis, and transposition followed published protocols (*72*, *112*). Libraries were prepared and sequenced at the CRG Genomics Facility (NovaSeq 6000; see data S4). See the Supplementary Materials for details.

#### ATAC-seq data processing and analysis

Reads were trimmed with trimmomatic (v0.39) (SLIDINGWINDOW:4:20; ILLUMINACLIP:AT_Tn5_adapters_NexteraPE-PE.fasta:2:30:10), aligned to danRer10 genome using bwa (v0.7.18-r1243-dirty), and deduplicated/sorted with bamsormadup from biobambam2 (v2.0.183) and samtools (v1.21), resulting in ∼ 50M paired-end reads per sample. Nucleosome-free fragments (1 to 120 bp) were extracted using alignmentSieve from deeptools (v3.5.5) after Tn5 offset correction. Consensus peaks were called with macs3 (v3.0.2) (narrow peaks, no model, *q* = 0.01) on merged.bam files. Read counts per peak were obtained using featureCounts (v2.0.8) (20% min overlap) including all fragment lengths, and peaks were annotated with annoPeaks from ChIPpeakAnno (v3.38.1). TF footprinting was performed with TOBIAS (v0.17.1) using PFAM/JASPAR motifs (746 vertebrate motifs), restricted to clutch 1 due to altered fragment length profiles in ∆eMIC2 (fragment length medians: WT1 = 103; ∆eMIC1 = 103; WT2 = 104; ∆eMIC2 = 262).

### Statistical analysis

All statistical analyses were performed in R (v4.4.0). Normality was assessed using the Kolmogorov-Smirnov test; log-transformations or nonparametric tests were applied when assumptions were not met. Unless stated otherwise, significance was defined as α = 0.05 with *P* values or significance symbols shown in the figures [not significant (n.s.) > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001]. LMMs used Satterthwaite-approximated *t* tests and were fitted using lme4 (v1.1-36) with lmerTest for inference; statistics in the text are reported as estimate ± SE and backtransformed when percentage changes are shown. For Wilcoxon tests, *W*-statistics are provided; for Fisher’s exact tests, ORs are reported. Measures of central tendency are means ± SEM unless noted otherwise. Multiple-testing corrections (Bonferroni or FDR) were applied when appropriate. Boxplots follow the R ggplot2 (v3.5.1) default [median, first and third quartiles (box limits), and 1.5 × interquartile range (IQR) whiskers]. Detailed statistical models, sample sizes, and corrections are reported in Materials and Methods or figure legends. An overview of key software/algorithms/packages used for analysis can be found in table S1.

## Supplementary Materials

### The PDF file includes:

Supplementary Text Figs. S1 to S9 Table S1 Legends for data S1 to S6 References

# Supplementary material for: Neuronal microexons modulate arousal via the cAMP-PKA-CREB pathway in zebrafish
**Source:** Sci Adv. 2026 Jun 19;12(25):eady8291. doi: 10.1126/sciadv.ady8291
**Supplement:** Supplementary file 1 — Supplementary Text Figs. S1 to S9 Table S1 Legends for data S1 to S6 References

Supplementary Materials for
**Neuronal microexons modulate arousal via the cAMP-PKA-CREB pathway
in zebrafish**

Tahnee Mackensen *et al.*

Sci. Adv. **12**, eady8291 (2026)
DOI: 10.1126/sciadv.ady8291

The PDF file includes:

Supplementary Text
Figs. S1 to S9
Table S1
Legends for data S1 to S6
References

Other Supplementary Material for this manuscript includes the following:

Data S1 to S6

Supplementary Text

Extended Materials and Methods

Zebrafish lines

Microexon mutant lines (gene name and exon *VastID* from Vast database [*VastDB*]: *madd* (DreEX0044304), *shank3a* (DreEX0066086), *vav2* (DreEX0084167), *vtila* (DreEX0084665); and master-regulator mutants were generated in-house by CRISPR/Cas9 (29, 37) in a *Tg(elavl3:GFP)* background (114) and maintained as heterozygous. A second *srrm3* founder (*crg5*, ZFIN: ZDB-ALT-230328-7) with a 19 bp deletion was used for phenotype validation. The *srrm3^{crg3/crg3};srrm4^{crg4/crg4}* double mutant (ZFIN: ZDB-FISH-230512-7) was generated by intercrossing *srrm3^{+/crg3}* and *srrm4^{+/crg4}* (ZFIN: ZDB-ALT-230328-6). For behavioural controls, *vsx1^{+/-};vsx2^{-/-}* larvae (38) at 48 hours post fertilization (hpf) were kindly provided by the Martínez-Morales lab at the Centro Andaluz de Biología del Desarrollo (CSIC/UPO/JA), Sevilla. For imaging (hybridization chain reaction [HCR], two-photon [2P]), the *mitfaw2* nacre background (115) was crossed into *srrm3^{+/ΔeMIC}* background to reduce pigmentation. 2P experiments used *Tg(elavl3:H2B-GCaMP6s)^{if5}* (50) crossed into *nacre;srrm3^{+/ΔeMIC}*. The larvae were maintained heterozygous for *srrm3^{ΔeMIC}* and *Tg(elavl3:H2B-GCaMP6s)^{if5}*, screened for fluorescence, and genotyped at 3 days post fertilization (dpf) (29, 100).

High-resolution behavioural tracking: Set-up, data pre-processing and swim bout categorization

The tracking setup was described previously (35, 45). In brief, larvae were tracked in an acrylic arena with a rounded edge (radius of curvature: 11 mm, diameter: 10 cm, depth: 4 mm) and illuminated from below using an infrared light. The arena was sheltered from outside lighting. The larvae's eyes and tail (nine equally spaced segments of 300 μm) were tracked online at 700 Hz throughout the experiment via custom C# software and swim bouts were detected as previously described (35). Data was pre-processed in *MATLAB* as previously described (35, 45), obtaining the following output files: "bouts.mat" with information on bout category, bout kinematics and PC coordinates; "camlog.mat" with frame-by-frame information on the tail tracking angle across segments; "stimlog.mat" with information on light/dark stimuli. Relevant information was extracted in *Python* and summarised into data frames, one with bout data, analysed in R and one with tail angle data analysed and visualised using *Python*. Bout categorization was carried out by assigning each bout to 1 of 13 bout types based on k nearest neighbours (k = 50) analysis using an existing balanced data set of labeled examples of each bout type (35, 45). Each bout type was described by 73 kinematic parameters and embedded into a previously computed PC-space (35) based on a large set of behavioural data under various stimulus conditions. This space and centre of mass (CoM) of bout clusters were used for the principal component analysis (PCA) to visualise bout distributions and to calculate Euclidean distances to the CoM for each bout category in *MATLAB*. Euclidean distances were compared using Wilcoxon-test and p-values FDR adjusted for the number of bout categories tested (Data S2).

High-resolution behavioural tracking: Statistics for long bout kinematic comparisons

Statistical significance was obtained by permutation testing: for each kinematic parameter tested, 1,000 equally sized random bout sets (matched by genotype) were generated, and the p-value computed as $(r+1)/(n+1)$, where r is the number of permutations more extreme than the observed value (116, 117). For example, if the long bouts have a mean absolute bout

angle of 67 degrees and out of $n = 1000$ randomly sampled sets the mean bout angle was found to be higher for $r = 5$ permutations, then the probability of observing, a mean absolute bout angle of > 67 degrees, by chance would be estimated at $(5+1)/(1000+1) = 0.006$.

2P Calcium imaging: Set-up and experimental design

For functional imaging the sample was illuminated at 920 nm with a laser power of ~ 11.2 mW and for anatomical stacks at 800 nm with a laser power of ~ 9.1 mW. For clutch 1 (C1) images were taken at a resolution of 500×469 pixels with pixel size of $0.7 \mu\text{m}$. For C2 and C3 image resolution was 693×368 pixels with a pixel size of $0.61 \mu\text{m}$ to image more of the pallium and hindbrain (Fig. 3D; Fig. S3B). The field of view (FOV) includes parts of the pallium, habenula, pretectum, optic tectum, tegmentum and anterior hindbrain. Acquisitions were made at 3.6 Hz for 3-4 planes per larva with $10 \mu\text{m}$ z-spacing, scanned one plane at a time. Visual stimuli were designed and presented as described in (104) in the order of 30 x grey screen epochs (~ 30 sec; 108 frames) followed by a pseudo-random presentation of 4 different stimuli every 30 sec, including 5 x whole-field light (~ 3 sec; 12 frames), 10 x whole field dark (~ 3 sec; 12 frames), 5 x looming dot (~ 6 sec; 21 frames), 5 x overall dimming as control for the looming dot (~ 6 sec; 21 frames) (118).

Sequencing experiments: Dissociation and FACS-sorting

Following (29), after a wash in Neurobasal^{TM} (NB) media, larvae were suspended in $350 \mu\text{l}$ NB + supplements (1% Penicillin/Streptomycin, 1% N2, 1% L-glutamine, 2% B-27) with $125\text{-}150 \mu\text{l}$ 0.5% trypsin-EDTA and subjected to three rounds of mechanical trituration (5, 4, and 3 min). Trypsinization was stopped with $800 \mu\text{l}$ NB + supplements + 2% fetal bovine serum (FBS), and cells were pelleted (4 min, 5000 rpm). Pellets were resuspended in NB + 2% FBS for bulk RNA-sequencing (RNA-seq) or in 1 x distilled phosphate-buffered saline (PBS) for single-cell RNA-seq, filtered through a $40 \mu\text{m}$ mesh (Cultek - 88141378), and kept on ice until FACS. For FACS, cells from *srrm3*^{ΔeMIC} and WT siblings with *Tg(elavl3:GFP)* background were sorted to isolate predominantly post-mitotic neurons. Propidium iodide (1:1000) was added to exclude dead cells. Sorting was performed on a BD Influx (488 nm excitation, $100 \mu\text{m}$ nozzle, 1.5-drop pure mode). Gates were set to remove debris, aggregates, and PI-positive cells following (29), and up to $\sim 500,000$ GFP⁺ cells were collected per sample in NB + supplements. Cell viability averaged $\sim 75\%$ (Data S4). For single-cell RNA-seq, GFP⁺ cells were sorted into 96-well plates containing $3.7 \mu\text{l}$ of 0.378% BSA in 1 x PBS for a final concentration of 0.04% BSA to minimise adhesion and aggregation and then transferred to low-binding tubes (525-0130, VWR) for downstream processing.

Differential gene expression analysis: Sequence similarity

For all *srrm3*-dependent microexon genes ($\Delta\text{PSI} < -15$; ≤ 51 nt), we computed pairwise percentage sequence similarity in R with their paralogs (background set) and differentially expressed paralogs (target set), excluding those harbouring *srrm3*-regulated microexons themselves. A single target/background gene could have multiple similarity scores if it was a paralog of multiple *srrm3*-regulated microexon harbouring genes. To test whether differentially expressed paralogs of mis-spliced genes were more similar than expected, we compared similarity scores of the target set to the background distribution using a permutation test ($n = 1,000$ permutations); $p = (r+1)/(n+1)$, where r is the number of permutations more extreme than the observed value (116, 117).

HCR: Experimental procedure

In brief, larvae were stepwise dehydrated from methanol and then washed 3 x in PTw (1 x PBS, 0.1 % Tween 20). Larvae were permeabilized and then pre-hybridized in probe

hybridization buffer (*Molecular Instruments*) at 37 °C for 30 min. This pre-hybridization solution was removed and a probe hybridization buffer with 0.8 pmol of probes was added for incubation over night (ON) at 37 °C. Larvae were washed in the probe wash buffer (*Molecular Instruments*), followed by washes with 5 x SCCT (sodium chloride sodium citrate, 0.1% Tween 20). Samples were then pre-amplified in 1 ml of amplification buffer (*Molecular Instruments*) for 30 min at room temperature (RT). Meanwhile 2 µl (3 µM stock) of each hairpin h1 and h2 of each amplifier (B1, B2) was added to the amplification buffer and heated for 90 sec at 95 °C before cooled down to RT in the dark. The pre-amplification solution was removed, the hairpin solution added and the larvae incubated in the dark ON at RT. Larvae were repeatedly washed in 5x SCCT and transferred to 1 x PBS. DAPI was added as a nuclear stain for ~ 1h at 1.0µg/mL. Samples were stored at 4 °C in 1 x PBS for up to 4 days before imaging.

Behavioural pharmacology: Drug preparation

Forskolin (powder), and ropinirole (powder) were dissolved at 10 mM in dimethyl sulfoxide (DMSO) while rolipram and H-89 were purchased at 10 mM in DMSO (ropinirole hydrochloride: R2530-100MG, Sigma; forskolin: F6886-10MG, Sigma; rolipram: HY-16900, MedChemExpress; H-89 dihydrochloride: HY-15979A, MedChemExpress). All four were diluted to stocks of 1 mM in 10% DMSO/H₂O. Clonidine (powder) was dissolved at 10 mM in H₂O and stored as 1mM in H₂O stock (Clonidine hydrochloride: C7897-25MG, Sigma). SQ22536 (powder) was dissolved at 10 mM in 1 x PBS stock (SQ22536: HY-100396, [25 mg], MedChemExpress). For each experiment the control concentration of % DMSO, H₂O or 1 x PBS were kept equal to that of the treatment condition. For example, 5µM of rolipram from a 10% DMSO stock would result in 0.05% of DMSO. The maximum % DMSO was 0.2% for 20µM of ropinirole treatment. Concentration ranges were based around concentrations of published zebrafish work: starting with 2.5µM for clonidine, ropinirole (119) and H-89 (69), with 5µM for forskolin, rolipram (69) and SQ22536. SQ22536 concentrations were increased up to 500 µM (120) due to limited behavioural effects at lower doses.

Western blotting: List of primary antibodies

anti-CREB-Ser133 (Cell Signaling 9198S, 1:1000)
anti-CREB (Sigma MAB5432, 1:500)
anti-PKA-C-Thr197 (Cell Signaling #5661, 1:1000)
anti-Vinculin (Abcam ab129002, 1:1000)

ATAC-seq: Sample preparation and sequencing

Cells were pelleted (120 g, 5 min) and following (72) resuspended for lysis in 600 µl of nuclear extraction buffer (250 mM sucrose, 25 mM KCl, 5 mM MgCl₂, 20 mM HEPES-KOH [pH 7.8], 0.5% IGEPAL CA-630, 0.2 mM spermidine, 0.5 mM spermidine, nuclease-free water), and homogenized on ice using a Dounce homogenizer (Sigma). Following (112), nuclei were isolated (1000 g, 7 min) and tagmented in 50 µl Nextera transposase mix (25 µl 2x TD buffer, 3.5 µl TN5, 21.5 µl H₂O; 20034210) for 30 min at 37 °C and 400 rpm. DNA was purified (Qiagen MinElute, 28004). Libraries were prepared at the CRG Genomics facility using NEBNext Q5 Hot Start HiFi Master Mix (New England Biolabs, M0543L) and dual-index Nextera primers (12-14 PCR cycles) at a final concentration of 1.25 µM, purified with AgenCourt AMPure XP beads (Beckman Coulter, A63882), QC-checked by Bioanalyzer/Fragment Analyzer (5067-4626; DNF-474), quantified by qPCR using the KAPA Library Quantification Kit KK4835 (Roche, 07960204001), and sequenced (2×51+10+10 bp) on an Illumina NovaSeq 6000 (~67–70 M reads/sample) (Data S4).

Fig. S1.

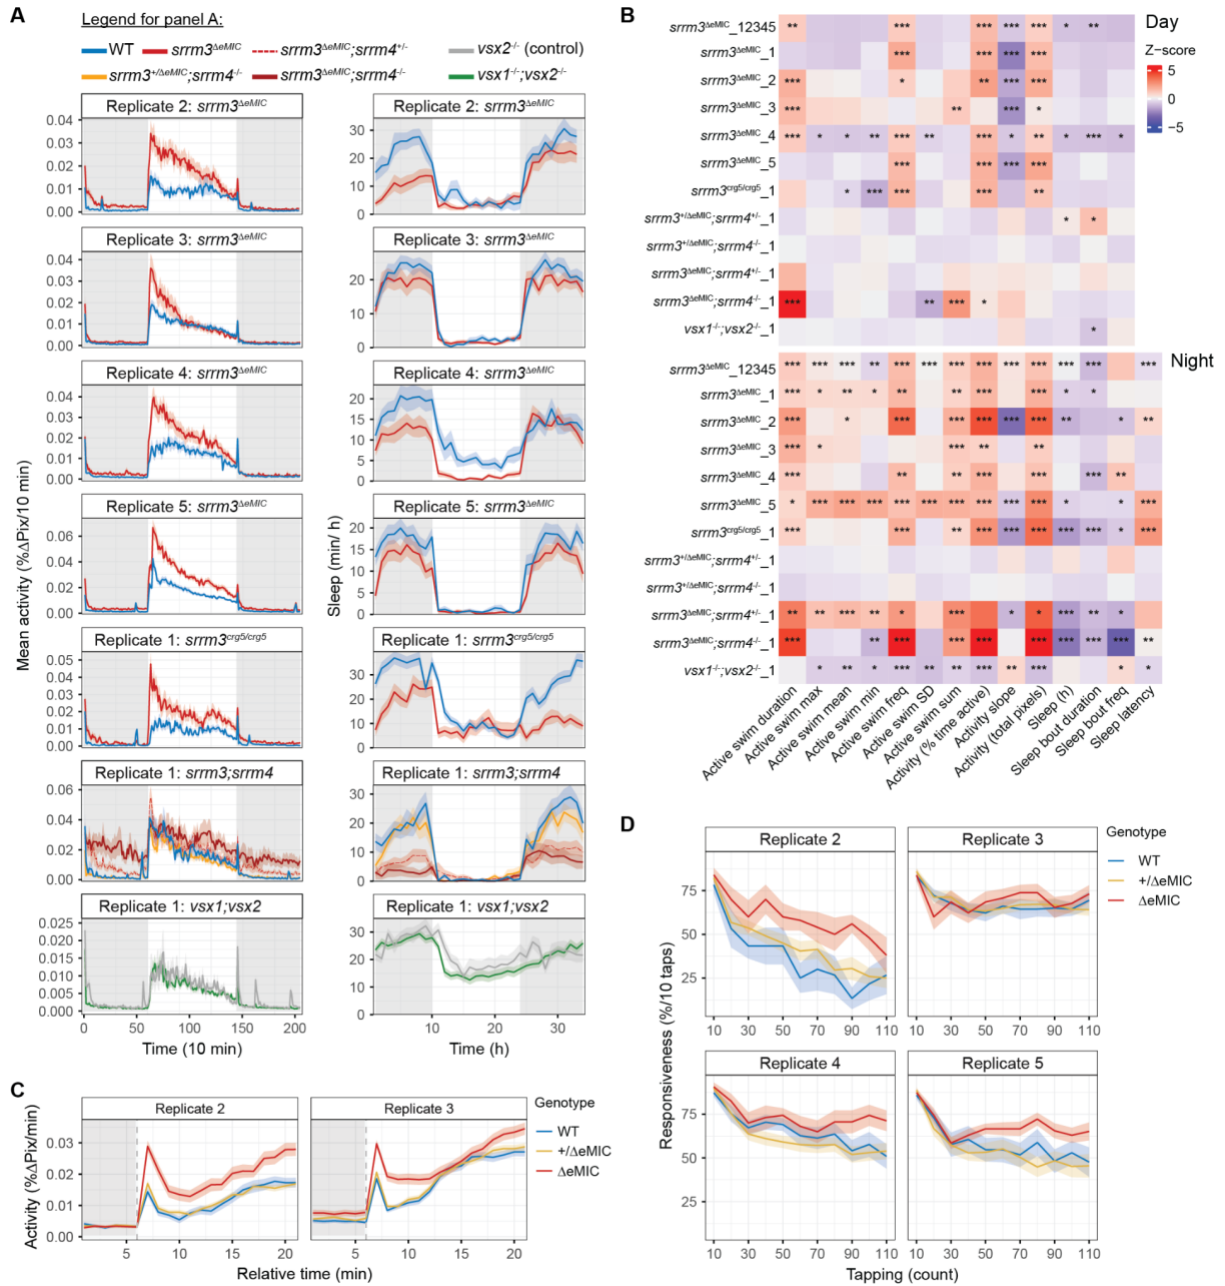

Supplementary Fig. 1. *srrm3^{ΔeMIC}* larvae exhibit hyperactivity, sleep loss, sensory hypersensitivity, and excess thigmotaxis.

(A) Representative traces (mean ± SEM) of locomotor activity (%ΔPix/10 min; left) and sleep (min/h; right) recorded over 74 h (5-8 dpf) under a 14 h light / 10 h dark cycle (white and grey backgrounds, respectively). For visual clarity, heterozygous traces are omitted except for the *srrm3^{ΔeMIC};srrm4^{+/-}* and *srrm3^{+/-ΔeMIC};srrm4^{-/-}* double mutants, as heterozygotes closely resemble WT. n = 10-43 larvae per condition.

(B) Summary heatmap of behavioural parameters quantified during daytime (6 dpf) and nighttime (5-6 dpf and 6-7 dpf). Values are shown as z-scores averaged across larvae and normalized to WT or control (*vsx2^{-/-}*) siblings. Numbers following genotype labels (1-5) denote biological replicates; “12345” indicates averages across all five clutches used for linear mixed effects model (LMM) statistics.

(C) Light-on response at 6 dpf. Traces show mean $\pm$ SEM activity (% Δ Pix/min), averaged across five transitions per larva and plotted by clutch and genotype. N = 2 clutches, 12-45 larvae per genotype and clutch.

(D) Habituation to repeated mechanical tapping at 6 dpf. Traces show mean $\pm$ SEM responsiveness (% responding per 10 taps) during 10 stimuli at 90 s inter-stimulus intervals followed by 100 stimuli at 5 s intervals. N = 4 clutches, 5-46 larvae per genotype and clutch. Biological replicates in panels **A**, **C**, **D** are numbered starting from replicate 2, as replicate 1 is shown in Fig. 1. Detailed statistics and sample sizes across panels are provided in Data S1.

Fig. S2.

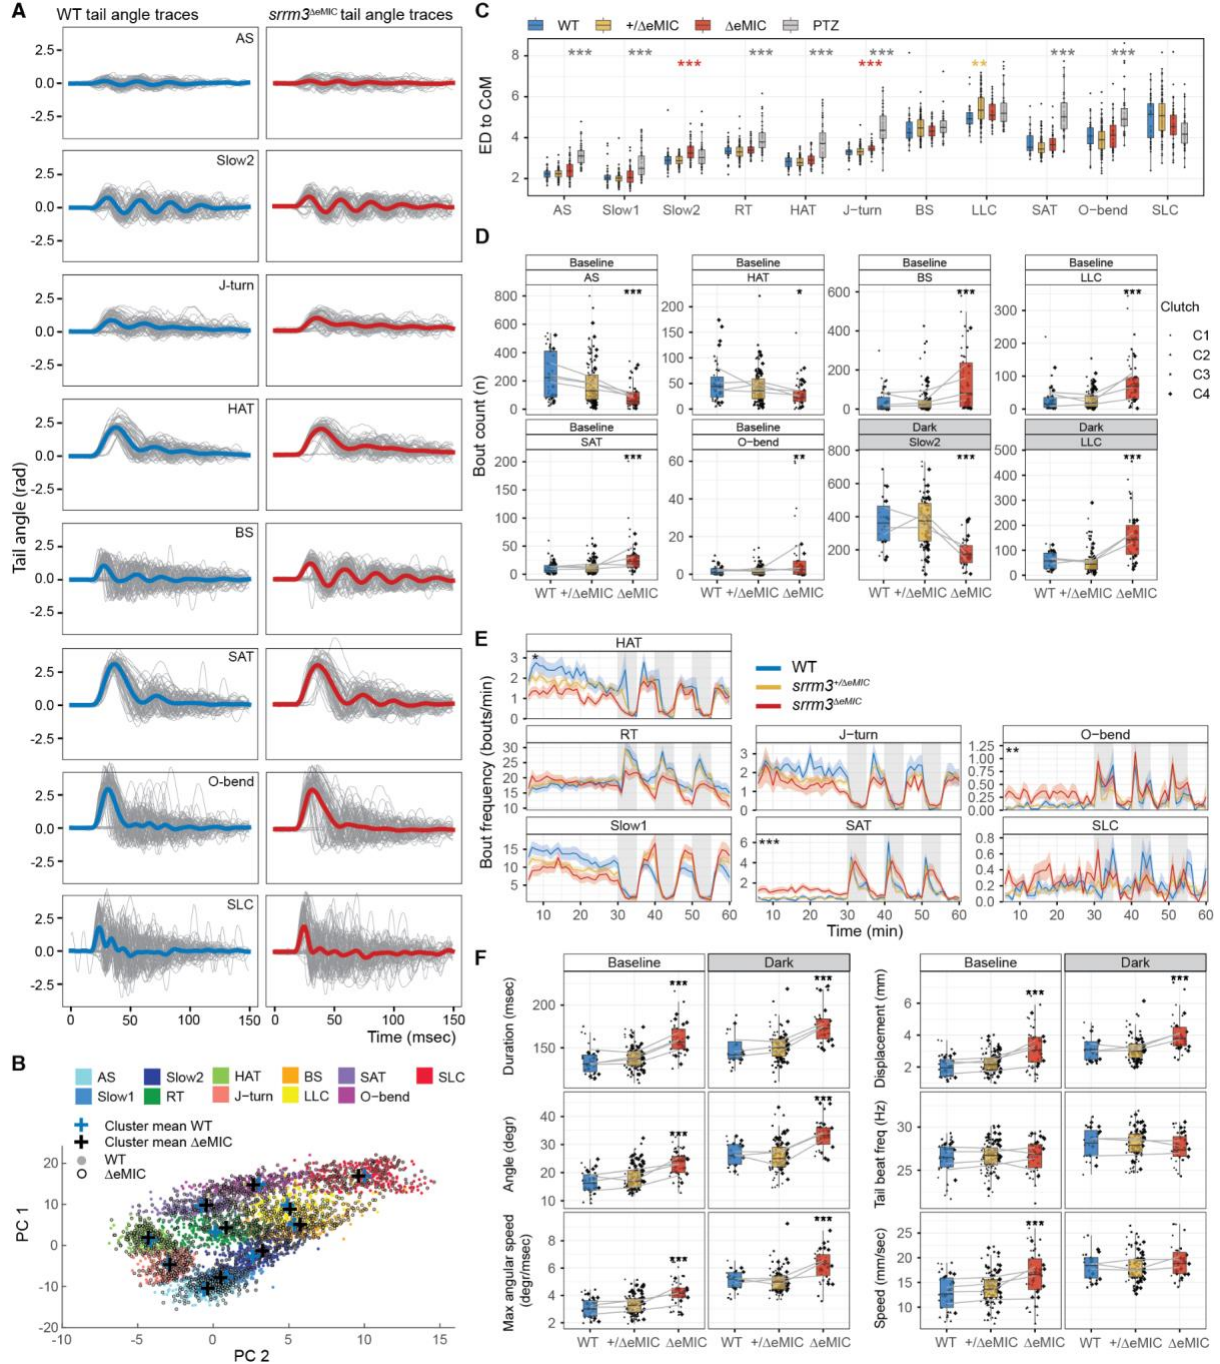

Supplementary Fig. 2. Bout type usage and kinematics indicate elevated arousal in *srrm3^{ΔeMIC}* larvae.

(A) Representative tail-angle traces (7th tail segment) for eight bout types (remaining types in Fig. 2B). Grey lines show 70 randomly sampled bouts per type; bold lines indicate the mean. Data are from one clutch (8 WT, 14 *srrm3^{ΔeMIC}* larvae).

(B) Clustering of swim bouts in principal component (PC) space based on kinematic features (35). Points represent individual bouts (200 randomly sampled per bout type); crosses indicate genotype-specific cluster means (WT: blue, $n = 41$ larvae; *srrm3^{ΔeMIC}*: black, $n = 46$ larvae).

(C) Median Euclidean distance (ED) of each larva's bouts to the cluster CoM for each bout type. Dots represent larvae. Statistics by Wilcoxon test; star colour indicates comparison relative to WT. P-values were FDR-corrected across bout types. Y-axis limits are set for

visualization (1.5-8.5). Sample sizes: WT (n = 41), *srrm3*^{+/ Δ eMIC} (n = 110), *srrm3* ^{Δ eMIC} (n = 46), 10 mM PTZ-treated (n = 43; mixed genotypes).

(D) Bout counts for bout types significantly different between WT and *srrm3* ^{Δ eMIC} siblings, shown separately for baseline and dark conditions.

(E) Mean bout frequency over time (bouts/min) (remaining types in Fig. 2D). Grey shading indicates dark periods. Traces show mean $\pm$ SEM.

(D,E) Statistics by negative binomial generalized LMM (GLMM); p-values Bonferroni-corrected across bout types within each condition (baseline or dark). Baseline: N = 4 clutches; dark: N = 3 clutches; 7-33 larvae per genotype and clutch.

(F) Mean kinematic parameters by bout type and condition (baseline, dark). Statistics by LMM with Satterthwaite-approximated *t*-tests and Bonferroni correction across bout types within each condition (baseline or dark).

Dots in **D,F** represent individual larvae (shaped by clutch); grey lines connect clutch means. Detailed statistics and sample sizes are provided in Data S2.

Bout abbreviations: AS, approach swim; RT, routine turn; HAT, high-angle turn; BS, burst swim; SAT, spot avoidance turn; SLC, short-latency C-start; LLC, long-latency C-start.

Fig. S3.

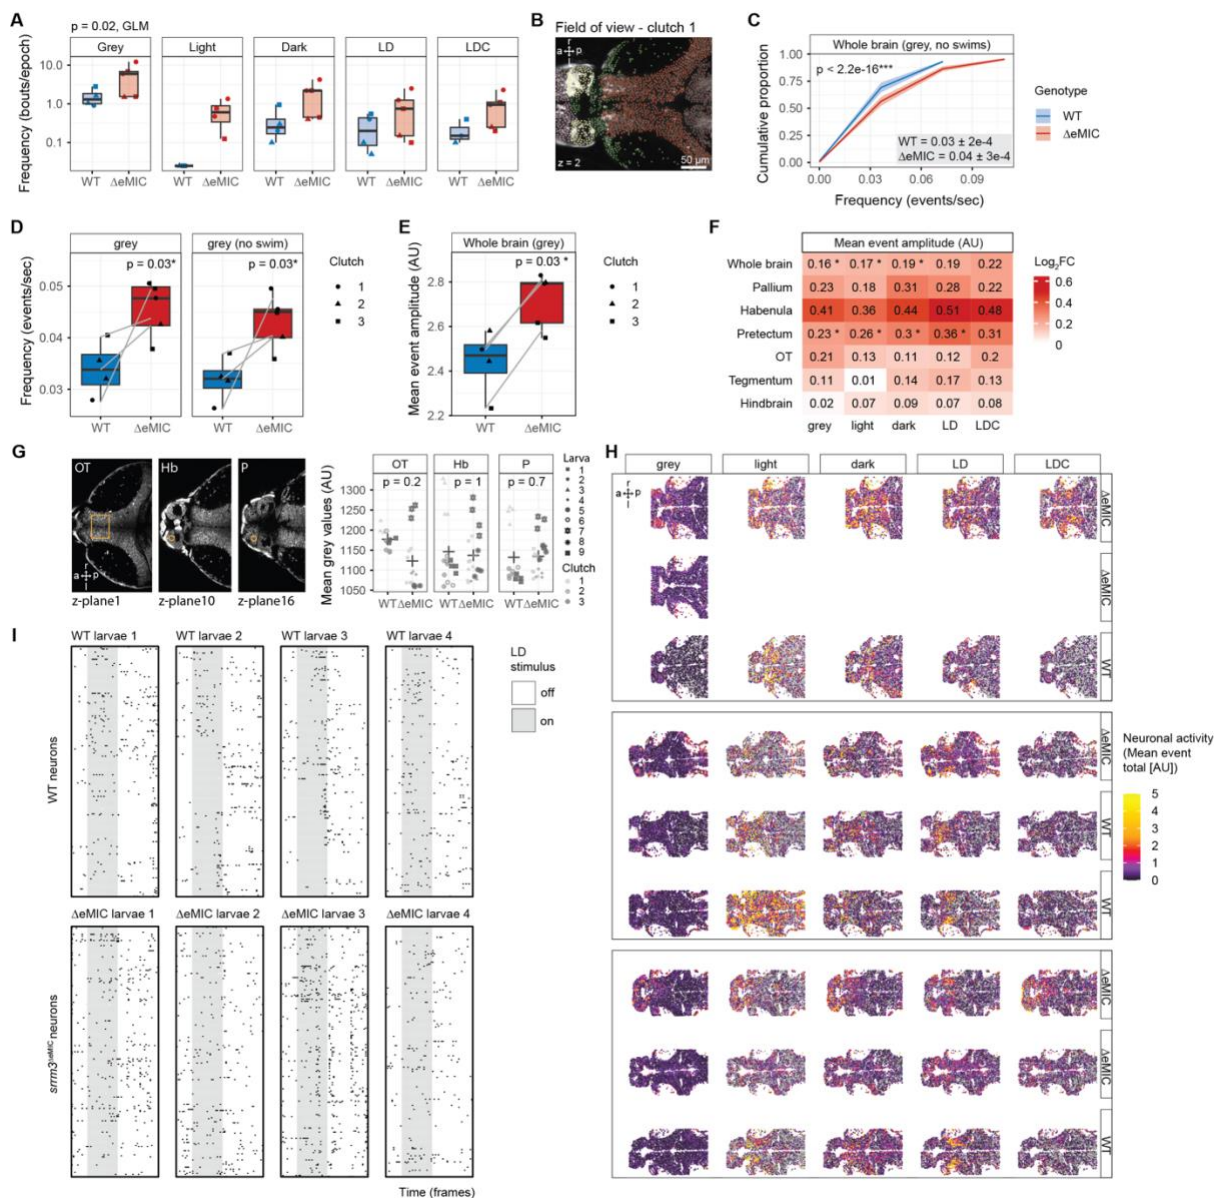

Supplementary Fig. 3. $srrm3^{\Delta eMIC}$ larvae show elevated baseline neuronal activity and altered responses to visual stimuli.

(A) Swim bout frequency (bouts/epoch; log₁₀ scale) across visual stimuli. Dots represent individual larvae (shaped by clutch). Statistics by GLM controlling for stimulus and larva (frequency: 1.3 ± 0.6 bouts/epoch; $p = 0.02$). $n = 4$ WT and 5 $srrm3^{\Delta eMIC}$ larvae from 3 clutches.

(B) Representative FOV for clutch 1 showing one z-plane with regions of interest (ROIs) coloured by Zebrafish Brain Browser (ZBB) anatomical region. Pink, pallium; yellow, habenula; red, optic tectum; brown, hindbrain; green, others.

(C) Empirical cumulative distribution functions (ECDFs) of event frequency for the whole brain at baseline, excluding swimming periods. Lines show mean $\pm$ SEM and are truncated at $y = 0.97$. Insets show mean $\pm$ SEM across neurons. Statistics by Wilcoxon test comparing $n = 36,951$ WT and $38,940$ $srrm3^{\Delta eMIC}$ neurons from 4 WT and 5 $srrm3^{\Delta eMIC}$ larvae.

(D) Event frequency at baseline across the whole brain, including all frames (left) or excluding swim frames (right).

(E) Mean event amplitude at baseline across the whole brain.

(D,E) Dots represent larval means; lines connect clutch means. Statistics by Wilcoxon test ($n = 4-5$ larvae/genotype; 3 clutches).

(F) Heatmap of mean event amplitude $\log_2$ fold-change ($\log_2FC$) (WT vs *srrm3* ^{$\Delta eMIC$}). Blue indicates higher amplitudes in WT, red higher in *srrm3* ^{$\Delta eMIC$} . Statistics by Wilcoxon test ($n = 4-5$ larvae/genotype; 3 clutches).

(G) GCaMP6s baseline fluorescence measured at 800 nm (activity-independent) at constant laser power and gain settings across larvae. Left: representative anatomies showing ROIs (orange) in optic tectum (OT), habenula (Hb), and pallium (P). Right: mean intensity per larva and region. Statistics by Wilcoxon test ($n = 4-5$ larvae/genotype; 3-4 measurements/region; 3 clutches).

(H) ZBB-registered anatomy plots for one z-plane showing mean event total (AU) across all stimuli and larvae. Values >5 were clipped for visualization. Boxes indicate larvae from the same clutch.

(I) Raster plots of inferred events from 243 habenula neurons across 4 larvae per genotype during the first well-aligned looming-dot (LD) epoch (60 frames, ~ 15 s). Grey shading indicates stimulus period.

Orientation labels in **B,G,H**: a, anterior; p, posterior; r, right; l, left.

Fig. S4.

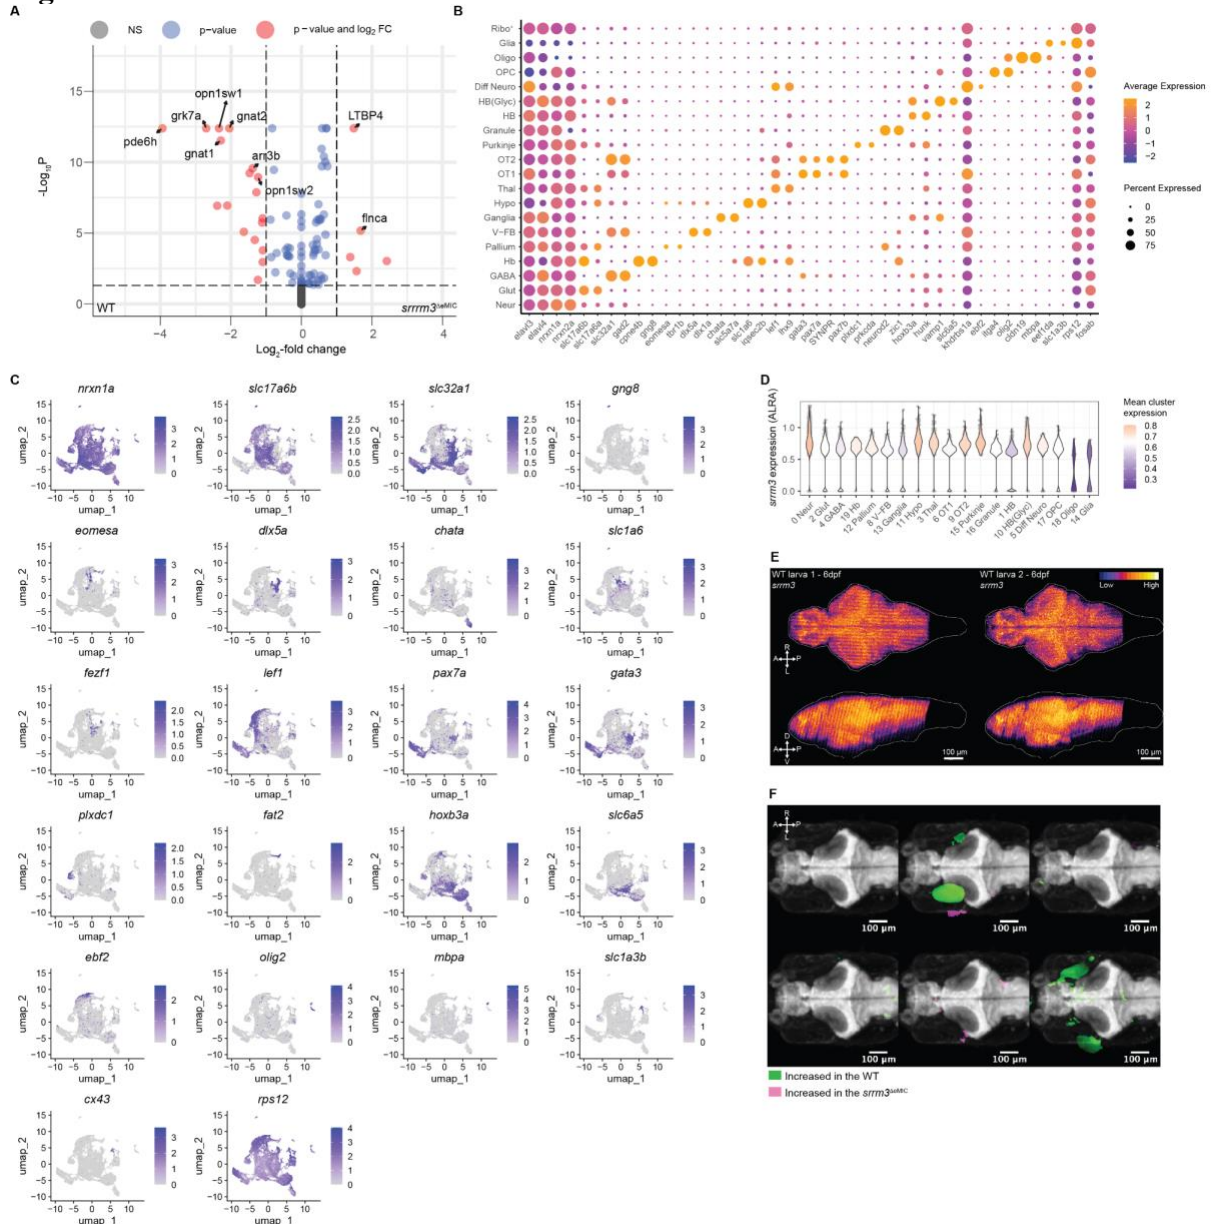

Supplementary Fig. 4. *srrm3*^{ΔeMIC} larvae show reduced microexon inclusion without changes in cell-type composition.

(A) Volcano plot of the 8,000 most differentially expressed genes (DEGs; ranked by log₂FC) comparing *srrm3*^{ΔeMIC} and WT neurons from non-enucleated 5 dpf larvae (Data S6). Cut-offs for visualisation: p.adj < 0.05 and |log₂FC| > 1. Upregulated genes are shown on the right, downregulated genes on the left. N = 2 biological replicates per genotype (20-26 larvae/replicate).

(B) Dot plot showing two representative marker genes per single-cell cluster (Data S6). Markers were expressed in >20% of cells with mean log₂FC > 0.25 versus all other clusters (Wilcoxon rank-sum test). N = 2 biological replicates per genotype (13-21 larvae/replicate).

(C) UMAP feature plots of canonical marker genes defining major neuronal and glial populations (see panel labels). Colour indicates log-transformed, batch-corrected expression counts. Neuronal: *nrnx1a*⁺; GABAergic: *slc32a1*⁺; Glutamatergic: *slc17a6b*⁺; Habenula: *gng8*⁺; Pallium: *eomesa*⁺; Subpallium/hypothalamus/preoptic: *dlx5a*⁺; Ganglia (acetylcholine⁺): *chata*⁺; Hypothalamus: *slc1a6*⁺ (glutamatergic), *fezf1*⁺ (GABAergic); Dorsal diencephalon (thalamus): *lef1*⁺; OT1: *pax7a*⁺; OT2: *gata3*⁺; Purkinje: *plxdc1*⁺; Cerebellum (granule): *fat2*⁺; Hindbrain: *hoxb3a*⁺; Hindbrain (glycinergic): *slc6a5*⁺; Differentiating

midbrain: *ebf2*⁺; Oligodendrocytes: *olig2*⁺; OPCs: *mbpa*⁺; Glia: *slc1a3b*⁺, *cx43*⁺; Ribosomal: *rps12*⁺.

(D) Violin plot of *srrm3* expression across WT clusters. Colours indicate relative cluster-average expression (purple, below average; white, average; orange, above average). Expression values per cell (dots) were *ALRA*-imputed for sparse single-cell matrices (Table S1).

(E) Maximum-intensity projections of whole-mount HCR for *srrm3* mRNA in two WT larvae at 6 dpf, shown in dorsal (top) and sagittal (bottom) views. Warmer colours indicate higher transcript abundance.

(F) Structural brain differences identified by MAPMapping overlaid onto an *elavl3* in-house reference brain. Colours denote significant regional delta means (green, higher in WT; magenta, higher in *srrm3*^{ΔeMIC}). N = 6 clutches (8-11 larvae per genotype).

Orientation labels in **E,F**: A, anterior; P, posterior; R, right; L, left; D, dorsal; V, ventral.

Cluster names for **B,D** provided in Materials and Methods.

Fig. S5.

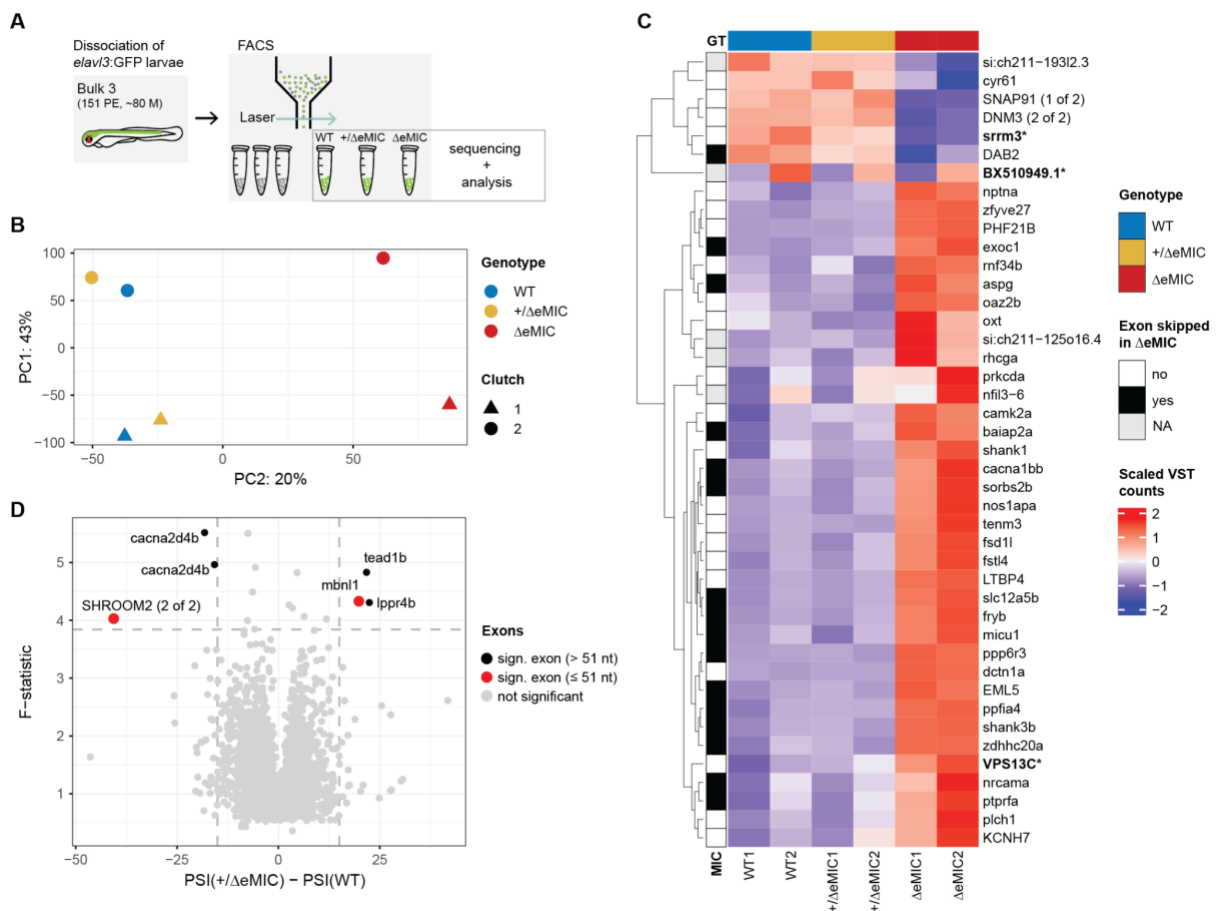

Supplementary Fig. 5. *srrm3*^{+/ΔeMIC} larvae show splicing and transcriptional profiles largely resembling WT.

(A) Experimental schematic for bulk RNA-seq 3 from FACS-sorted *elavl3:GFP*⁺ cells of WT, *srrm3*^{+/ΔeMIC}, and *srrm3*^{ΔeMIC} larvae. N = 2 biological replicates with n = 11-15 larvae per sample.

(B) PCA of variance-stabilized gene counts. Each point represents one sample, shaped by clutch and coloured by genotype.

(C) Heatmap of genes differentially expressed between WT and *srrm3*^{ΔeMIC} (p.adj < 0.05, |log₂FC| > 0.5), displayed as row-scaled variance-stabilized counts. Top annotation indicates genotype (GT). Left annotation denotes whether the gene harbours a microexon skipped in *srrm3*^{ΔeMIC} (ΔPSI < -15, black), no skipped exon (white), or no detected splice event (grey). Gene names in bold with asterisks indicate genes also differentially expressed between WT and *srrm3*^{+/ΔeMIC} (p.adj < 0.05).

(D) Volcano plot of differential splicing in WT vs *srrm3*^{+/ΔeMIC} (ΔPSI vs F-statistic). Significantly differentially spliced exons (F > 3.8, |ΔPSI| > 15) are highlighted: microexons (≤51 nt, red), longer exons (>51 nt, black), and non-significant events (grey). Dashed lines indicate significance thresholds.

Fig. S6.

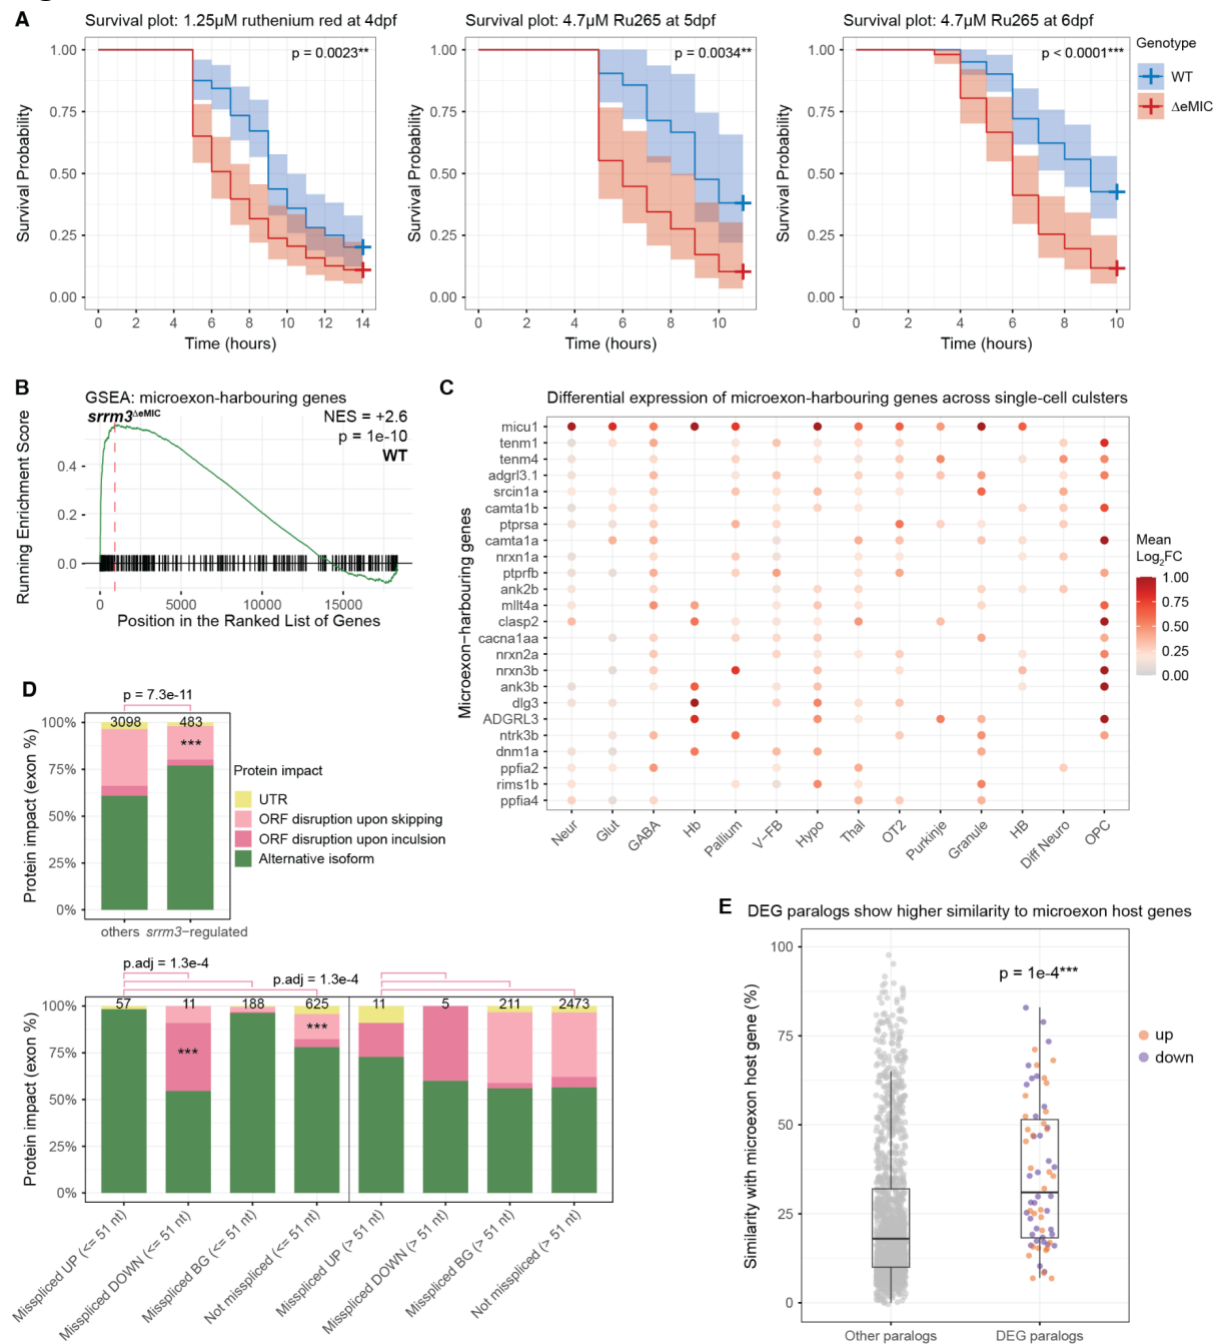

Supplementary Fig. 6. Genes upregulated in *srrm3* $\Delta eMIC$ disproportionately harbour mis-spliced microexons.

(A) Kaplan-Meier survival curves following inhibition of the mitochondrial calcium uniporter. Left: 1.25 μ M ruthenium red at 4 dpf (N = 4 clutches, 11-19 larvae/genotype); centre: 4.7 μ M Ru265 at 5 dpf (N = 2 clutches, 6-30 larvae/genotype); right: 4.7 μ M Ru265 at 6 dpf (N = 4 clutches, 8-20 larvae/genotype). Lines show survival probability $\pm 95\%$ confidence interval (CI) per genotype and clutch. Statistics by log-rank (Mantel-Cox) test.

(B) Gene set enrichment analysis (GSEA) of microexon-harboring genes (≤ 51 nt, $\Delta PSI < -15$) ranked by log_2FC between WT and *srrm3* $\Delta eMIC$.

(C) *srrm3*-regulated microexon-harboring genes contributing to the GSEA core enrichment in > 5 clusters, shown across single-cell clusters and coloured by mean log_2FC (values capped at 1 for visualisation). Full cluster names in Materials and Methods.

(D) Predicted protein impact of alternative exon inclusion or skipping. Top: comparison of exon proportion disrupting the open reading frame (ORF) for *srrm3*-regulated ($|\Delta\text{PSI}| > 15$) vs all other exons. Bottom: analysis stratified by mis-splicing status ($|\Delta\text{PSI}| > 15$), transcript regulation (up/down), and exon length (≤ 51 nt or > 51 nt). Asterisks and p-values shown in case of significant differences in the proportion of exons disrupting the ORF for “Misspliced UP” vs any other same-length category. Statistical comparisons indicated by pink lines. Statistics by two-sided Fisher’s exact tests with Bonferroni correction. Total exon counts indicated above bars. UTR, untranslated region.

(E) Paralogous genes that are differentially expressed (up- or downregulated) show greater sequence similarity to genes harbouring *srrm3*-regulated microexons (≤ 51 nt, $\Delta\text{PSI} < -15$) than all other paralogs (permutation test). Each dot represents one paralog pair.

Fig. S7.

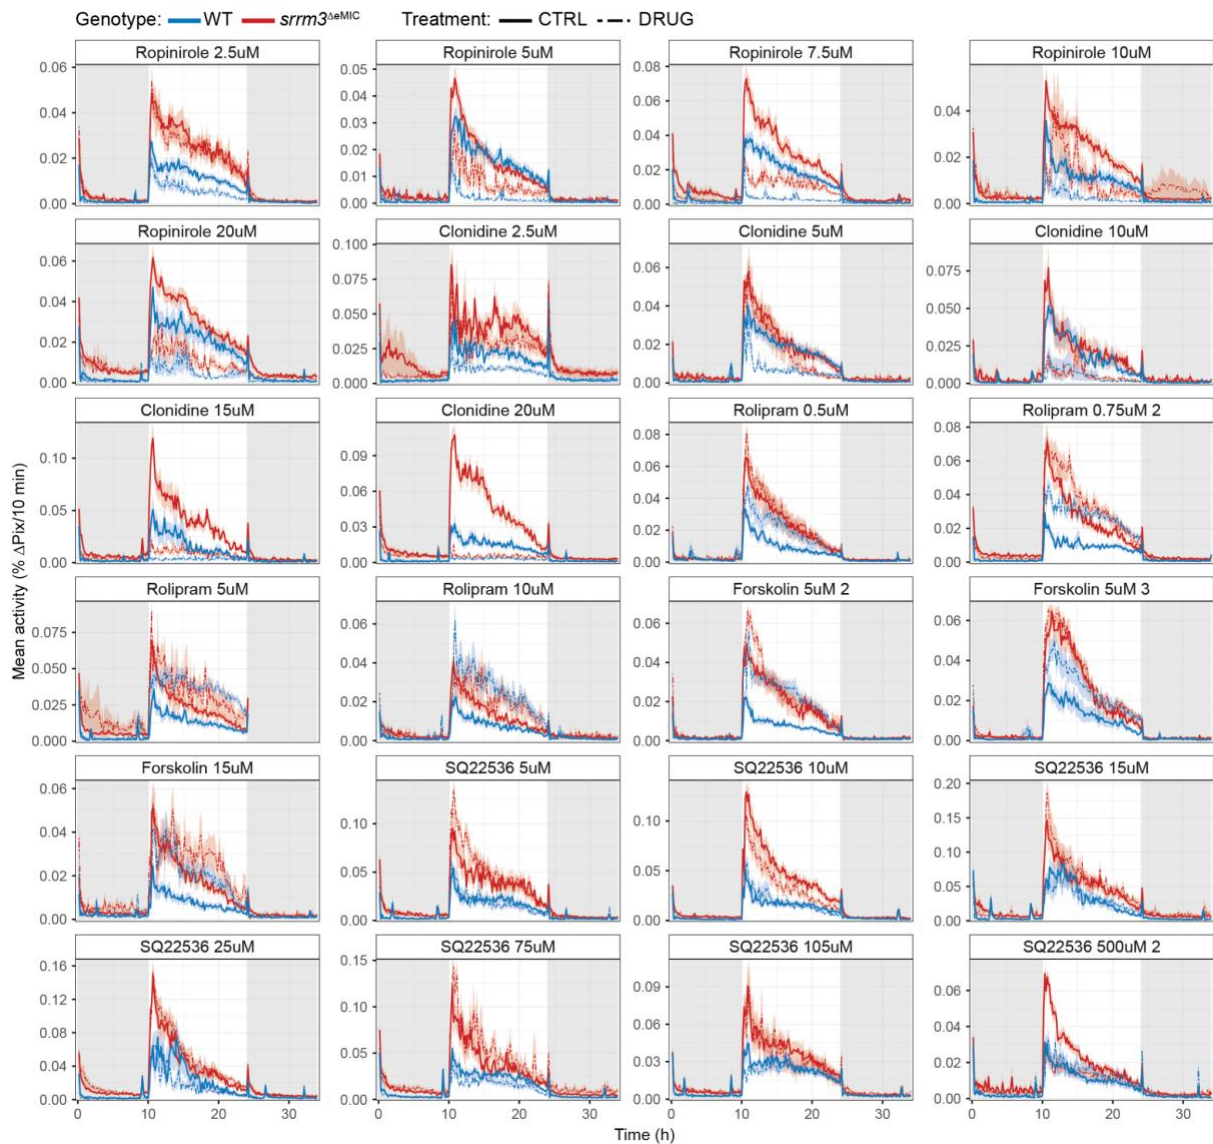

Supplementary Fig. 7. cAMP signalling is central to *srrm3*^{ΔeMIC} daytime hyperactivity. Mean locomotor activity (% Δ Pix/10 min) of WT siblings (blue) and *srrm3*^{ΔeMIC} larvae (red) during a 34 h recording period (5-7 dpf) under a 14 h light / 10 h dark cycle (white/grey background respectively). Larvae were either drug-treated (dashed lines) with the indicated concentrations of ropinirole, clonidine, rolipram, forskolin, or SQ22536, or control-treated (solid lines). Traces show mean $\pm$ SEM across larvae from the same clutch, genotype, and treatment. n = 4-22 larvae per genotype and treatment.

Fig. S8.

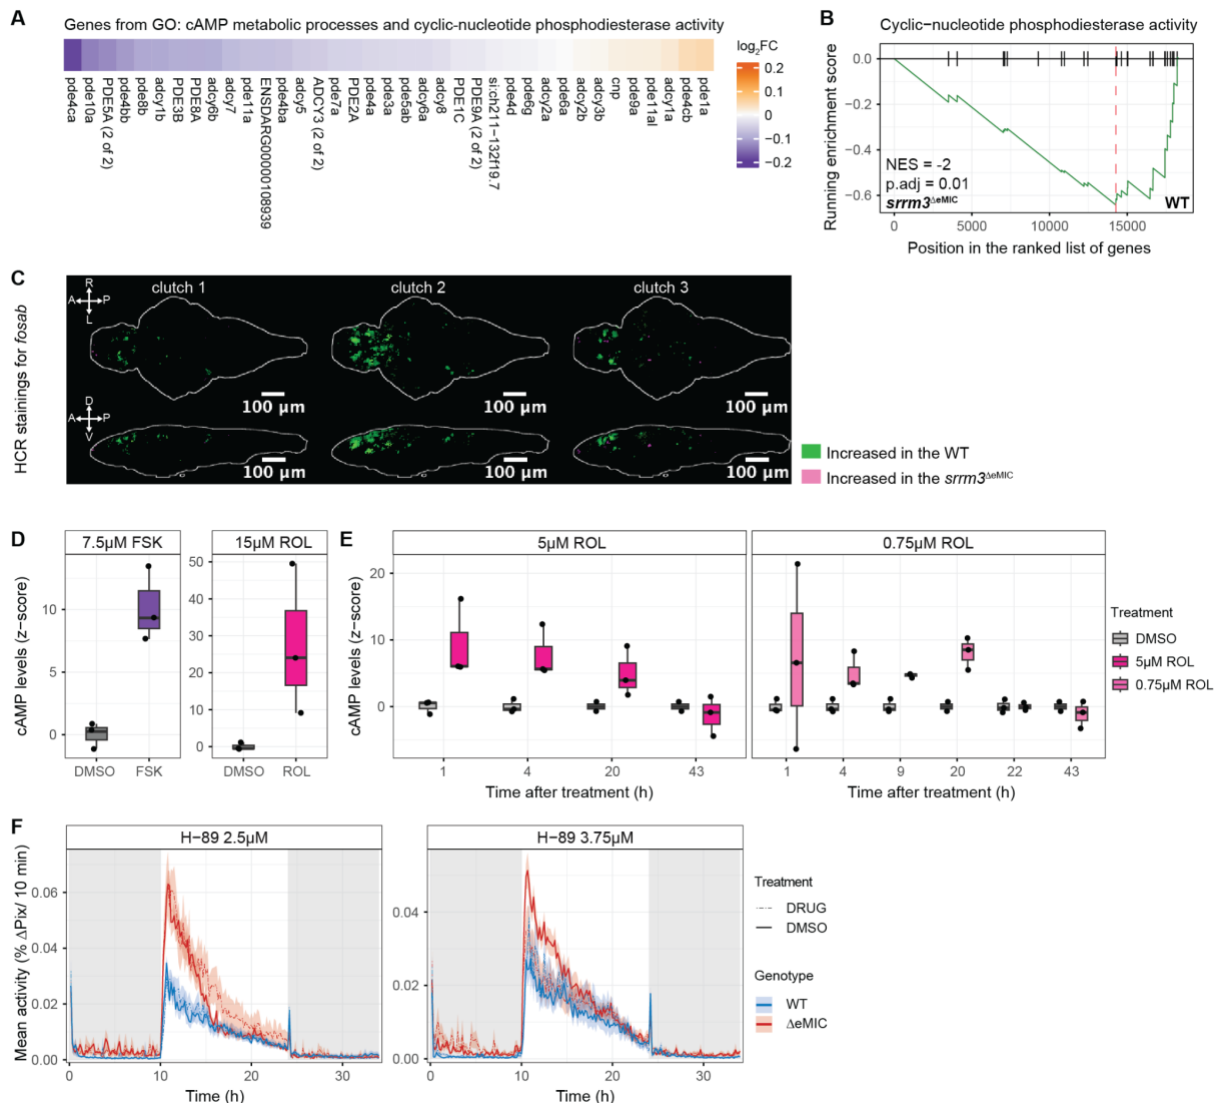

Supplementary Fig. 8. cAMP-PKA pathway misregulation and time-dependent cAMP dynamics in *srrm3*^{ΔeMIC} larvae.

(A) Log₂FC between WT and *srrm3*^{ΔeMIC} larvae for genes belonging to significantly enriched cAMP-related GO terms (“cyclic-nucleotide phosphodiesterase activity” and “cAMP metabolic process”). Purple indicates higher expression in the WT and orange in the *srrm3*^{ΔeMIC}.

(B) GSEA of log₂FC values between WT and *srrm3*^{ΔeMIC} larvae for the GO term “cyclic-nucleotide phosphodiesterase activity.”

(C) Maximum-intensity z-projections of MAPMapping-derived significant delta means for *fosab* HCR staining in WT and *srrm3*^{ΔeMIC} larvae (Zeitgeber [ZT]16), shown dorsally (top) and sagittally (bottom). Green indicates higher *fosab* in WT; pink indicates higher *fosab* in *srrm3*^{ΔeMIC}. N = 3 clutches, 6-10 larvae per genotype. Orientation: A, anterior; P, posterior; R, rightward; L, leftward; D, dorsal; V, ventral.

(D) Total cAMP levels (z-score) in WT larvae (5 dpf) 1 h after treatment with forskolin (FSK) or rolipram (ROL) compared to DMSO-treated controls. Each dot represents a pool of 10 larvae. Comparisons were performed within clutch. n = 3 samples per condition.

(E) Time course of total cAMP levels (z-score) in WT larvae (5-7 dpf) following rolipram (ROL) treatment. Each dot represents a pool of 8-10 larvae. Comparisons at each concentration and time point were performed within clutch. n = 2-3 samples per treatment and time point.

(F) Mean locomotor activity (% Δ Pix/10 min) of WT siblings (blue) and *srrm3* ^{Δ eMIC} larvae (red), either H-89-treated (dashed) or DMSO-treated controls (solid), during a 34 h recording (5-7 dpf) under a 14 h light / 10 h dark cycle (white/grey background respectively). Traces show mean $\pm$ SEM. n = 6-15 larvae per genotype and treatment and clutch.

Fig. S9.

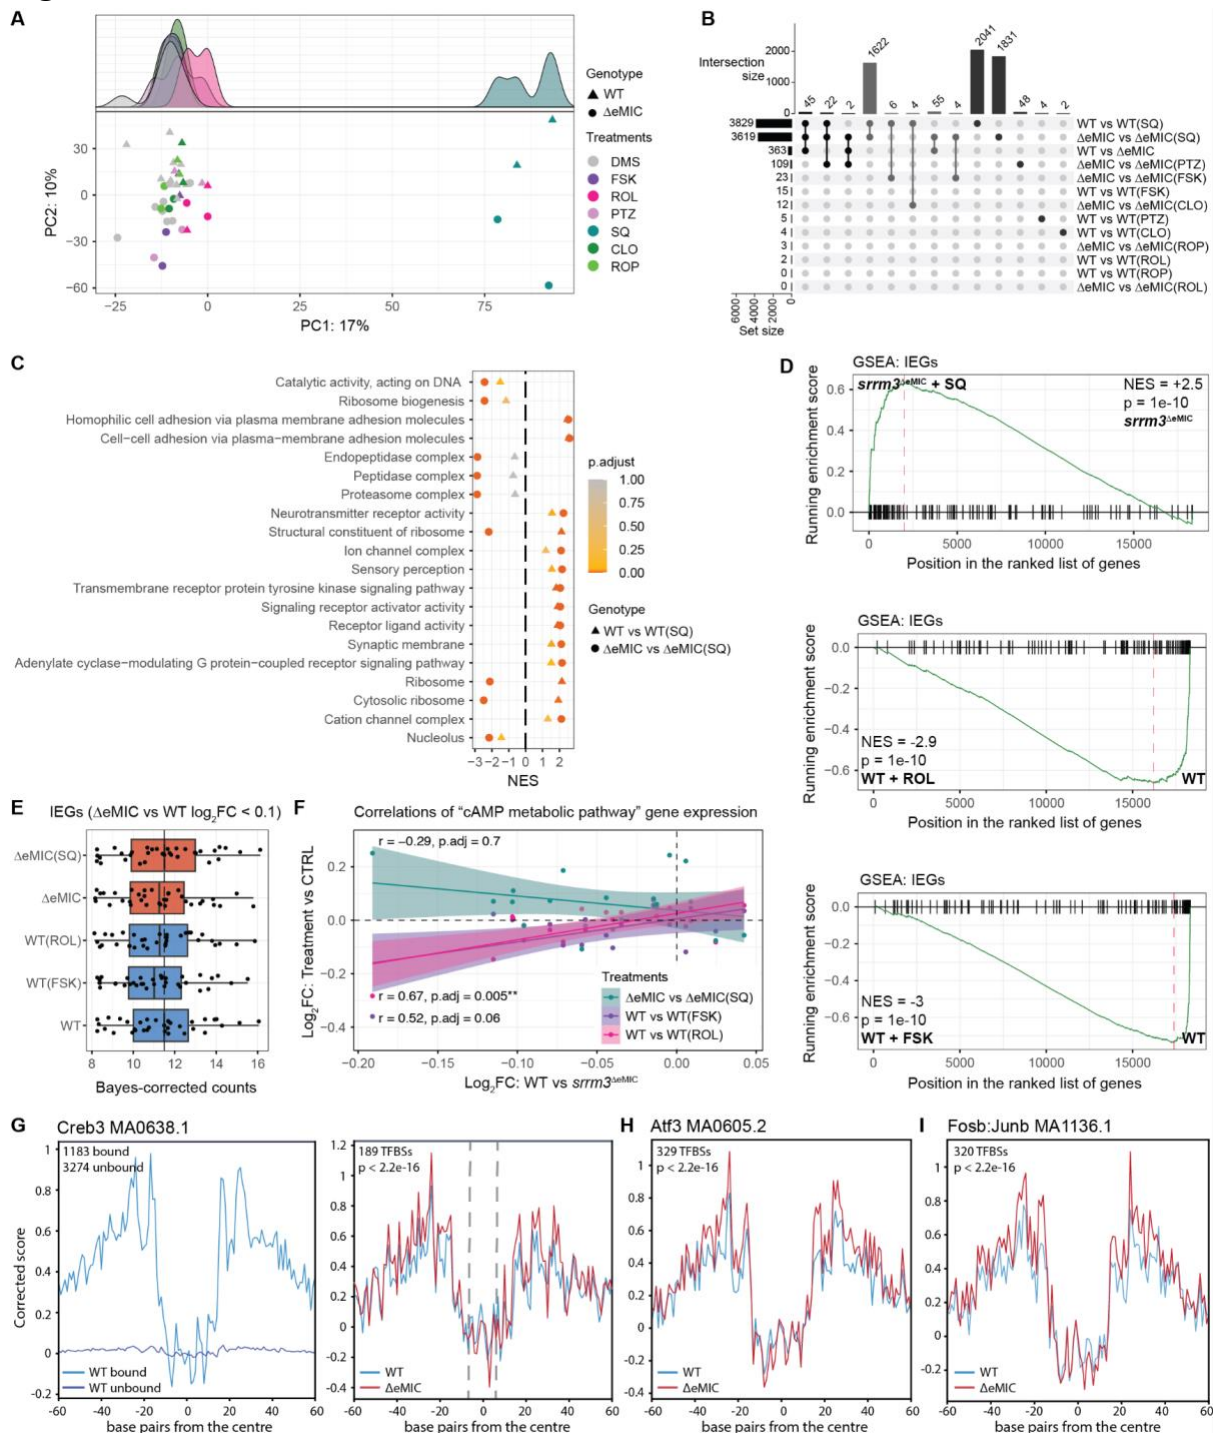

Supplementary Fig. 9. cAMP pathway modulators partially mimic and reverse *srrm3*^{ΔeMIC}-induced gene expression changes.

(A) PCA of the 5,000 most variable genes after variance stabilisation and batch correction. PC1 separates SQ22536-treated samples from all other conditions. Each point represents one sample, shaped by genotype and coloured by treatment.

(B) UpSet plot showing overlaps (minimum overlap = 2) of DEGs ($p < 0.05$) across conditions; bar height indicates intersection size; grey shading indicates number of overlapping sets (1-3).

(C) Top 20 GO terms ($p_{\text{adj}} < 0.05$) enriched among DEGs in ΔeMIC vs $\Delta\text{eMIC}(\text{SQ})$ plotted by normalized enrichment score (NES). Circles indicate ΔeMIC vs $\Delta\text{eMIC}(\text{SQ})$; triangles indicate WT vs WT(SQ). Positive NES reflects higher expression in the treated condition.

(D) GSEAs of mouse ortholog immediate early genes (IEGs) (*6I*), using all expressed genes ranked by $\log_2\text{FC}$ for ΔeMIC vs $\Delta\text{eMIC}(\text{SQ})$ (top), WT vs WT(ROL) (middle), and WT vs WT(FSK) (bottom).

(E) Bayes-corrected counts of IEGs downregulated in ΔeMIC vs WT ($\log_2\text{FC} < -0.1$). Each dot represents the median expression of one gene across clutches within a treatment group.

(F) Correlation of $\log_2\text{FC}$ values for cAMP metabolic pathway genes between WT vs *srrm3* ^{ΔeMIC} and drug treatments: Mimic conditions (FSK, ROL) correlate positively [WT vs WT(FSK): $r = 0.52$, $p_{\text{adj}} = 0.06$; WT vs WT(ROL): $r = 0.67$, $p_{\text{adj}} = 0.005$], whereas rescue (SQ) shows an inverse trend [ΔeMIC vs $\Delta\text{eMIC}(\text{SQ})$: $r = -0.29$, $p_{\text{adj}} = 0.7$]. Lines show linear regression fits. Pearson correlations with Bonferroni-adjusted p-values are shown.

(G–I) *TOBIAS* footprinting analyses (Table S1) showing differential transcription factor binding. **(G)** Creb3 binding sites (left: bound vs unbound in WT; right: sites with stronger binding in ΔeMIC [$\log_2\text{FC} > 0.25$] compared to WT). **(H)** Atf3 and **(I)** Fosb:Junb binding sites enriched in ΔeMIC ($\log_2\text{FC} > 0.25$) compared to WT. $N = 1$ biological replicate (11 larvae per sample). Transcription factor binding site (TFBS) counts are indicated; p-values are from *TOBIAS* across all sites. Genes associated with differential binding are listed in Data S3.

Treatment abbreviations: CLO, clonidine; DMSO, dimethyl sulfoxide; FSK, forskolin; PTZ, pentylenetetrazol; ROL, rolipram; ROP, ropinirole; SQ, SQ22536.

Table S1. Overview of key softwares/algorithms/packages

**Context**	**Type**	**Description**	**Application**	**Ref.**
**Behaviour**	Software/<br>algorithm	FramebyFrame	Behavioural parameters	Kroll <i>et al.</i> ,<br>2025 (101)
**2P<br>imaging**	Software/<br>algorithm	Advanced<br>normalization tools<br>(ANTs) (v2.3.5)	Image registration	Avants <i>et al.</i> ,<br>2021 (121)
**2P<br>imaging**	Software/<br>algorithm	MATLAB script for<br>cell detection	ROI extraction	Kawashima <i>et al.</i> , 2016 (122)
**2P<br>imaging**	Software/<br>algorithm	Zebrafish Brain<br>Browser (ZBB)	Reference for image<br>registration	Marquart <i>et al.</i> ,<br>2015 (123),<br>Marquart <i>et al.</i> ,<br>2017 (124)
**2P<br>imaging**	Software/<br>algorithm	MATLAB script for<br>motion correction	Motion correction	Bianco and<br>Engert 2015<br>(105)
**2P<br>imaging**	Software/<br>algorithm	Online Active Set<br>method to Infer Spikes<br>(OASIS)	Deconvolution of<br>calcium data	Friedrich <i>et al.</i> ,<br>2017 (51)
**scRNA-seq**	R<br>package	findPC (v1.0)	PC selection	Zhuang <i>et al.</i> ,<br>2022 (113)
**scRNA-seq**	R<br>package	speckle (v1.4.0),<br>propeller	Testing for differences<br>in cell type proportions	Phipson <i>et al.</i> ,<br>2022 (125)
**scRNA-seq**	R<br>package	Adaptively-<br>thresholded Low Rank<br>Approximation<br>(ALRA) (v0.0.0.9000)	Zero-preserving<br>imputation	Linderman <i>et al.</i> , 2022 (126)
**scRNA-seq**	R<br>package	clusterProfiler<br>(v4.12.0)	GSEA	Wu <i>et al.</i> , 2021<br>(127)
**scRNA-seq**	Software/<br>algorithm	DanioCell	Assigning cluster<br>identities	Shainer <i>et al.</i> ,<br>2023 (128)
**scRNA-seq**	R<br>package	Seurat (v4.3.0)	Analysis pipeline	Stuart <i>et al.</i> ,<br>2019 (129)
**RNA-seq**	Software/<br>algorithm	Salmon (v1.5.1)	Alignment, transcript<br>expression<br>quantification	Patro <i>et al.</i> ,<br>2017 (130)
**RNA-seq**	R<br>package	tximport (v1.32.0)	Importing transcript-<br>level abundance	Soneson <i>et al.</i> ,<br>2015 (131)

			estimates from Salmon into R for count-based statistical inferences	
**RNA-seq**	R package	limma (v3.60.0)	Differential expression analysis	Ritchie <i>et al.</i> , 2015 (132)
**RNA-seq**	R package	DESeq2 (v1.44.0)	Differential expression analysis	Love <i>et al.</i> , 2014 (133)
**RNA-seq**	R package	Weighted correlation network analysis (<i>WGCNA</i>) (v1.72.5)	Removing of batch effects	Langfelder and Horvath 2008 (134)
**RNA-seq**	Software/algorithm	STRINGdb (v2.16.0)	Protein-protein interaction	Franceschini <i>et al.</i> , 2013 (135)
**RNA-seq**	Software/algorithm	Ensembl biomart (v112)	Resources for genomes and annotations	Harrison <i>et al.</i> , 2024 (136)
**AS**	Software/algorithm	vast-tools (v2.5.1) and Vast database (VastDB)	AS analysis, annotations	Tapial <i>et al.</i> , 2017 (17)
**AS**	R package	betAS (v1.2.0)	Statistical comparisons of AS events	Ascensão-Ferreira <i>et al.</i> , 2024 (137)
**HCR**	Software/algorithm	MapMAPPING	Brain volume and pixel-wise intensity comparisons	Randlett <i>et al.</i> , 2015 (110), Thyme <i>et al.</i> , 2019 (138)
**HCR**	Software/algorithm	Computational Morphometry Toolkit (<i>CMTK</i>)	Brain image registration	Rohlfing 2011 (139)
**HCR**	Python package	scikit-image (v0.26.0)	Multi-Otsu thresholding background vs signal	Liao <i>et al.</i> , 2001 (140)
**ATAC-seq**	Software/algorithm	trimmomatic (v0.39)	Read trimming	Bolger <i>et al.</i> , 2014 (141)
**ATAC-seq**	Software/algorithm	bwa (v0.7.18-r1243-dirty)	Read alignment	Li 2013 (142)
**ATAC-seq**	Software/algorithm	samtools (v1.21)	Read sorting	Li <i>et al.</i> , 2009 (143)
**ATAC-seq**	Software/algorithm	deeptools (v3.5.5)	Tn5 offset-correction and read filtering	Ramírez <i>et al.</i> , 2016 (144)

**ATAC-seq**	Software/<br>algorithm	macs3 (v3.0.2)	Peak calling	Zhang <i>et al.</i> ,<br>2008 (145)
**ATAC-seq**	Software/<br>algorithm	featureCounts (v2.0.8)	Read counts per peak	Liao <i>et al.</i> , 2014<br>(146)
**ATAC-seq**	Software/<br>algorithm	TOBIAS (v0.17.1)	Differential motif<br>occupancy; footprinting	Bentsen <i>et al.</i> ,<br>2020 (147)

Overview of key softwares/algorithms and packages used for this study, detailing the context the tool was used in and appropriate references.

Data S1. (separate file)

Statistics and sample sizes of pixel-based behavioural assays. Model estimates $\pm$ SE and sample sizes for the thigmotaxis assay, the dark-light assay, the tapping habituation assay and all sleep/wake parameters tested (102) for replicates of *srrm3* the *vsx1;vsx2* experiment and the *srrm3;srrm4* (Fig. 1) but also for the individual microexon mutants (Fig. 4J).

Data S2. (separate file)

Statistics and sample sizes for the bout type and bout kinematics analysis. Sample sizes and statistics for bout usage and kinematics, long bouts and PCA/Euclidean distance, specifying when individual bouts or larvae were excluded from the analysis (Fig. 2).

Data S3. (separate file)

ATAC-seq: Footprinting output using TOBIAS. Differential binding scores from *TOBIAS* (Fig. 8G). TFBSs associated with significant Creb-related motifs with information on the peak annotation and gene (ENSEMBL ID).

Data S4. (separate file)

Metadata for sequencing experiments. Information about bulk (Fig. 4, Fig. 6, Fig. 7), single-cell (Fig. 4, Fig. 5), and ATAC-sequencing experiments (Fig. 8), including sample size, treatments, RNA integrity number (RIN), life cells (%) after FACS-sorting, paired vs single end, sequencing depth, read length, mappability, the type of analysis the data was used for.

Data S5. (separate file)

HCR probes. Sequences of the oligonucleotides ordered for the HCR probes of *fosab* and *srrm3*.

Data S6. (separate file)

Gene- and exon lists. DEGs between WT and *srrm3*^{ΔeMIC} (Fig. S4A, bulk 1); marker genes from the single-cell RNA-seq data (Fig. 4B, Fig. S4B, C); DEGs per cluster from the single-cell RNA-seq data (Fig. 5E); PSI comparing exon inclusion between WT and *srrm3*^{ΔeMIC} (Fig. 4D-I, bulk 1); DEGs between WT and *srrm3*^{ΔeMIC} (Fig. 5, bulk 2); List of GO terms for up- and downregulated genes between WT and *srrm3*^{ΔeMIC} (Fig. 5C, bulk 2); DEGs between WT, *srrm3*^{+/ΔeMIC} and *srrm3*^{ΔeMIC} (Fig. S5, bulk 3); PSI comparing exon inclusion between WT, *srrm3*^{+/ΔeMIC} and *srrm3*^{ΔeMIC} (Fig. S5, bulk 3); DEGs between drug-treated WT and *srrm3*^{ΔeMIC} compared to their within-genotype matched controls (Fig. 8, bulk 2).

REFERENCES

1. J. K. Kanwal, E. Coddington, R. Frazer, D. Limbania, G. Turner, K. J. Davila, M. A. Givens, V. Williams, S. R. Datta, S. Wasserman, Internal state: Dynamic, interconnected communication loops distributed across body, brain, and time. *Integr. Comp. Biol.* **61**, 867–886 (2021).
2. L. C. Mayes, A developmental perspective on the regulation of arousal states. *Semin. Perinatol.* **24**, 267–279 (2000).
3. T. W. Robbins, Arousal systems and attentional processes. *Biol. Psychol.* **45**, 57–71 (1997).
4. C. H. Poth, Readiness for perception and action: Towards a more mechanistic understanding of phasic alertness. *J. Cogn.* **8**, 19 (2025).
5. S. J. Lane, M. A. Leão, V. Spielmann, Sleep, sensory integration/processing, and autism: A scoping review. *Front. Psychol.* **13**, 877527 (2022).
6. R. D. Nath, C. N. Bedbrook, M. J. Abrams, T. Basinger, J. S. Bois, D. A. Prober, P. W. Sternberg, V. Gradinaru, L. Goentoro, The jellyfish *Cassiopea* exhibits a sleep-like state. *Curr. Biol.* **27**, 2984–2990.e3 (2017).
7. J. C. Hendricks, S. M. Finn, K. A. Panckeri, J. Chavkin, J. A. Williams, A. Sehgal, A. I. Pack, Rest in *Drosophila* is a sleep-like state. *Neuron* **25**, 129–138 (2000).
8. P. J. Shaw, C. Cirelli, R. J. Greenspan, G. Tononi, Correlates of sleep and waking in *Drosophila melanogaster*. *Science* **287**, 1834–1837 (2000).
9. I. V. Zhdanova, S. Y. Wang, O. U. Leclair, N. P. Danilova, Melatonin promotes sleep-like state in zebrafish. *Brain Res.* **903**, 263–268 (2001).
10. D. A. Prober, J. Rihel, A. A. Onah, R.-J. Sung, A. F. Schier, Hypocretin/orexin overexpression induces an insomnia-like phenotype in zebrafish. *J. Neurosci.* **26**, 13400–13410 (2006).

11. T. Yokogawa, W. Marin, J. Faraco, G. Pézeron, L. Appelbaum, J. Zhang, F. Rosa, P. Mourrain, E. Mignot, Characterization of sleep in zebrafish and insomnia in hypocretin receptor mutants. *PLOS Biol.* **5**, e277 (2007).
12. M. Hirshkowitz, Normal human sleep: An overview. *Med. Clin. North Am.* **88**, 551–565 (2004).
13. P. Peirano, C. Algarín, R. Uauy, Sleep-wake states and their regulatory mechanisms throughout early human development. *J. Pediatr.* **143**, S70–S79 (2003).
14. C. N. Chiu, D. A. Prober, Regulation of zebrafish sleep and arousal states: Current and prospective approaches. *Front. Neural Circuits* **7**, 58 (2013).
15. P. V. Nguyen, N. H. Woo, Regulation of hippocampal synaptic plasticity by cyclic AMP-dependent protein kinases. *Prog. Neurobiol.* **71**, 401–437 (2003).
16. C. C. Y. Leung, Y. H. Wong, Role of G protein-coupled receptors in the regulation of structural plasticity and cognitive function. *Molecules* **22**, 1239 (2017).
17. J. Tapial, K. C. H. Ha, T. Sterne-Weiler, A. Gohr, U. Braunschweig, A. Hermoso-Pulido, M. Quesnel-Vallièrès, J. Permanyer, R. Sodaiei, Y. Marquez, L. Cozzuto, X. Wang, M. Gómez-Velázquez, T. Rayon, M. Manzanares, J. Ponomarenko, B. J. Blencowe, M. Irimia, An atlas of alternative splicing profiles and functional associations reveals new regulatory programs and genes that simultaneously express multiple major isoforms. *Genome Res.* **27**, 1759–1768 (2017).
18. D. Schmucker, J. C. Clemens, H. Shu, C. A. Worby, J. Xiao, M. Muda, J. E. Dixon, S. L. Zipursky, Drosophila Dscam is an axon guidance receptor exhibiting extraordinary molecular diversity. *Cell* **101**, 671–684 (2000).
19. M. Irimia, R. J. Weatheritt, J. D. Ellis, N. N. Parikshak, T. Gonatopoulos-Pournatzis, M. Babor, M. Quesnel-Vallièrès, J. Tapial, B. Raj, D. O’Hanlon, M. Barrios-Rodiles, M. J. E. Sternberg, S. P. Cordes, F. P. Roth, J. L. Wrana, D. H. Geschwind, B. J. Blencowe, A highly

- conserved program of neuronal microexons is misregulated in autistic brains. *Cell* **159**, 1511–1523 (2014).
20. Y. I. Li, L. Sanchez-Pulido, W. Haerty, C. P. Ponting, RBFOX and PTBP1 proteins regulate the alternative splicing of micro-exons in human brain transcripts. *Genome Res.* **25**, 1–13 (2015).
21. A. Torres-Méndez, S. Pop, S. Bonnal, I. Almudi, A. Avola, R. J. V. Roberts, C. Paolantoni, A. Alcaina-Caro, A. Martín-Anduaga, I. U. Haussmann, V. Morin, F. Casares, M. Soller, S. Kadener, J.-Y. Roignant, L. Prieto-Godino, M. Irimia, Parallel evolution of a splicing program controlling neuronal excitability in flies and mammals. *Sci. Adv.* **8**, eabk0445 (2022).
22. T. Gonatopoulos-Pournatzis, M. Wu, U. Braunschweig, J. Roth, H. Han, A. J. Best, B. Raj, M. Aregger, D. O’Hanlon, J. D. Ellis, J. A. Calarco, J. Moffat, A.-C. Gingras, B. J. Blencowe, Genome-wide CRISPR-Cas9 interrogation of splicing networks reveals a mechanism for recognition of autism-misregulated neuronal microexons. *Mol. Cell* **72**, 510–524.e12 (2018).
23. Y. Nakano, S. Wiechert, B. Bánfi, Overlapping activities of two neuronal splicing factors switch the GABA effect from excitatory to inhibitory by regulating REST. *Cell Rep.* **27**, 860–871.e8 (2019).
24. A. Torres-Méndez, S. Bonnal, Y. Marquez, J. Roth, M. Iglesias, J. Permanyer, I. Almudí, D. O’Hanlon, T. Guitart, M. Soller, A.-C. Gingras, F. Gebauer, F. Rentzsch, B. J. Blencowe, J. Valcárcel, M. Irimia, A novel protein domain in an ancestral splicing factor drove the evolution of neural microexons. *Nat. Ecol. Evol.* **3**, 691–701 (2019).
25. M. Quesnel-Vallières, M. Irimia, S. P. Cordes, B. J. Blencowe, Essential roles for the splicing regulator nSR100/SRRM4 during nervous system development. *Genes Dev.* **29**, 746–759 (2015).
26. K. A. Han, T.-H. Yoon, J. Kim, J. Lee, J. Y. Lee, G. Jang, J. W. Um, J. K. Kim, J. Ko, Specification of neural circuit architecture shaped by context-dependent patterned LAR-RPTP microexons. *Nat. Commun.* **15**, 1624 (2024).

27. T. Mackensen, M. Irimia, From tiny exons to big insights: The expanding field of microexons. *Annu. Rev. Genomics Hum. Genet.* **26**, 77–102 (2025).
28. H. Park, Y. Choi, H. Jung, S. Kim, S. Lee, H. Han, H. Kweon, S. Kang, W. S. Sim, F. Koopmans, E. Yang, H. Kim, A. B. Smit, Y. C. Bae, E. Kim, Splice-dependent trans-synaptic PTP δ -IL1RAPL1 interaction regulates synapse formation and non-REM sleep. *EMBO J.* **39**, e104150 (2020).
29. L. Lopez-Blanch, C. Rodríguez-Marin, F. Mantica, L. P. Iñiguez, J. Permanyer, E. M. Kita, T. Mackensen, M. Codina-Tobias, F. Romero-Ferrero, J. Fernandez-Albert, M. Cuadrado, X. R. Bustelo, G. de Polavieja, M. Irimia, Phenotypic impact of individual conserved neuronal microexons and their master regulators in zebrafish. *Elife* **13**, RP104275 (2025).
30. M. Quesnel-Vallières, Z. Dargaei, M. Irimia, T. Gonatopoulos-Pournatzis, J. Y. Ip, M. Wu, T. Sterne-Weiler, S. Nakagawa, M. A. Woodin, B. J. Blencowe, S. P. Cordes, Misregulation of an activity-dependent splicing network as a common mechanism underlying autism spectrum disorders. *Mol. Cell* **64**, 1023–1034 (2016).
31. C. Garcia-Cabau, A. Bartomeu, G. Tesei, K. C. Cheung, J. Pose-Utrilla, S. Picó, A. Balaceanu, B. Duran-Arqué, M. Fernández-Alfara, J. Martín, C. De Pace, L. Ruiz-Pérez, J. García, G. Battaglia, J. J. Lucas, R. Hervás, K. Lindorff-Larsen, R. Méndez, X. Salvatella, Mis-splicing of a neuronal microexon promotes CPEB4 aggregation in ASD. *Nature* **637**, 496–503 (2025).
32. A. Parras, H. Anta, M. Santos-Galindo, V. Swarup, A. Elorza, J. L. Nieto-González, S. Picó, I. H. Hernández, J. I. Díaz-Hernández, E. Belloc, A. Rodolosse, N. N. Parikshak, O. Peñagarikano, R. Fernández-Chacón, M. Irimia, P. Navarro, D. H. Geschwind, R. Méndez, J. J. Lucas, Autism-like phenotype and risk gene mRNA deadenylation by CPEB4 mis-splicing. *Nature* **560**, 441–446 (2018).
33. I. Ollà, A. F. Pardiñas, A. Parras, I. H. Hernández, M. Santos-Galindo, S. Picó, L. F. Callado, A. Elorza, C. Rodríguez-López, G. Fernández-Miranda, E. Belloc, J. T. R. Walters, M. C. O'Donovan, R. Méndez, C. Toma, J. J. Meana, M. J. Owen, J. J. Lucas, Pathogenic mis-splicing of CPEB4 in schizophrenia. *Biol. Psychiatry* **94**, 341–351 (2023).

34. F. Ferrarelli, Sleep abnormalities in schizophrenia: State of the art and next steps. *Am. J. Psychiatry* **178**, 903–913 (2021).
35. J. C. Marques, S. Lackner, R. Félix, M. B. Orger, Structure of the zebrafish locomotor repertoire revealed with unsupervised behavioral clustering. *Curr. Biol.* **28**, 181–195.e5 (2018).
36. T. Mueller, M. F. Wullmann, Anatomy of neurogenesis in the early zebrafish brain. *Brain Res. Dev. Brain Res.* **140**, 137–155 (2003).
37. L. Ciampi, F. Mantica, L. López-Blanch, J. Permanyer, C. Rodríguez-Marín, J. Zang, D. Cianferoni, S. Jiménez-Delgado, S. Bonnal, S. Miravet-Verde, V. Ruprecht, S. C. F. Neuhauss, S. Banfi, S. Carrella, L. Serrano, S. A. Head, M. Irimia, Specialization of the photoreceptor transcriptome by *Srrm3*-dependent microexons is required for outer segment maintenance and vision. *Proc. Natl. Acad. Sci. U.S.A.* **119**, e2117090119 (2022).
38. J. Letelier, L. Buono, M. Almuedo-Castillo, J. Zang, C. Mounieres, S. González-Díaz, R. Polvillo, E. Sanabria-Reinoso, J. Corbacho, A. Sousa-Ortega, R. Díez Del Corral, S. C. F. Neuhauss, J. R. Martínez-Morales, Mutation of *vsx* genes in zebrafish highlights the robustness of the retinal specification network. *Elife* **12**, e85594 (2023).
39. F. Emran, J. Rihel, J. E. Dowling, A behavioral assay to measure responsiveness of zebrafish to changes in light intensities. *J. Vis. Exp.* **20**, 923 (2008).
40. Y.-J. Wang, S.-J. Cai, J.-L. Cui, Y. Chen, X. Tang, Y.-H. Li, Correlation between photoreceptor injury-regeneration and behavior in a zebrafish model. *Neural Regen. Res.* **12**, 795–803 (2017).
41. S. Banerjee, L. E. Ranspach, X. Luo, L. T. Cianciolo, J. Fogerty, B. D. Perkins, R. Thummel, Vision and sensorimotor defects associated with loss of *Vps11* function in a zebrafish model of genetic leukoencephalopathy. *Sci. Rep.* **12**, 3511 (2022).
42. S. C. Baraban, M. R. Taylor, P. A. Castro, H. Baier, Pentylentetrazole induced changes in zebrafish behavior, neural activity and c-fos expression. *Neuroscience* **131**, 759–768 (2005).

43. S. J. Schnörr, P. J. Steenbergen, M. K. Richardson, D. L. Champagne, Measuring thigmotaxis in larval zebrafish. *Behav. Brain Res.* **228**, 367–374 (2012).
44. S. Pintos, T. Lucon-Xiccato, L. M. Vera, C. Bertolucci, Daily rhythms in the behavioural stress response of the zebrafish *Danio rerio*. *Physiol. Behav.* **268**, 114241 (2023).
45. A. H. Groneberg, J. C. Marques, A. L. Martins, R. Diez Del Corral, G. G. de Polavieja, M. B. Orger, Early-life social experience shapes social avoidance reactions in larval zebrafish. *Curr. Biol.* **30**, 4009–4021.e4 (2020).
46. A. S. Andalman, V. M. Burns, M. Lovett-Barron, M. Broxton, B. Poole, S. J. Yang, L. Grosenick, T. N. Lerner, R. Chen, T. Benster, P. Mourrain, M. Levoy, K. Rajan, K. Deisseroth, Neuronal dynamics regulating brain and behavioral state transitions. *Cell* **177**, 970–985.e20 (2019).
47. J. C. Marques, M. Li, D. Schaak, D. N. Robson, J. M. Li, Internal state dynamics shape brainwide activity and foraging behaviour. *Nature* **577**, 239–243 (2020).
48. L. Turrini, M. Sorelli, G. de Vito, C. Credi, N. Tiso, F. Vanzi, F. S. Pavone, Multimodal characterization of seizures in zebrafish larvae. *Biomedicines* **10**, 951 (2022).
49. C. Singh, G. Oikonomou, D. A. Prober, Norepinephrine is required to promote wakefulness and for hypocretin-induced arousal in zebrafish. *Elife* **4**, e07000 (2015).
50. N. Vladimirov, Y. Mu, T. Kawashima, D. V. Bennett, C.-T. Yang, L. L. Looger, P. J. Keller, J. Freeman, M. B. Ahrens, Light-sheet functional imaging in fictively behaving zebrafish. *Nat. Methods* **11**, 883–884 (2014).
51. J. Friedrich, P. Zhou, L. Paninski, Fast online deconvolution of calcium imaging data. *PLOS Comput. Biol.* **13**, e1005423 (2017).
52. T.-W. Chen, T. J. Wardill, Y. Sun, S. R. Pulver, S. L. Renninger, A. Baohan, E. R. Schreiter, R. A. Kerr, M. B. Orger, V. Jayaraman, L. L. Looger, K. Svoboda, D. S. Kim, Ultrasensitive fluorescent proteins for imaging neuronal activity. *Nature* **499**, 295–300 (2013).

53. K. Wang, J. Hinz, Y. Zhang, T. R. Thiele, A. B. Arrenberg, Parallel channels for motion feature extraction in the pretectum and tectum of larval zebrafish. *Cell Rep.* **30**, 442–453.e6 (2020).
54. A. M. Fernandes, D. S. Mearns, J. C. Donovan, J. Larsch, T. O. Helmbrecht, Y. Kölsch, E. Laurell, K. Kawakami, M. Dal Maschio, H. Baier, Neural circuitry for stimulus selection in the zebrafish visual system. *Neuron* **109**, 805–822.e6 (2021).
55. C. C. S. Calhoun, M. E. S. Capps, K. Muya, W. C. Gannaway, V. Martina, C. L. Conklin, M. C. Klein, J. M. Webster, E. G. Torija-Olson, S. B. Thyme, Removal of developmentally regulated microexons has a minimal impact on larval zebrafish brain morphology and function. *eLife* **13**, RP101790 (2025).
56. D. Vecellio Reane, C. Cerqua, S. Sacconi, L. Salviati, E. Trevisson, A. Raffaello, The splicing of the mitochondrial calcium Uniporter genuine activator MICU1 is driven by RBFOX2 splicing factor during myogenic differentiation. *Int. J. Mol. Sci.* **23**, 2517 (2022).
57. R. A. Jain, M. A. Wolman, K. C. Marsden, J. C. Nelson, H. Shoenhard, F. A. Echeverry, C. Szi, H. Bell, J. Skinner, E. N. Cobbs, K. Sawada, A. D. Zamora, A. E. Pereda, M. Granato, A forward genetic screen in zebrafish identifies the G-protein-coupled receptor CaSR as a modulator of sensorimotor decision making. *Curr. Biol.* **28**, 1357–1369.e5 (2018).
58. J. P. Barrios, W.-C. Wang, R. England, E. Reifenberg, A. D. Douglass, Hypothalamic dopamine neurons control sensorimotor behavior by modulating brainstem premotor nuclei in zebrafish. *Curr. Biol.* **30**, 4606–4618.e4 (2020).
59. R. Maggio, M. Scarselli, F. Novi, M. J. Millan, G. U. Corsini, Potent activation of dopamine D₃/D₂ heterodimers by the antiparkinsonian agents, S32504, pramipexole and ropinirole. *J. Neurochem.* **87**, 631–641 (2003).
60. D. Kurko, Z. Kapui, J. Nagy, B. Lendvai, S. Kolok, Analysis of functional selectivity through G protein-dependent and -independent signaling pathways at the adrenergic α_{2C} receptor. *Brain Res. Bull.* **107**, 89–101 (2014).

61. Y. E. Wu, L. Pan, Y. Zuo, X. Li, W. Hong, Detecting activated cell populations using single-cell RNA-seq. *Neuron* **96**, 313–329.e6 (2017).
62. M. Sheng, G. McFadden, M. E. Greenberg, Membrane depolarization and calcium induce c-fos transcription via phosphorylation of transcription factor CREB. *Neuron* **4**, 571–582 (1990).
63. X. Tao, S. Finkbeiner, D. B. Arnold, A. J. Shaywitz, M. E. Greenberg, Ca^{2+} influx regulates BDNF transcription by a CREB family transcription factor-dependent mechanism. *Neuron* **20**, 709–726 (1998).
64. E. Benito, L. M. Valor, M. Jimenez-Minchan, W. Huber, A. Barco, cAMP response element-binding protein is a primary hub of activity-driven neuronal gene expression. *J. Neurosci.* **31**, 18237–18250 (2011).
65. Y. Furukawa-Hibi, J. Yun, T. Nagai, K. Yamada, Transcriptional suppression of the neuronal PAS domain 4 (Npas4) gene by stress via the binding of agonist-bound glucocorticoid receptor to its promoter. *J. Neurochem.* **123**, 866–875 (2012).
66. J. B. Calais, S. S. Valvassori, W. R. Resende, G. Feier, M. C. P. Athié, S. Ribeiro, W. F. Gattaz, J. Quevedo, E. B. Ojopi, Long-term decrease in immediate early gene expression after electroconvulsive seizures. *J. Neural Transm. (Vienna)* **120**, 259–266 (2013).
67. R. Sasson, E. Rimon, A. Dantes, T. Cohen, V. Shinder, A. Land-Bracha, A. Amsterdam, Gonadotrophin-induced gene regulation in human granulosa cells obtained from IVF patients. Modulation of steroidogenic genes, cytoskeletal genes and genes coding for apoptotic signalling and protein kinases. *Mol. Hum. Reprod.* **10**, 299–311 (2004).
68. G. W. Reiersen, C. A. Mastronardi, J. Licinio, M.-L. Wong, Chronic imipramine downregulates cyclic AMP signaling in rat hippocampus. *Neuroreport* **20**, 307–311 (2009).
69. P. R. Lundegaard, C. Anastasaki, N. J. Grant, R. R. Sillito, J. Zich, Z. Zeng, K. Paranthaman, A. P. Larsen, J. D. Armstrong, D. J. Porteous, E. E. Patton, MEK inhibitors reverse cAMP-mediated anxiety in zebrafish. *Chem. Biol.* **22**, 1335–1346 (2015).

70. J. Vandamme, D. Castermans, J. M. Thevelein, Molecular mechanisms of feedback inhibition of protein kinase A on intracellular cAMP accumulation. *Cell. Signal.* **24**, 1610–1618 (2012).
71. M. M. Reimer, A. Norris, J. Ohnmacht, R. Patani, Z. Zhong, T. B. Dias, V. Kuscha, A. L. Scott, Y.-C. Chen, S. Rozov, S. L. Frazer, C. Wyatt, S.-I. Higashijima, E. E. Patton, P. Panula, S. Chandran, T. Becker, C. G. Becker, Dopamine from the brain promotes spinal motor neuron generation during development and adult regeneration. *Dev. Cell* **25**, 478–491 (2013).
72. J. Fernandez-Albert, M. Lipinski, M. T. Lopez-Cascales, M. J. Rowley, A. M. Martin-Gonzalez, B. Del Blanco, V. G. Corces, A. Barco, Immediate and deferred epigenomic signatures of in vivo neuronal activation in mouse hippocampus. *Nat. Neurosci.* **22**, 1718–1730 (2019).
73. A. Steven, M. Friedrich, P. Jank, N. Heimer, J. Budczies, C. Denkert, B. Seliger, What turns CREB on? And off? And why does it matter? *Cell. Mol. Life Sci.* **77**, 4049–4067 (2020).
74. Z. Wu, M. Nicoll, R. J. Ingham, AP-1 family transcription factors: A diverse family of proteins that regulate varied cellular activities in classical hodgkin lymphoma and ALK+ ALCL. *Exp. Hematol. Oncol.* **10**, 4 (2021).
75. T. M. Reed, D. R. Repaske, G. L. Snyder, P. Greengard, C. V. Vorhees, Phosphodiesterase 1B knock-out mice exhibit exaggerated locomotor hyperactivity and DARPP-32 phosphorylation in response to dopamine agonists and display impaired spatial learning. *J. Neurosci.* **22**, 5188–5197 (2002).
76. L. Yang, L.-J. Shi, J. Yu, Y.-Q. Zhang, Activation of protein kinase A in the amygdala modulates anxiety-like behaviors in social defeat exposed mice. *Mol. Brain* **9**, 3 (2016).
77. D. Chen, J. Wang, J. Cao, G. Zhu, cAMP-PKA signaling pathway and anxiety: Where do we go next? *Cell. Signal.* **122**, 111311 (2024).
78. M. Sheng, M. E. Greenberg, The regulation and function of c-fos and other immediate early genes in the nervous system. *Neuron* **4**, 477–485 (1990).

79. L. F. Michael, H. Asahara, A. I. Shulman, W. L. Kraus, M. Montminy, The phosphorylation status of a cyclic AMP-responsive activator is modulated via a chromatin-dependent mechanism. *Mol. Cell. Biol.* **20**, 1596–1603 (2000).
80. J. R. Casanova, M. Nishimura, J. W. Swann, The effects of early-life seizures on hippocampal dendrite development and later-life learning and memory. *Brain Res. Bull.* **103**, 39–48 (2014).
81. C. E. Vásquez, R. Riener, E. Reynolds, G. B. Britton, NMDA receptor dysregulation in chronic state: A possible mechanism underlying depression with BDNF downregulation. *Neurochem. Int.* **79**, 88–97 (2014).
82. C. M. Atkins, M. C. Falo, O. F. Alonso, H. M. Bramlett, W. D. Dietrich, Deficits in ERK and CREB activation in the hippocampus after traumatic brain injury. *Neurosci. Lett.* **459**, 52–56 (2009).
83. H. Bito, K. Deisseroth, R. W. Tsien, CREB phosphorylation and dephosphorylation: A Ca^{2+} - and stimulus duration-dependent switch for hippocampal gene expression. *Cell* **87**, 1203–1214 (1996).
84. H. Wang, J. Xu, P. Lazarovici, R. Quirion, W. Zheng, cAMP response element-binding protein (CREB): A possible signaling molecule link in the pathophysiology of schizophrenia. *Front. Mol. Neurosci.* **11**, 255 (2018).
85. N. Sugo, Y. Atsumi, N. Yamamoto, Transcription and epigenetic factor dynamics in neuronal activity-dependent gene regulation. *Trends Genet.* **41**, 425–436 (2025).
86. F. Mantica, M. Irimia, Gene duplication and alternative splicing as evolutionary drivers of proteome specialization. *Bioessays* **47**, e202400202 (2025).
87. A. C. Emery, M. V. Eiden, T. Mustafa, L. E. Eiden, Rapgef2 connects GPCR-mediated cAMP signals to ERK activation in neuronal and endocrine cells. *Sci. Signal.* **6**, ra51 (2013).

88. S. T. Wong, J. Athos, X. A. Figueroa, V. V. Pineda, M. L. Schaefer, C. C. Chavkin, L. J. Muglia, D. R. Storm, Calcium-stimulated adenylyl cyclase activity is critical for hippocampus-dependent long-term memory and late phase LTP. *Neuron* **23**, 787–798 (1999).
89. N. T. Hofer, A. Pinggera, Y. V. Nikonishyna, P. Tuluc, E. M. Fritz, G. J. Obermair, J. Striessnig, Stabilization of negative activation voltages of Cav1.3 L-Type Ca^{2+} -channels by alternative splicing. *Channels (Austin)* **15**, 38–52 (2021).
90. M. Srinivasan, C. F. Edman, H. Schulman, Alternative splicing introduces a nuclear localization signal that targets multifunctional CaM kinase to the nucleus. *J. Cell Biol.* **126**, 839–852 (1994).
91. J. Juan-Mateu, S. Bajew, M. Miret-Cuesta, L. P. Íñiguez, A. Lopez-Pascual, S. Bonnal, G. Atla, S. Bonàs-Guarch, J. Ferrer, J. Valcárcel, M. Irimia, Pancreatic microexons regulate islet function and glucose homeostasis. *Nat. Metab.* **5**, 219–236 (2023).
92. J. F. García-Moreno, L. Romão, Perspective in alternative splicing coupled to nonsense-mediated mRNA decay. *Int. J. Mol. Sci.* **21**, 9424 (2020).
93. Y. Li, P. Zhang, T.-Y. Choi, S. K. Park, H. Park, E.-J. Lee, D. Lee, J. D. Roh, W. Mah, R. Kim, Y. Kim, H. Kwon, Y. C. Bae, S.-Y. Choi, A. M. Craig, E. Kim, Splicing-dependent trans-synaptic SALM3-LAR-RPTP interactions regulate excitatory synapse development and locomotion. *Cell Rep.* **12**, 1618–1630 (2015).
94. M. Toutant, J. M. Studler, F. Burgaya, A. Costa, P. Ezan, M. Gelman, J. A. Girault, Autophosphorylation of Tyr397 and its phosphorylation by Src-family kinases are altered in focal-adhesion-kinase neuronal isoforms. *Biochem. J.* **348**, 119–128 (2000).
95. C. Griffin, K. Coppenrath, D. Khan, Z. Lin, M. Horb, J.-P. Saint-Jeannet, Deletion of *sf3b4* causes splicing defects and gene dysregulation that disrupt craniofacial development and survival. *Dis. Model. Mech.* **18**, dmm052169 (2025).

96. L. Zixuan, P. Wenling, D. Xueling, H. Qing, Z. Zeping, S. Yaxuan, Role of the cAMP-PKA-CREB pathway in depression: Mechanisms and therapeutic implications. *Brain Res.* **1865**, 149895 (2025).
97. A. Martinez-Pizarro, S. Picó, M. Álvarez, J. Pose-Utrilla, L. L. Holm, T. K. Doktor, B. S. Andresen, J. J. Lucas, L. R. Desviat, Oligonucleotides targeting the 3' splice site downstream of a microexon as an innovative therapy for autism. *NAR Mol. Med.* **2**, ugaf035 (2025).
98. M. Potiri, C. Moschou, Z. Erpapazoglou, G. Rouni, A. Kotsoni, M. Andreadou, M. Dragolia, V. Ntasis, J. Schrader, J. Juan-Mateu, V. Kostourou, S. G. Dedos, M. E. Rogalska, P. Kafasla, A neural alternative splicing program controls cellular function and growth in Pancreatic Neuroendocrine tumours. bioRxiv 2024.06.13.598849 [Preprint] (2024). <https://doi.org/10.1101/2024.06.13.598849>.
99. A. J. Best, U. Braunschweig, M. Wu, S. Farhangmehr, A. Pasculescu, J. J. Lim, L. C. Comsa, M. Jen, J. Wang, A. Datti, J. L. Wrana, S. P. Cordes, R. Al-Awar, H. Han, B. J. Blencowe, High-throughput sensitive screening of small molecule modulators of microexon alternative splicing using dual Nano and Firefly luciferase reporters. *Nat. Commun.* **15**, 6328 (2024).
100. C. Kosuta, K. Daniel, D. L. Johnstone, K. Mongeon, K. Ban, S. LeBlanc, S. MacLeod, K. Et-Tahiry, M. Ekker, A. MacKenzie, I. Pena, High-throughput DNA extraction and genotyping of 3dpf zebrafish larvae by fin clipping. *J. Vis. Exp.* **136**, 58024 (2018).
101. F. Kroll, J. Donnelly, G. G. Özcan, E. Mackay, J. Rihel, Behavioural pharmacology predicts disrupted signalling pathways and candidate therapeutics from zebrafish mutants of Alzheimer's disease risk genes. *Elife* **13**, RP96839 (2025).
102. C. Pantoja, A. Hoagland, E. C. Carroll, V. Karalis, A. Conner, E. Y. Isacoff, Neuromodulatory regulation of behavioral individuality in zebrafish. *Neuron* **91**, 587–601 (2016).
103. J. M. Wooldridge, *Introductory Econometrics: A Modern Approach* (Cengage Learning, ed. 6, 2016).

104. P. Antinucci, M. Folgueira, I. H. Bianco, Pretectal neurons control hunting behaviour. *Elife* **8**, e48114 (2019).
105. I. H. Bianco, F. Engert, Visuomotor transformations underlying hunting behavior in zebrafish. *Curr. Biol.* **25**, 831–846 (2015).
106. B. Raj, D. E. Wagner, A. McKenna, S. Pandey, A. M. Klein, J. Shendure, J. A. Gagnon, A. F. Schier, Simultaneous single-cell profiling of lineages and cell types in the vertebrate brain. *Nat. Biotechnol.* **36**, 442–450 (2018).
107. B. Raj, J. A. Farrell, J. Liu, J. El Kholtei, A. N. Carte, J. Navajas Acedo, L. Y. Du, A. McKenna, Đ. Relić, J. M. Leslie, A. F. Schier, Emergence of neuronal diversity during vertebrate brain development. *Neuron* **108**, 1058–1074.e6 (2020).
108. H. M. T. Choi, M. Schwarzkopf, M. E. Fornace, A. Acharya, G. Artavanis, J. Stegmaier, A. Cunha, N. A. Pierce, Third-generation in situ hybridization chain reaction: Multiplexed, quantitative, sensitive, versatile, robust. *Development* **145**, dev165753 (2018).
109. H. S. Bruce, G. Jerz, S. Kelly, J. McCarthy, A. Pomerantz, G. Senevirathne, A. Sherrard, D. A. Sun, C. Wolff, N. H. Patel, “Hybridization chain reaction (HCR) in situ protocol” (2021).
110. O. Randlett, C. L. Wee, E. A. Naumann, O. Nnaemeka, D. Schoppik, J. E. Fitzgerald, R. Portugues, A. M. B. Lacoste, C. Riegler, F. Engert, A. F. Schier, Whole-brain activity mapping onto a zebrafish brain atlas. *Nat. Methods* **12**, 1039–1046 (2015).
111. J. J. Woods, J. J. Wilson, Inhibitors of the mitochondrial calcium uniporter for the treatment of disease. *Curr. Opin. Chem. Biol.* **55**, 9–18 (2020).
112. J. D. Buenrostro, P. G. Giresi, L. C. Zaba, H. Y. Chang, W. J. Greenleaf, Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat. Methods* **10**, 1213–1218 (2013).
113. H. Zhuang, H. Wang, Z. Ji, findPC: An R package to automatically select the number of principal components in single-cell analysis. *Bioinformatics* **38**, 2949–2951 (2022).

114. H. C. Park, C. H. Kim, Y. K. Bae, S. Y. Yeo, S. H. Kim, S. K. Hong, J. Shin, K. W. Yoo, M. Hibi, T. Hirano, N. Miki, A. B. Chitnis, T. L. Huh, Analysis of upstream elements in the HuC promoter leads to the establishment of transgenic zebrafish with fluorescent neurons. *Dev. Biol.* **227**, 279–293 (2000).
115. J. A. Lister, C. P. Robertson, T. Lepage, S. L. Johnson, D. W. Raible, nacre encodes a zebrafish microphthalmia-related protein that regulates neural-crest-derived pigment cell fate. *Development* **126**, 3757–3767 (1999).
116. B. V. North, D. Curtis, P. C. Sham, A note on the calculation of empirical P values from Monte Carlo procedures. *Am. J. Hum. Genet.* **71**, 439–441 (2002).
117. B. Phipson, G. K. Smyth, Permutation P-values should never be zero: Calculating exact P-values when permutations are randomly drawn. *Stat. Appl. Genet. Mol. Biol.* **9**, Article39 (2010).
118. H. Fotowat, F. Engert, Neural circuits underlying habituation of visually evoked escape behaviors in larval zebrafish. *Elife* **12**, e82916 (2023).
119. J. Rihel, D. A. Prober, A. Arvanites, K. Lam, S. Zimmerman, S. Jang, S. J. Haggarty, D. Kokel, L. L. Rubin, R. T. Peterson, A. F. Schier, Zebrafish behavioral profiling links drugs to biological targets and rest/wake regulation. *Science* **327**, 348–351 (2010).
120. L. Sheets, D. G. Ransom, E. M. Mellgren, S. L. Johnson, B. J. Schnapp, Zebrafish melanophilin facilitates melanosome dispersion by regulating dynein. *Curr. Biol.* **17**, 1721–1734 (2007).
121. B. B. Avants, N. J. Tustison, G. Song, P. A. Cook, A. Klein, J. C. Gee, A reproducible evaluation of ANTs similarity metric performance in brain image registration. *Neuroimage* **54**, 2033–2044 (2011).
122. T. Kawashima, M. F. Zwart, C.-T. Yang, B. D. Mensh, M. B. Ahrens, The serotonergic system tracks the outcomes of actions to mediate short-term motor learning. *Cell* **167**, 933–946.e20 (2016).

123. G. D. Marquart, K. M. Tabor, M. Brown, J. L. Strykowski, G. K. Varshney, M. C. LaFave, T. Mueller, S. M. Burgess, S.-I. Higashijima, H. A. Burgess, A 3D searchable database of transgenic zebrafish Gal4 and Cre lines for functional neuroanatomy studies. *Front. Neural Circuits* **9**, 78 (2015).
124. G. D. Marquart, K. M. Tabor, E. J. Horstick, M. Brown, A. K. Geoca, N. F. Polys, D. D. Nogare, H. A. Burgess, High-precision registration between zebrafish brain atlases using symmetric diffeomorphic normalization. *Gigascience* **6**, 1–15 (2017).
125. B. Phipson, C. B. Sim, E. R. Porrello, A. W. Hewitt, J. Powell, A. Oshlack, Propeller: Testing for differences in cell type proportions in single cell data. *Bioinformatics* **38**, 4720–4726 (2022).
126. G. C. Linderman, J. Zhao, M. Roulis, P. Bielecki, R. A. Flavell, B. Nadler, Y. Kluger, Zero-preserving imputation of single-cell RNA-seq data. *Nat. Commun.* **13**, 192 (2022).
127. T. Wu, E. Hu, S. Xu, M. Chen, P. Guo, Z. Dai, T. Feng, L. Zhou, W. Tang, L. Zhan, X. Fu, S. Liu, X. Bo, G. Yu, clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb.)* **2**, 100141 (2021).
128. I. Shainer, E. Kuehn, E. Laurell, M. Al Kassar, N. Mokayes, S. Sherman, J. Larsch, M. Kunst, H. Baier, A single-cell resolution gene expression atlas of the larval zebrafish brain. *Sci. Adv.* **9**, eade9909 (2023).
129. T. Stuart, A. Butler, P. Hoffman, C. Hafemeister, E. Papalexi, W. M. Mauck III, Y. Hao, M. Stoeckius, P. Smibert, R. Satija, Comprehensive integration of single-cell data. *Cell* **177**, 1888–1902.e21 (2019).
130. R. Patro, G. Duggal, M. I. Love, R. A. Irizarry, C. Kingsford, Salmon provides fast and bias-aware quantification of transcript expression. *Nat. Methods* **14**, 417–419 (2017).
131. C. Soneson, M. I. Love, M. D. Robinson, Differential analyses for RNA-seq: Transcript-level estimates improve gene-level inferences. *F1000Res.* **4**, 1521 (2015).

132. M. E. Ritchie, B. Phipson, D. Wu, Y. Hu, C. W. Law, W. Shi, G. K. Smyth, limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.* **43**, e47 (2015).
133. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
134. P. Langfelder, S. Horvath, WGCNA: An R package for weighted correlation network analysis. *BMC Bioinformatics* **9**, 559 (2008).
135. A. Franceschini, D. Szklarczyk, S. Frankild, M. Kuhn, M. Simonovic, A. Roth, J. Lin, P. Minguez, P. Bork, C. von Mering, L. J. Jensen, STRING v9.1: Protein-protein interaction networks, with increased coverage and integration. *Nucleic Acids Res.* **41**, D808–D815 (2013).
136. P. W. Harrison, M. R. Amode, O. Austine-Orimoloye, A. G. Azov, M. Barba, I. Barnes, A. Becker, R. Bennett, A. Berry, J. Bhai, S. K. Bhurji, S. Boddu, P. R. Branco Lins, L. Brooks, S. B. Ramaraju, L. I. Campbell, M. C. Martinez, M. Charkhchi, K. Chougule, A. Cockburn, C. Davidson, N. H. De Silva, K. Dodiya, S. Donaldson, B. El Houdaigui, T. E. Naboulsi, R. Fatima, C. G. Giron, T. Genez, D. Grigoriadis, G. S. Ghattaoraya, J. G. Martinez, T. A. Gurbich, M. Hardy, Z. Hollis, T. Hourlier, T. Hunt, M. Kay, V. Kaykala, T. Le, D. Lemos, D. Lodha, D. Marques-Coelho, G. Maslen, G. A. Merino, L. P. Mirabueno, A. Mushtaq, S. N. Hossain, D. N. Ogeh, M. P. Sakthivel, A. Parker, M. Perry, I. Piližota, D. Poppleton, I. Prosovetskaia, S. Raj, J. G. Pérez-Silva, A. I. A. Salam, S. Saraf, N. Saraiva-Agostinho, D. Sheppard, S. Sinha, B. Sipos, V. Sitnik, W. Stark, E. Steed, M.-M. Suner, L. Surapaneni, K. Sutinen, F. F. Tricomi, D. Urbina-Gómez, A. Veidenberg, T. A. Walsh, D. Ware, E. Wass, N. L. Willhoft, J. Allen, J. Alvarez-Jarreta, M. Chakiachvili, B. Flint, S. Giorgetti, L. Haggerty, G. R. Ilesley, J. Keatley, J. E. Loveland, B. Moore, J. M. Mudge, G. Naamati, J. Tate, S. J. Trevanion, A. Winterbottom, A. Frankish, S. E. Hunt, F. Cunningham, S. Dyer, R. D. Finn, F. J. Martin, A. D. Yates, Ensembl 2024. *Nucleic Acids Res.* **52**, D891–D899 (2024).
137. M. Ascensão-Ferreira, R. Martins-Silva, N. Saraiva-Agostinho, N. L. Barbosa-Morais, betAS: Intuitive analysis and visualization of differential alternative splicing using beta distributions. *RNA* **30**, 337–353 (2024).

138. S. B. Thyme, L. M. Pieper, E. H. Li, S. Pandey, Y. Wang, N. S. Morris, C. Sha, J. W. Choi, K. J. Herrera, E. R. Soucy, S. Zimmerman, O. Randlett, J. Greenwood, S. A. McCarroll, A. F. Schier, Phenotypic landscape of schizophrenia-associated genes defines candidates and their shared functions. *Cell* **177**, 478–491.e20 (2019).
139. T. Rohlfing, User guide to the computational morphometry toolkit (The Insight Journal, 2011); <https://doi.org/10.54294/ttdjo3>.
140. P.-S. Liao, T.-S. Chen, P. Chung, A fast algorithm for multilevel thresholding. *J. Inf. Sci. Eng.* **17**, 713–727 (2001).
141. A. M. Bolger, M. Lohse, B. Usadel, Trimmomatic: A flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114–2120 (2014).
142. H. Li, Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. arXiv:1303.3997 [q-bio.GN] (2013).
143. H. Li, B. Handsaker, A. Wysoker, T. Fennell, J. Ruan, N. Homer, G. Marth, G. Abecasis, R. Durbin, 1000 Genome Project Data Processing Subgroup, The sequence alignment/map format and SAMtools. *Bioinformatics* **25**, 2078–2079 (2009).
144. F. Ramírez, D. P. Ryan, B. Grüning, V. Bhardwaj, F. Kilpert, A. S. Richter, S. Heyne, F. Dündar, T. Manke, deepTools2: A next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* **44**, W160–W165 (2016).
145. Y. Zhang, T. Liu, C. A. Meyer, J. Eeckhoute, D. S. Johnson, B. E. Bernstein, C. Nusbaum, R. M. Myers, M. Brown, W. Li, X. S. Liu, Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* **9**, R137 (2008).
146. Y. Liao, G. K. Smyth, W. Shi, featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923–930 (2014).
147. M. Bentsen, P. Goymann, H. Schultheis, K. Klee, A. Petrova, R. Wiegandt, A. Fust, J. Preussner, C. Kuenne, T. Braun, J. Kim, M. Looso, ATAC-seq footprinting unravels kinetics

of transcription factor binding during zygotic genome activation. *Nat. Commun.* **11**, 4267 (2020).

How the deposited data were processed for this re-analysis (not part of the article)

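The authors deposited estimated counts per gene for the 3 bulk RNA sets, made with Salmon 1.5.1 on the GRCz10 transcriptome with a minimum match length of 25 and summed per gene with tximport. They deposited UMI counts per gene and barcode for the single cells, made with Cell Ranger 6.1.2, and ATAC-seq counts per peak, made with Trimmomatic 0.39, BWA 0.7.18 on GRCz10, SAMtools 1.21, MACS3 3.0.2 and featureCounts 2.0.8. Everything below starts from those counts.

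Bulk and summed single-cell counts were rounded and tested with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization) in R 4.3.3, with the clutch, experiment or replicate number as a block. Genes with a mean above 10 counts and a mean above 1 CPM in at least 1 group were tested, and genes under a Benjamini-Hochberg adjusted p of 0.05 were called, with no threshold on the fold change. A standard error is the size of the log2 fold change divided by the square root of its F. Alternatives used DESeq2 1.42.0 (Wald test), limma 3.58.1 on variance-stabilized counts with the clutch removed beforehand, DESeq2's size factors, filterByExpr, no filter, and each library or clutch left out. Gene lists (38) were fixed before the data were examined, as were the comparisons, the filters and the first set of alternatives, and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Camera's adjusted p is over the lists of a comparison.

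The libraries' pairing was checked on what remains after genotype means are removed: the 2 libraries of a 5 dpf experiment correlated at 0.69, those of a 6 dpf clutch in DMSO at 0.37 to 0.69 (mean 0.51, against −0.073 for other pairs) and those of an untreated clutch at 0.53 to 0.68. For the ATAC-seq pairs the value was 0.079.

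Genes were named by a rule: *srrm3*, every gene the paper names for a comparison, the 10 highest and 10 lowest called genes that moved the same way in every clutch, and up to 4 called members of each list by smallest p, or the member of smallest p. An item that this rule would name is not reported here. The values in the paper's own tables had been seen when the rule was written. Gene names come from the single-cell feature table and the paper's tables; the neighbors of *srrm3* come from the GRCz12tu annotation, and copies of a gene may share reads.

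Single cells were processed with Seurat 5.3.0 (SCTransform, 16 components, 30 neighbors, resolution 0.6) and scrublet in scanpy 1.11.5. Shares of cells were tested with limma on logit values. Principal components were taken from variance-stabilized counts of the 5000 most variable genes. Before this, limma removed the clutch with the groups of genotype and treatment kept. Scores were compared with 100,000 permutations. Figures were drawn with matplotlib 3.10.9. Splicing of single exons, motif occupancy and behavior were not analysed here.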

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

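Of the tests below, those of the digestive enzyme genes were chosen after the result was seen.

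In untreated heterozygotes, pancreas and liver genes, which the paper does not discuss, had a mean log2 fold change of −2.66. The 11 called digestive enzyme genes averaged −3.60 in heterozygotes (−4.11 to −2.89) and 0.49 in mutants, which argues against a loss of *srrm3* function in proportion to the mutant copies. Their mean log2 CPM was 3.82 and 4.32 in WT, 0.80 and 0.16 in heterozygotes and 4.1 and 4.98 in mutants, and it varied between 9 WT DMSO libraries from 0.59 to 5.59 (SD 1.71). RNA of pancreas cells in amounts that vary between libraries may explain the difference, as a hypothesis, although neurons had been sorted. No other biological explanation was tested.

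Immediate early genes moved in different directions between experiments, with 3 called higher at 5 dpf and a lower mean at 6 dpf, and heat shock genes, which the paper does not discuss, had a mean log2 fold change of 0.21 at 5 dpf. At 5 dpf the batch given in the labels coincides with genotype, so the 2 cannot be told apart there. In the single cells at 6 dpf camera set the immediate early list higher in 6 of 17 clusters and lower in 1 (0 with an estimated correlation, lowest adjusted p = 0.98), and its mean was positive in 15 clusters in replicate pair 1 and in 3 in pair 2. Stress of cell dissociation that differs between paired libraries may contribute: over 8 clutches the 2 lists' differences correlated at r = 0.93 (95% confidence interval 0.67 to 0.99). The share of DMSO differed between these clutches too, from 0.0075% in H and J to 0.1% in C, D and F. Its part was not tested and cannot be told apart from such stress. The share of live cells in the suspension, known for 7 pairs, cannot be told apart from no relation (r = 0.056, exact permutation p = 0.93, adjusted p = 0.93; Spearman rho = 0.11, exact permutation p = 0.83; r = −0.32 without the 2 farthest pairs), because 7 pairs leave an interval of −0.73 to 0.78. A change of activity in the larvae would move both lists only if heat shock genes follow activity, and this stays open.

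Genes near *srrm3* changed in the mutant at 6 dpf more often than other genes: 35.0% of the 100 nearest tested genes had an unadjusted p under 0.05 in edgeR, against 11.0% of the others, and 0 of 134 other neighborhoods reached that share (highest 23.0%). In untreated mutants the share was 23.0% and 100% of the other neighborhoods lay lower (highest 22.0%), at 5 dpf it was 10.0% (96.2% lower), and in heterozygotes 3.00%, the median of other neighborhoods. Sequence differences linked to the *srrm3* locus may explain this, and an effect of the mutation on its neighbors stays open. For the called genes as a whole the locus decides little, since 3 of the 100 nearest genes were called (*pigw* 0.67, *ciz1a* −0.82 and *surf2* −0.28; 0.695 would be by chance, Fisher's exact test p = 0.034) and 102 of the other 14,667 placed genes were called.

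Of 124 groups of libraries examined for a sample far from the others, 7 held one, where chance marks about 5%. The mutant library of clutch E stood apart for *DNM3 (2 of 2)* (4.74 log2 CPM, others 5.70 to 6.47), *SNAP91 (1 of 2)* (6.80, others 7.54 to 8.17), *snap91* (7.31, others 7.70 to 8.05) and *PHF21B* (7.93, others 7.24 to 7.56), and the mutant library of clutch A for *adcy6b* (4.98, others 5.25 to 5.46). The WT library of clutch I was low for calcium channels (4.41, others 4.67 to 4.90) and *fstl4* (3.17, others 3.59 to 3.98), and it is not among the 8 pairs.

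The response to SQ22536 differed between genotypes for 1 gene by edgeR's interaction test (1935 at an unadjusted p under 0.05), and the mean response of immediate early genes was higher by 0.27 in the mutant than in WT (camera adjusted p = 1.6e-05, adjusted p = 0.48 with an estimated correlation; 0 of 74 genes past the interaction test, 0 also adjusted over the list alone). Oligodendrocyte genes (−0.18) and oligodendrocyte precursor genes (−0.23; 1 of 11 lower and 0 higher, 7 and 0 adjusted over the list alone; camera adjusted p = 4.4e-09, adjusted p = 0.11 with an estimated correlation), which the paper does not discuss, were lower on average in the mutant at 6 dpf.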

How the results depend on the processing

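The fits that leave a library out at 5 dpf, in untreated larvae and in the single cells, the forskolin value of −0.172, the correlations without a copy of *socs3a* and the components without pancreas and liver genes or their level were chosen after seeing the data. Over 31 summary results, 305 alternatives gave 203 values with the same direction and call, 16 weaker, 5 stronger, 71 moved and 10 reversed, and the cause was not tested; for 159 named genes, 1882 alternatives gave 1510, 332 weaker, 25 stronger and 15 reversed. Without the replicate block the counts of genes were 0 at 5 dpf (0 also with any library left out), 37 at 6 dpf (39 with all 17 DMSO libraries), 2 in untreated mutants, 0 in heterozygotes, 431 and 592 for SQ22536 in WT and mutant, 0 for its interaction, 0.2 on average for the other drugs, 0 in pooled neurons and 0 ATAC-seq peaks. DESeq2's Wald test gave 302 at 6 dpf, 201 in untreated mutants, 36 in heterozygotes, 44 for the interaction, 14 for the other drugs, 5 in pooled neurons and 0 peaks. limma on variance-stabilized counts gave 2096 at 6 dpf, 4685 and 4501 for SQ22536, 260 for the interaction and 212.8 for the other drugs, and on unchanged genes of simulated counts it made 471 calls where DESeq2 on the same counts made 23. That setting removes the clutch with limma and not as the paper did, so the 471 calls do not measure the paper's pipeline. The NextSeq clutches alone gave 48 genes at 6 dpf, and only the clutches that hold the drug 218 and 151 for SQ22536, 0 for its interaction and 1.5 for the other drugs. With no low-count filter, the interaction had 0 genes (0 with filterByExpr), the other drugs 0.1, genes called in both untreated genotypes 1 (*rbp4l*), the immediate early list with SQ22536 in WT −0.0318 and its correlation in the mutant −0.567. With libraries left out, counts ran from 371 to 1090 for SQ22536 in WT, 312 to 1500 in the mutant, 0 to 269 for the interaction, 2.7 to 3.6 for the other drugs, 64 to 351 in untreated mutants, 32 to 129 in heterozygotes and 3 to 33 in both. Without the block, peaks were 9, 7, 9630 and 1 without WT 1, WT 2, mutant 1 and mutant 2, pooled neurons had 0, 5, 47 and 22 genes, and 1, 17, 7 and 0 clusters had a higher microexon list. With an estimated correlation the lists of adenylyl cyclases (−0.0921), immediate early genes (−0.129), phosphodiesterases (−0.0937) and endocytosis (−0.0933) at 6 dpf, and immediate early genes with SQ22536 in the mutant (0.275), forskolin (−0.226) and rolipram (−0.169) in WT, lost their camera call, as did the microexon list in every cluster (0). In one fit of all 41 libraries adenylyl cyclases were at −0.0829 and calcium channels at 0.0291. With a clutch left out at 6 dpf, adenylyl cyclases ran from −0.120 to −0.0783, calcium channels from 0.00140 to 0.0277 and immediate early genes from −0.210 to −0.0166; with a drug replicate left out immediate early genes ran from −0.138 to 0.137 for SQ22536 in WT, −0.156 to −0.0235 for PTZ (−0.0193 with no block) and −0.314 to −0.0754 for rolipram. The forskolin correlation was −0.107 and −0.172 with other clutches, −0.0843 with no block and −0.564 to 0.405 with a replicate left out, and that of SQ22536 in the mutant 0.0162 with no block. Without a copy of *socs3a* they were 0.251 and −0.182, and that of rolipram 0.258. PC3 separated the drug classes by 1.92 with 1000 genes, and PC2 the genotypes by 0.481 with the clutch not removed and 1.28 on log2 CPM. These components were computed anew and need not be the same axes. Among genes, the reversed values at 5 dpf without the block were *ppfia4* −0.15, *dnajb1b* −0.71 and −0.050, *hsp70.3* −0.12 and *srrm3* 0.13 and 2.07; with SQ22536 in WT *bdnf* 0.37 (no block), 0.33 (drug clutches) and 0.34 (without replicate 2; −0.448 without replicate 1), *fosab* 0.038, 0.042 and 0.0034 (−0.340 without replicate 1) and *junba* 0.16 (drug clutches), and in the mutant *fosab* −0.075 and *junba* −0.11 (drug clutches). The block changed no other call of a summary result. With the block, leaving out a library at 5 dpf leaves no residual degrees of freedom, so no such value is given, and the motif alternatives of ATAC-seq were not run.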

Differences from the paper's values

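Below, a count or p is called within the paper's where neither is more than 1.5 times the other, and a log2 fold change where it differs by no more than edgeR's standard error times the square root of the number of clutches. The paper gives 363 genes changed in the mutant at 6 dpf, 184 higher and 179 lower, against 126, 79 and 47 here. Of the alternatives set before the data were examined, DESeq2's Wald test falls within the paper's (302, 162 and 140), and the others do not. For SQ22536 the paper gives 3829 genes in WT and 3619 in the mutant, at its stated threshold of P under 0.05, against 1685 and 1445 here at an adjusted p under 0.05 by edgeR. Here limma on variance-stabilized counts gives 4685 and 4501 at an adjusted p under 0.05, the only planned setting within the paper's at that threshold. It removes the clutch with limma, where the paper's methods name WGCNA, and at 6 dpf it gives 2096 genes, so it is not the paper's pipeline. At an unadjusted p under 0.05 edgeR gives 4323 and 4145, within the paper's, as do the other settings (2643 to 4472 and 2463 to 4501) except limma (6908 and 6747). The paper's mean over the other drugs is 17 genes and its largest 109, against 0 and 0 here (676 to 1650 at an unadjusted p under 0.05 by edgeR); DESeq2's Wald test gives a mean of 14, and no setting falls within the paper's largest (538 with limma, above it, and at most 29, with the Wald test, in the others). The paper's p is 0.002 for genotype on PC2 and 2.2e-05 for drug class on PC3, against permutation p of 3.0e-05 and 1.0e-05, the smallest possible, here. The 1000 most variable genes give a permutation p of 0.0021 for PC2, and all tested genes one of 2.0e-05 for PC3. The paper's log2 fold changes at 6 dpf are −0.54 for *srrm3*, 0.92 for *LTBP4*, 0.56 for *ppfia4* and 0.51 for *zfyve27*, against −0.80, 1.45, 0.73 and 0.72 here. In limma on variance-stabilized counts they are −0.53, 0.91, 0.55 and 0.50, and no other setting falls within the paper's. Variance-stabilized counts are a compressed scale. For simulated log2 folds of 0.5, 1 and 2 that setting returned medians of 0.25, 0.55 and 1.21, where edgeR returned 0.49, 1.00 and 1.99. The gap from edgeR is thus one of scale and not a disagreement in effect. The paper states about 80M reads per sample, against about 51.0M counts assigned to genes at 5 dpf and 49.8M in untreated larvae here, on another scale (reads sequenced).

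The paper states that *srrm3* was lower in heterozygotes, and here its log2 fold change of −0.26 passed under no setting. By set enrichment, the paper found immediate early genes lower in the mutant at 6 dpf, naming *fosab*, *junba* and *bdnf* among them, and it reports reduced *fosab* by HCR staining too. As single genes, none of the 3 passed edgeR's test here (−0.17, −0.19 and −0.31) or limma's on variance-stabilized counts. Such tests are not the paper's test of the set, and 62 of 74 immediate early genes were negative here.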

Other observations

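Of the tests below, the exchanges of genotype labels were chosen after the results were seen. Other gene lists also shifted on average, with few or none of their genes called. In untreated mutants ribosomal protein genes had a mean log2 fold change of −0.15 (0 of 93 called; 75 lower and 1 higher adjusted over the list alone; camera adjusted p = 2.9e-40, adjusted p = 0.39 with an estimated correlation) and neurogenesis and Notch genes one of −0.19 (0 of 47 called, 12 lower and 1 higher over the list alone; camera adjusted p = 4.2e-13, adjusted p = 0.26 with an estimated correlation). Cytochrome c oxidase genes were higher in the mutant at 6 dpf (mean 0.084, 2 of 17 higher and 0 lower, 9 and 1 over the list alone; camera adjusted p = 7.3e-07, adjusted p = 0.24 with an estimated correlation), among them *cox6a1* (0.19), which was not called without A, B, E, H or J (adjusted p = 0.061 to 0.10 from edgeR). Mutants and heterozygotes differed by 87 genes in edgeR (79 higher and 8 lower in mutants).

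Genotype labels were exchanged within clutches at 6 dpf in 60 splits, the real one included. Only the real split was as large for the 126 called genes (1 split as large, highest other 2), endocytosis (1, −0.0933 and 0.0768), the cytoskeleton (1, 0.0618 and 0.0471) and the mammalian microexon genes (1, 0.0841 and 0.0660), which argues against chance for these. The shares of splits are not adjusted for the number of results tested. For phosphodiesterases (2 splits) an exchange gave a larger value (0.0986) than the real split (−0.0937), so chance is not taken as excluded. Chance cannot be excluded for immediate early genes (24 splits, −0.129 and 0.328), adenylyl cyclases (3, −0.0921 and 0.121, which is 5% of the splits, the threshold itself, so that another number of splits may turn the verdict) and calcium channels (26, 0.0156 and 0.0457).

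Of the ATAC-seq peaks, 76,472 (34.4%) had 0 counts in all samples and share their coordinates with another peak. No peak with counts does so. The 0 counts therefore need not mean closed chromatin, and changes at these sites could not be tested.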
